# Elucidating tissue and subcellular specificity of the entire SUMO network reveals how stress responses are fine-tuned in a eukaryote

**DOI:** 10.1126/sciadv.adw9153

**Published:** 2025-08-27

**Authors:** Jason Banda, Shraboni Ghosh, Dipan Roy, Kishor D. Ingole, Lisa Clark, Eshan Sharma, Sumesh Kakkunath, Kawinnat Sue-Ob, Rahul Bhosale, Leah Band, Srayan Ghosh, Darren Wells, Jonathan Atkinson, Nicholas J. Provart, Malcolm J. Bennett, Kathryn S. Lilley, Andrew Jones, Miguel De Lucas, Anthony Bishopp, Ari Sadanandom

## Abstract

SUMOylation is essential in plant and animal cells, but it remains unknown how small ubiquitin-like modifier (SUMO) components act in concert to modify specific targets in response to environmental stresses. In this study, we characterize every SUMO component in the *Arabidopsis* root to create a complete SUMO Cell Atlas in eukaryotes. This unique resource reveals wide spatial variation, where SUMO proteins and proteases have subfunctionalized in both their expression and subcellular localization. During stress, SUMO conjugation is mainly driven by tissue-specific regulation of the SUMO E2-conjugating enzyme. Stress-specific modulation of the SUMO pathway reveals unique combinations of proteases being targeted for regulation in distinct root tissues by salt, osmotic, and biotic signals. Our SUMO Cell Atlas resources reveal how this posttranslational modification (PTM) influences cellular- and tissue-scale adaptations during root development and stress responses. To our knowledge, we provide the first comprehensive study elucidating how multiple stress inputs can regulate an entire PTM system.

## INTRODUCTION

Posttranslational modifications (PTMs) are crucial in orchestrating biological complexity and modulating nearly every biological process. This is particularly evident in multicellular organisms where development requires precise coordination of cell fates (*1*). There are >100 different PTMs, including ubiquitination and phosphorylation (*1*–*3*). Unraveling the mechanisms regulating these PTMs can be challenging due to the very large number of components involved. However, compared with the many hundreds of proteins involved in ubiquitination, experimentally characterizing the 30 to 40 components required for the SUMO (small ubiquitin-like modifier) pathway is far more tractable. SUMOylation is a key mechanism for rapid control of protein degradation, activity, localization, and binding partners (*4*, *5*), regulating an array of complex biological processes, from stress perception to chromatin modification and transcription (*6*–*8*). Given its importance in cell function and its tractable genetics, SUMO allows us to delve deeper into how multicellular organisms use PTMs to integrate stress signals by modifying key substrates to coordinate downstream effects on adaptive responses.

SUMO is ~11 kDa in molecular weight, slightly larger than ubiquitin, and is found in all eukaryotes. The SUMO modifier protein has a tertiary structure consisting of the β-grasp fold orientation structure (*9*), which is also common to other protein conjugation systems such as ubiquitin and neuronal-precursor-cell-expressed developmentally downregulated protein-8 (NEDD8). SUMO genes are translated as premature peptides with C-terminal extensions to form a diglycine motif. The C-terminal end is processed to expose a diglycine terminus, which is then conjugated to lysine residues in target substrates through a cascading collection of enzymes sequentially named E1, E2, E3, and E4. SUMO is covalently linked to its substrate as single or multiple monomers or as polymers composed of different SUMO peptides catalyzed by the E4 enzyme (*10*). The SUMO E2 enzyme can also facilitate SUMO conjugation directly to its substrate protein or to the SUMO E3 ligase for conjugation onto substrates. The ubiquitin-like protease (ULP) class of SUMO proteases can process premature SUMO and remove SUMO from substrates, while deSUMOylating isopeptidases (DeSIs) exclusively remove SUMO from targets. Together, these proteases regulate the pool of free and conjugated SUMO within cells (fig. S1).

Families of all major components of the SUMO cycle, except ubiquitin specific peptidase like 1 (USPL1) proteases, are present in multiple eukaryotic kingdoms, suggesting similar functions. However, there are some noticeable differences between the animal and plant SUMO systems. Animal SUMO systems have an increased number of E3 ligases—eight genes—whereas in plants, only two have been confirmed to date (*11*, *12*). Conversely, plants have a more extensive number of SUMO peptides and proteases than animals (*9*). The expansion of SUMO ligase genes in animals and protease genes in plants may provide insights into how a single PTM system diverged to suit each kingdom’s different developmental and adaptive needs.

Despite SUMO modification enzymes being well studied in both plant and animal kingdoms, it is unknown how SUMO components act in concert to modify their targets in response to changing environments. Furthermore, despite their critical importance in numerous cellular processes, our understanding of the rules governing SUMO target specificity remains rudimentary. We use the root of the plant *Arabidopsis thaliana* as a model to address this. We report the spatial expression and protein localization of every SUMO system component to create a complete SUMO Cell Atlas (SCA) and reveal how SUMO influences cellular- and tissue-scale adaptations during plant development and stress responses. In doing so, we provide a comprehensive network elucidating how multiple inputs can regulate a single PTM.

## RESULTS

### Simultaneous visualization of SUMO gene expression and protein localization

To understand the role of SUMO in regulating cellular states, fates, and molecular processes, it is crucial to map the spatiotemporal distribution of the SUMO-machinery components (fig. S1) within a model organ. Given its simple and robust cellular organization, the *Arabidopsis* primary root is an ideal organ for developing an SCA. The *Arabidopsis* primary root is derived from the root apical meristem, which is made up of proximal and distal stem cells separated by an organizing center (the quiescent center). The proximal portion of the root comprises a series of distinct cell types (epidermis, cortex, endodermis, and pericycle) arranged in concentric layers around a central vascular cylinder (comprising phloem, xylem, and procambial cells) (*13*). As new cells divide in the meristematic stem cell niche, mature cells are displaced away from this zone. These displaced cells then undergo a period of expansion before differentiating into their final cell fates. The timing of each phase of root cell development (division, elongation, and differentiation) is tightly controlled by genetic and environmental factors, resulting in three distinct zones within the root tip: meristem, elongation zone (EZ), and differentiation zones (*13*).

We analyzed published single-cell RNA sequencing (scRNA-seq) data and observed differential expression for all SUMO components in different cell types (fig. S2). For example, *SUMO3* is expressed in epidermal cells but not in the vasculature and quiescent center cells. *SUMO3* expression correlated with the expression of SUMO proteases *SPF1*, *OTS2*, and *DeSI3B*, with high expression only in the meristem zone, indicating a potential functional relationship between these components. To validate the observed coexpression-based functional association between the SUMO components across different cell types, we needed to simultaneously analyze gene expression, protein abundance, and subcellular localization of each component.

### Atlas reveals subfunctionalization of SUMO peptides and DeSI proteases

To generate an expression atlas for every *Arabidopsis* SUMO component, we synthesized transcriptional and translational fluorescent fusions for all 32 SUMO cycle genes using an innovative reporter design. This dual transcriptional and translational reporter contained the endogenous promoter region for the respective SUMO cycle gene, followed by the genomic sequence fused to a hemagglutinin (HA)–tagged mVenus-3xHA-2A-mTurquoise-N7 dual reporter (Fig. 1A). The 2A peptide induces ribosomal skipping during translation, creating a SUMO-mVenus-HA translational reporter and a cotranscribed, nuclear-localized mTurquoise reporter, both driven by the same promoter (*14*–*16*). The translational reporter will denote the spatial domain, at both (sub)cellular and tissue scales, in which the protein is located. The second peptide, mTurquoise-N7, defines the spatial domain where transcription/translation of the gene occurs. Any differences in the spatial location of the two fluorescent signals will reveal whether SUMO proteins exhibit cell-to-cell movement or whose abundance is regulated via degradation.

**Fig. 1.**
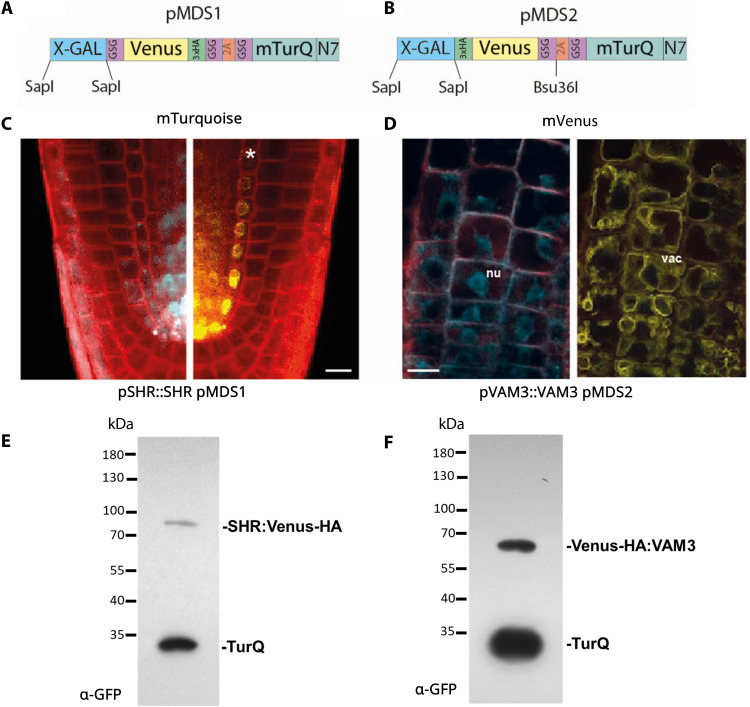
Description and validation of pMDS plasmid system for dual analysis of transcription and translation in plants. (**A**) Organization of pMDS1 vector showing reporters for transcription [mTurquoise (mTurQ)], translation (C-terminal mVenus), and a 2A self-cleaving peptide. (**B**) Organization of pMDS2 vector showing reporters for transcription (mTurQ), translation (N-terminal mVenus), and a 2A self-cleaving peptide. (**C**) Confocal image of pMDS1_*SHR*pro:*SHR:mVenus:mTurQ* showing gene expression (mTurQ) in the stele region and protein (mVenus) translocating to endodermis in the root meristem. (**D**) Confocal image of pMDS2_*VAM3*pro:mVenus:*VAM3:mTurQ* showing subcellular expression (mTurQ) in the nucleus and protein (mVenus) moving to the vacuole in the root epidermis. Red channel shows mCherry expression. nu, nucleus; vac, vacuole; *, endodermis of root meristem. Scale bar, 10 μM. (**E**) Immunoblot of pSHR::SHR pMDS1 showing efficient ribosomal skipping induced by the 2A peptides. Bands corresponding to mTurquoise are labeled as mTurQ. (**F**) Immunoblot of pVAM3::VAM3 pMDS2 showing efficient ribosomal skipping induced by the 2A peptides. Bands corresponding to mTurquoise are labeled as mTurQ.

To validate the functionality of our polycistronic reporter approach, we analyzed the transcriptional and translational behavior of two well-characterized genes: SHORT-ROOT (SHR) and VACUOLAR MORPHOLOGY 3 (VAM3). SHR is a transcription factor that regulates root radial patterning via its non–cell-autonomous behavior (*17*). The SHR gene is initially transcribed in the vascular cells of the root apical meristem, but its protein moves into adjacent endodermal and cortex initials (*17*). The *SHR* promoter and genomic coding region were cloned into the vector (termed pMDS1; Fig. 1A) to create a C-terminal reporter fusion. Transgenic plants exhibited an mTurquoise-N7 signal in the stele (denoting the SHR transcription domain), while the mVenus signal (denoting SHR protein distribution) was expanded to include endodermal and cortex initials (Fig. 1, A and C), demonstrating SHR protein movement and validating our dual-reporter approach. Furthermore, efficient 2A peptide skipping of the construct was verified using VAM3, a Q-SNARE receptor that locates to vacuolar and prevacuolar compartments cloned into a vector variant termed pMDS2. In transgenic roots, VAM3 gene expression (visualized with mTurquoise-N7) was present in the nucleus of epidermal cells, while the VAM3 protein was only visible in the vacuole of these cells (Fig. 1, B and D). In addition, Western blot analysis of protein extracts from VAM3 pMDS2 transgenic lines demonstrated efficient ribosome skipping conferred by the 2A peptide signal (Fig. 1, E and F), as no hybrid peptide at higher molecular weight was detected. These results indicate that the pMDS vector system works efficiently and allows us to simultaneously visualize expression and protein localization. This vector system therefore enabled us to ascertain whether rapid changes in gene expression or protein levels of SUMO components are due to induction and/or degradation.

To create a SUMO Cell Atlas for a plant organ, we characterized each component’s expression and subcellular localization in the key *Arabidopsis* root cell types (i.e., epidermis, cortex, endodermis, and vasculature) and zones (i.e., meristem and elongation; Fig. 2, A and B). We quantified each SUMO component’s expression at both transcription and translation (using mTurquoise) and protein (using mVenus) levels in each root cell type and zone and then collated these values into five categories of expression (low to high; Fig. 2C). This approach allows us to define levels of each SUMO component per tissue and zone. To validate that the genomic fragments of the SUMO components cloned into the pMDS vectors faithfully replicated endogenous gene expression, we performed quantitative reverse transcription polymerase chain reaction (qRT-PCR) to compare transgene and endogenous SUMO gene expression. Two independent transgenic lines for each SUMO component exhibiting similar gene expression patterns to the corresponding endogenous gene were taken forward for further analysis (fig. S3). Furthermore, efficient 2A peptide skipping of each of the SUMO component constructs was verified using immunoblot analysis (figs. S4 to S7). Last, to validate that SUMO components tagged with mVenus remain functional, we successfully complemented mutants in SUMO components with known phenotypes (figs. S8 and S9).

**Fig. 2.**
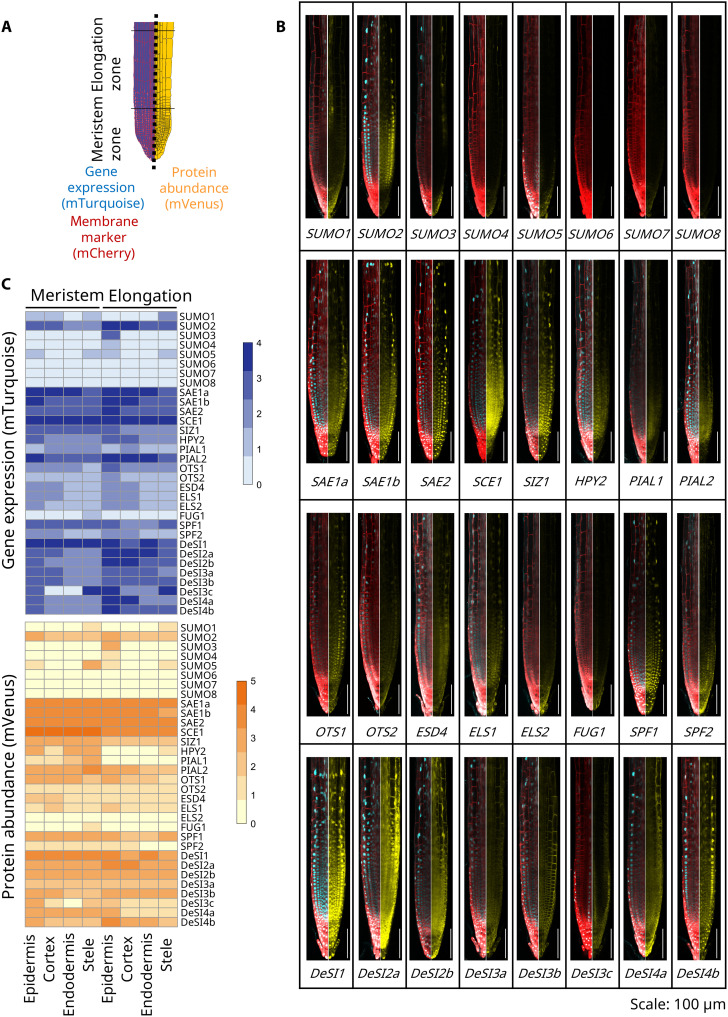
SUMO components exhibit distinct domains of expression and protein accumulation in *Arabidopsis* root tips. (**A**) Schematic representation of the root tip zones and tissues measured in the *Arabidopsis* root. (**B**) Confocal images displaying gene expression (cyan) and protein localization (yellow) of all 32 SUMO components in the root tip of *A. thaliana*. The cell outline is shown in red by a genetic membrane marker. Scale bars, 100 μm. (**C**) Heatmap representing the semiquantitative level of gene expression and protein abundance of all SUMO components in the varying root zones and tissues (*n* = 5). Zero indicated no fluorescence observed, while level 4 or 5 defines a high level of fluorescence. For (B), image settings have been optimized for individual lines to allow comparison of expression patterns; for (C), image settings are identical between lines to allow quantitative comparisons between components.

The SUMO Cell Atlas revealed several surprising insights. Earlier work assumed that *SUMO1* and *SUMO2* were ubiquitously expressed within root tissues (*18*), but using our reporter lines, we observed discrete expression patterns for these two modifiers. *SUMO2* was ubiquitously expressed in all root cell types and zones measured. In notable contrast, SUMO1 exhibited a much more restricted pattern, with high levels of expression in a subset of vasculature cells in the EZ, which we confirmed as phloem companion cells after analyzing root cross sections (fig. S10). scRNA-seq datasets (fig. S2) supported both patterns. These differences in transcriptional regulation of SUMO1 and SUMO2 at the spatial level provide a basis for subfunctionalization, where these modifiers mediate responses to different stimuli. Discrete expression patterns were also observed for other SUMO peptides in our reporter lines. *SUMO3* was detected in epidermal cells within the EZ. *SUMO4* was expressed at very low levels in the late EZ, and *SUMO5* demonstrated very low expression in vasculature and epidermis. The remaining *SUMO6*, *SUMO7*, and *SUMO8* were not detected in the root tip yet could be involved in older root tissue or in shoot organs. This wide variation in the spatial expression of SUMO genes could enable cell-type–specific conjugation of targets.

E1 to E4 enzymes form the core SUMO conjugation machinery. The genes encoding these key components exhibited the highest levels of expression and protein abundance in the SUMO cycle, especially SAE1a, SAE1b, SAE2, and SCE1. The E3 HIGH PLOIDY2 (HPY2) and E4 ligase PROTEIN INHIBITOR OF ACTIVATED STAT LIKE1 (PIAL1) had the lowest expression, and the E3 ligase SAP AND MIZ1 (SIZ1) was intermediate in expression in all root tissues and zones analyzed. HPY2 is expressed in both root zones, but the protein is only visible in the meristematic zone. This observation is consistent with the reported role for HPY2 as a regulator of cell proliferation in the apical meristem where it functions as a repressor of the endocycle (Fig. 2B) (*19*, *20*). The SUMO chain–forming E4 ligase PIAL1 is expressed at low levels in multiple root cell types, but its protein is only found in early meristematic tissue. A number of the E1 to E4 enzymes are localized in both the nucleus and cytoplasm (figs. S11 and S12). This suggests that SUMOylation of targets could occur outside the nucleus, explaining the SUMOylation of plasma membrane targets such as Flagellin Sensitive2 (FLS2) (*21*).

ULP proteases perform a dual function: SUMO maturation through cleaving the preprotein to release the peptide and SUMO removal from its target substrates. In general, this group of proteases displayed low expression levels and protein abundance. Most ULPs are expressed in all root cell types; however, *FOURTH ULP GENE CLASS 1 (FUG1)* is predominantly observed in pericycle cells (a layer of cells surrounding the vascular tissues that gives rise to lateral roots), where FUG1 might play a role in epigenetic gene silencing (*22*). SUMO maturation is considered to occur only in the nucleus; however, OVERLY TOLERANT TO SALT 2 (OTS2) and ESD4-LIKE SUMO PROTEASE 1 (ELS1) proteases are localized to the nuclear envelope (figs. S11 and S12). Previous work demonstrated binding of human SUMO specific proteases (SENPs) to nuclear pore complexes in the nuclear envelope, where the proteases are involved in localization and transport kinetics (*23*). Hence, OTS2 and ELS1 may perform similar roles in plants. ELS1 and EARLY IN SHORT DAYS4 (ESD4) are weakly localized in the cytoplasm. They may fulfill a dual role between peptidase activity in the nucleus and isopeptidase activity in the cytoplasm.

In contrast to the ULP class, DeSI proteases contain an isopeptidase domain that cleaves SUMO off substrates but does not function during SUMO maturation. This distinct family of DeSI proteases is more highly expressed and abundant than its ULP peptidase counterpart. DeSIs exhibit expression in all root tissues and zones with the exception of *DeSI3c*, which is limited to the lateral root cap and vasculature, with weak expression in the epidermis. DeSI showed a wide variety of subcellular locations (figs. S11 and S12). DeSI1 and DeSI4b were strongly localized to the nucleus with weak cytosolic abundance. DeSI2a and DeSI2b displayed similar protein levels in both the nucleus and cytosol. DeSI3a, DeSI3b, and DeSI3c are all localized to the plasma membrane, with DeSI3a and DeSI3c also containing a speckled signal in the cytosol, which might indicate specific target proteins (fig. S11). The exception is DeSI4a, which is localized to a discrete cellular compartment demonstrated by the speckled signal (fig. S11). Little is known about the molecular targets of these DeSIs, but our SUMO Cell Atlas reveals a strong subcellular variation, indicating that individual DeSIs may target a discrete set of targets in different cellular components. Our SUMO system-wide approach raises the possibility of a much more complex regulatory landscape for SUMO modification than previously known.

### Probing stress regulation of the SUMO Cell Atlas

The 32 dual-reporter lines within our Cell Atlas resource were next used to establish how the SUMO system modulates the SUMOylated proteome upon different environmental cues. We studied three model abiotic and biotic stresses: salt, osmotic and bacterial elicitor, and flagellin. For salt, osmotic, and flagellin treatment, seedlings were exposed to 150 mM NaCl, 300 mM mannitol, or 1 μM flagellin.

We first verified that SUMO systems respond after 3 hours of exposure to model stimuli. Immunoblot analysis confirmed SUMO conjugate accumulation 3 hours posttreatment (fig. S13). 

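Transcript levels were measured by bulk RNA-seq, in which the polyadenylated RNA of whole organs is sequenced and the reads falling on each gene are counted. According to the methods, each sample pooled about 120 roots of 6-day-old seedlings harvested 3 hours after treatment, with 3 samples per treatment. The 15 libraries form 5 groups with replicates A, B and C: mock, salt (150 mM NaCl), flg22 (1 μM of the flagellin peptide that plants perceive), mannitol control and mannitol (300 mM). The sample labels differ from the paper in giving 250 nM flg22, whole seedlings as the tissue, and sampling times of 0 and 3 hours without assigning them to samples. The paper's dose, tissue and time are used here. The authors sequenced nonstranded paired-end libraries to a stated depth of 3 gigabases, trimmed the reads, mapped them to Araport11, discarded duplicates with Picard and counted reads per gene with HTSeq. The deposited table holds these counts, without normalization, for 24618 genes. Total counts were 6094503, 6120247 and 12182201 in the 3 mock libraries. They ranged from 8718803 to 10119467 in salt (median 9125680), from 7730924 to 8748769 in flg22 (median 8569150), from 11803991 to 13943645 in the mannitol control (median 12636560) and from 10527519 to 12714380 in mannitol (median 11460124). Values given here use these totals and not the stated sequencing depth. A transcript at the floor of 3 counts corresponds to 0.215 to 0.492 CPM (counts scaled to the total of a library), depending on the library, and this floor covers counting error only. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 2.94 to 12.3 between pairs. Salt and flg22 were each compared with mock, and mannitol with its own control, by edgeR's quasi-likelihood test on TMM-normalized counts of the 6 libraries compared, after removal of genes with too few counts (filterByExpr, minimum count 10). A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. The fold-change limits of the methods were read as log2 values, and DESeq2, the tool named there, was run as an alternative. CPM values of genes are TMM-normalized within the 6 libraries of a comparison, and coordinates are those of the TAIR10.1 annotation.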

Next, we quantified changes in SUMO component gene expression 3 hours after treatment using bulk RNA-seq on whole roots (fig. S14). The salt and mannitol treatments have similar numbers of differentially expressed genes (DEGs; fig. S14A). 

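Between salt and mock, 3222 of 18484 tested genes were DEGs, of which 1773 were up-regulated and 1449 down-regulated. Between mannitol and its control, 3114 of 18939 tested genes were DEGs, 1701 up-regulated and 1413 down-regulated. The 3 treated libraries all lay above or all below the 3 control libraries for 3206 of the salt DEGs (99.5%) and 3088 of the mannitol DEGs (99.2%), where chance gives 10% of genes. DEGs are selected for a difference between the groups, so this describes the replicates and is not a further test. Dropping the fold threshold moved the numbers most, to 7746 genes in salt and 9862 in mannitol. The largest increases in salt were in AT3G03341 (chromosome 3, 790130 to 790693, a cold-regulated protein), AT3G17520 (chromosome 3, 5999174 to 6000447, a late embryogenesis abundant protein) and GASA3 (AT4G09600, chromosome 4, 6072804 to 6073646). AT3G03341 reached 25.7 ± 4.36 CPM (SD, n = 3) and GASA3 12 ± 3.91 CPM (SD, n = 3) in salt, while neither had a count in mock. AT3G17520 rose from 0.103 CPM, below the floor, to 98 ± 33.7 CPM (SD, n = 3). The adjusted p-values of these 3 genes were 2.19e-06, 9.37e-05 and 4.02e-05, respectively (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases in salt were in CYP710A3 (AT2G28850, chromosome 2, 12383480 to 12385051), ARI12 (AT1G05880, chromosome 1, 1775643 to 1778553) and HR2 (AT3G50460, chromosome 3, 18727666 to 18728810). These fell from 13.3 ± 2.63, 13.5 ± 8.78 and 11.7 ± 4.84 CPM (SD, n = 3) in mock to 0.0355, 0.0744 and 0.0711 CPM in salt, all below the floor. Their adjusted p-values were 1.81e-06, 0.00181 and 9.06e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mannitol, GASA3 had the largest increase, reaching 38.6 ± 6.32 CPM (SD, n = 3). It was followed by AT1G04560 (chromosome 1, 1244947 to 1246059, an AWPM-19-like protein) at 18.4 ± 2.39 CPM and AT1G27461 (chromosome 1, 9537736 to 9539027, an uncharacterized protein) at 12.5 ± 4.59 CPM (SD, n = 3), and none of the 3 genes had a count in the mannitol control. Their adjusted p-values were 6.43e-10, 2.36e-09 and 1.2e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases in mannitol were in genes of the cell wall. EXT13 (AT5G35190, chromosome 5, 13434151 to 13435424), an extensin-like protein, fell from 50.4 ± 9.5 to 0.385 ± 0.172 CPM (SD, n = 3), a log2 fold change of -6.97 (standard error 0.25, adjusted p = 1.29e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). XTH13 (AT5G57540, chromosome 5, 23302787 to 23304095) and XTH12 (AT5G57530, chromosome 5, 23300321 to 23301689), xyloglucan endotransglucosylases, fell from 11.1 ± 1.84 and 14.2 ± 2.2 CPM (SD, n = 3) to 0.0271 and 0.132 CPM. From the numbers in fig. S14A the paper states that the salt and mannitol treatments were alike in this respect, and it describes the genes behind them by their GO terms (fig. S14B).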

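Between flg22 and mock, 156 of 18230 tested genes were DEGs, of which 150 were up-regulated and 6 down-regulated. In all 156 (100%), the flg22 libraries lay entirely above or entirely below the mock libraries. The number was most sensitive to the fold threshold, without which 670 genes passed, 463 up-regulated and 207 down-regulated. Leaving out each of the 6 libraries in turn gave 50 to 180 DEGs. Same-lettered flg22 and mock libraries did not deviate together (mean correlation of their deviations from the group means -0.135), and with a replicate block (the letter as a factor) 71 genes were DEGs, 69 of them among the 156. WRKY30 (AT5G24110, chromosome 5, 8153115 to 8154710), a transcription factor, rose most, from 0.861 ± 0.252 to 14.6 ± 4.18 CPM (SD, n = 3), a log2 fold change of 4.08 (standard error 0.31, adjusted p = 0.000474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed in 13 of 13 alternatives. AT2G43620 (chromosome 2, 18093694 to 18095093), a chitinase family protein, rose from 4.01 ± 1.63 to 54.1 ± 18.4 CPM (SD, n = 3), a log2 fold change of 3.67 (standard error 0.40, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed in 11 of 14 alternatives. CYP706A2 (AT4G22710, chromosome 4, 11934969 to 11936823) had a log2 fold change of 2.94 (standard error 0.48, adjusted p = 0.0454 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in 7 of 14 alternatives. Its value is uncertain because 52.1% of the 100-base windows of its transcript also occur in AT4G22690. Of the 6 genes that fell, AT3G19430 (chromosome 3, 6736061 to 6738518, a late embryogenesis abundant protein-like protein), MAN7 (AT5G66460, chromosome 5, 26538395 to 26541692, a glycosyl hydrolase) and AT2G37700 (chromosome 2, 15810520 to 15814218, a fatty acid hydroxylase) had the largest decreases above a mean of 5 CPM. Their log2 fold changes were -1.32 (standard error 0.25), -1.09 (standard error 0.25) and -1.09 (standard error 0.22), with adjusted p-values of 0.0367, 0.0424 and 0.0312 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These passed in 8, 6 and 8 of 14 alternatives, respectively. The remaining 3, named after their values were seen, were AT1G10530, sks16 (AT2G23630) and sks15 (AT4G37160), and the last 2 had log2 fold changes of -1.01 and -1.00. AT1G10530 fell from 3.14 ± 0.185 to 1.09 ± 0.38 CPM (SD, n = 3).

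**Figure D1:**
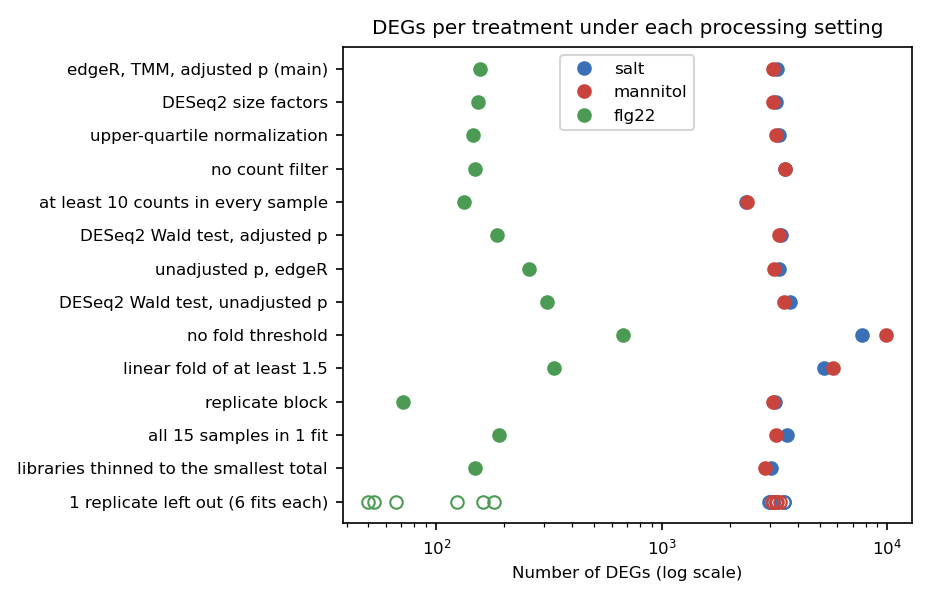
Number of DEGs (log scale) in salt, mannitol and flg22 under each processing setting, where each filled point is 1 fit and each open point is a fit without 1 library. The flg22 numbers lie between 50 and 670, below every salt and mannitol number, the lowest of which is 2366.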

Flagellin treatment, however, only triggered relatively mild transcriptomic changes. 

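GO annotation was not used here, and a list of 35 marker genes of osmotic stress and abscisic acid (ABA) signaling took its place. In salt, 31 of the 34 genes tested were among the up-regulated DEGs, where 3.26 would be expected (one-sided Fisher's exact test, p = 9.72e-29, and 2.43e-28 after Benjamini-Hochberg adjustment over 5 set tests). All 34 were higher in salt than in mock, with a median log2 fold change of 3.90. In mannitol, 33 of 35 were among the up-regulated DEGs, where 3.14 would be expected (same test, one-sided Fisher's exact, p = 1.08e-32, and 5.4e-32 after Benjamini-Hochberg adjustment). The median log2 fold change was 2.74, and 34 of 35 genes were higher. Within the exact test, counting genes without a fold threshold moved the p-values most, to 8.15e-23 in salt and 3.29e-19 in mannitol. Genes are not independent replicates, and limma's camera test, which allows for a preset correlation between genes, gave p = 9.53e-61 in salt (n = 34 genes) and 1.67e-77 in mannitol (n = 35 genes). P5CS1 (AT2G39800, chromosome 2, 16598072 to 16603319) encodes an enzyme of proline synthesis. It rose from 41.8 ± 2.08 to 580 ± 15.3 CPM (SD, n = 3) in salt, a log2 fold change of 3.79 (standard error 0.09, adjusted p = 2.23e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mannitol it rose from 97.3 ± 1.84 to 787 ± 95.7 CPM (SD, n = 3), a log2 fold change of 3.02 (standard error 0.10, adjusted p = 3.39e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RD29A (AT5G52310, chromosome 5, 21240717 to 21243644), a desiccation-responsive gene, was at 38.6 ± 1.98 CPM in mock and 5620 ± 1270 CPM in salt, and at 352 ± 58.2 CPM in the mannitol control and 4220 ± 394 CPM in mannitol (SD, n = 3). Its log2 fold changes were 7.19 (standard error 0.21) and 3.58 (standard error 0.12), with adjusted p-values of 9.22e-08 and 8.67e-11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NCED3 (AT3G14440, chromosome 3, 4831286 to 4834015), which encodes an enzyme of ABA synthesis, had log2 fold changes of 7.02 (standard error 0.26) and 4.16 (standard error 0.12). The sodium-proton exchanger gene SOS1 (AT2G01980, chromosome 2, 457002 to 463408) was not among the up-regulated DEGs of either treatment. It rose by 0.32 in salt and had a log2 fold change of -0.21 in mannitol (adjusted p = 0.0213 and 0.07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ABF4 (AT3G19290) and ERD1 (AT5G51070) rose by 0.80 and 0.64 in salt, and ERD1 by 0.95 in mannitol (log2), below the fold threshold.

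**Figure D2:**
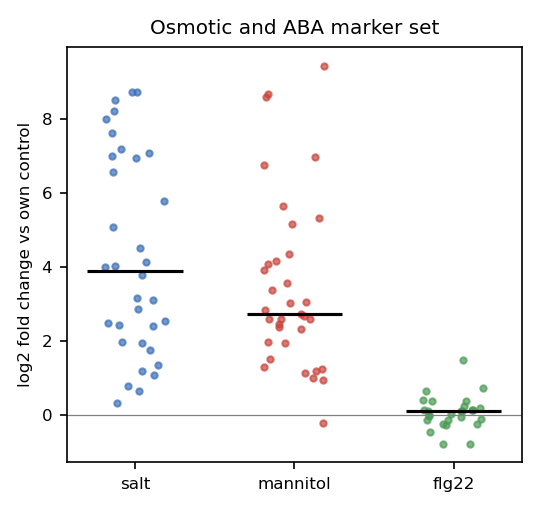
Log2 fold change of each gene of the osmotic and ABA marker list (points) in salt, mannitol and flg22 against its own control, with the median as a bar. The medians are 3.90 in salt, 2.74 in mannitol and 0.10 in flg22.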

In the salt and mannitol treatment, Gene Ontology (GO) analysis revealed that up-regulated genes were enriched in osmotic homeostasis signaling pathways (response to salt, response to water deprivation, etc.) (fig. S14B). Flagellin treatment up-regulated known defense response genes but down-regulated glucosinolate and carbohydrate metabolism.

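Of 35 tested genes on a list of pattern-triggered defense markers, 14 were among the DEGs up-regulated by flg22, where 0.288 would be expected (one-sided Fisher's exact test, p = 7.02e-21, adjusted over 5 set tests 1.17e-20). In fits without 1 library, added after seeing the data, this number ranged from 4 to 13. It was lowest without flg22 replicate B (p = 2.57e-06 in the same exact test) and highest without flg22 replicate A. The median log2 fold change of the list was 0.74, and 33 of 35 genes were higher than in mock. The camera test of limma, whose units are genes and not libraries (n = 35 genes in the list), gave p = 5.26e-49. Of 10000 random lists matched on length, GC content and expression, 0 had a median as high. FRK1 (AT2G19190, chromosome 2, 8326049 to 8329944), an flg22-induced receptor-like kinase gene, rose from 7.96 ± 0.947 to 23.4 ± 7.29 CPM (SD, n = 3), a log2 fold change of 1.54 (standard error 0.25, adjusted p = 0.0202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PROPEP3 (AT5G64905, chromosome 5, 25939562 to 25940080), which encodes an elicitor peptide precursor, rose from 6.63 ± 1.31 to 27.8 ± 3.04 CPM (SD, n = 3), a log2 fold change of 2.09 (standard error 0.16, adjusted p = 0.000474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FLS2 (AT5G46330, chromosome 5, 18791575 to 18795908), the flagellin receptor gene, rose from 1.64 ± 0.794 to 8.31 ± 1.95 CPM (SD, n = 3), a log2 fold change of 2.22 (standard error 0.33, adjusted p = 0.00796 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 31 tested genes of glucosinolate metabolism, 0 were among the 6 down-regulated DEGs (1 at an unadjusted p-value under 0.05 with the same fold threshold; one-sided Fisher's exact test, p = 1). Only 0.01 of the 31 would be expected among 6 genes, so 0 says little about the list. The median log2 fold change of the 31 genes was -0.20, and 22 of 31 were lower than in mock (limma camera, n = 31 genes, p = 0.422). Of 10000 matched lists, a comparison chosen after the values were seen, 0 had a median as low, although none of the 31 genes passed as lower alone and the median was -0.03 without mock replicate B. Among them, CYP83B1 (AT4G31500) and PEN2 (AT2G44490) were higher, with log2 fold changes of 0.58 and 0.93 (adjusted p = 0.0205 and 0.0027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The glucosinolate call changed under some settings. With DESeq2's Wald test and adjusted p-values, 1 of 8 down-regulated DEGs was in the list (IPMI2, AT2G43100; one-sided Fisher's exact test, p = 0.0134). The methods of the paper name DESeq2 with P < 0.05 and do not say whether it was adjusted. With DESeq2's unadjusted p-values, a setting chosen for the lists after seeing the data, 5 of 62 were in the list (p = 6.19e-08 in the same exact test). These 5 were CYP79F2, IPMI2, BCAT4, BASS5 and MAM1, with log2 fold changes of -2.01, -1.90, -2.55, -1.34 and -1.79. Of 300 tested genes whose product names refer to carbohydrate metabolism, 1 (MAN7) was among the down-regulated DEGs (one-sided Fisher's exact test, p = 0.0948, adjusted 0.118). Of these genes 5 were up-regulated DEGs. In all, 151 were higher and 149 lower, with a median log2 fold change of 0.00. With the replicate block, 7 defense genes were among 68 up-regulated DEGs (one-sided Fisher's exact test, p = 4.53e-11), 1 glucosinolate gene was among 3 down-regulated DEGs (p = 0.00509), and the carbohydrate list gave p = 1.

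**Figure D3:**
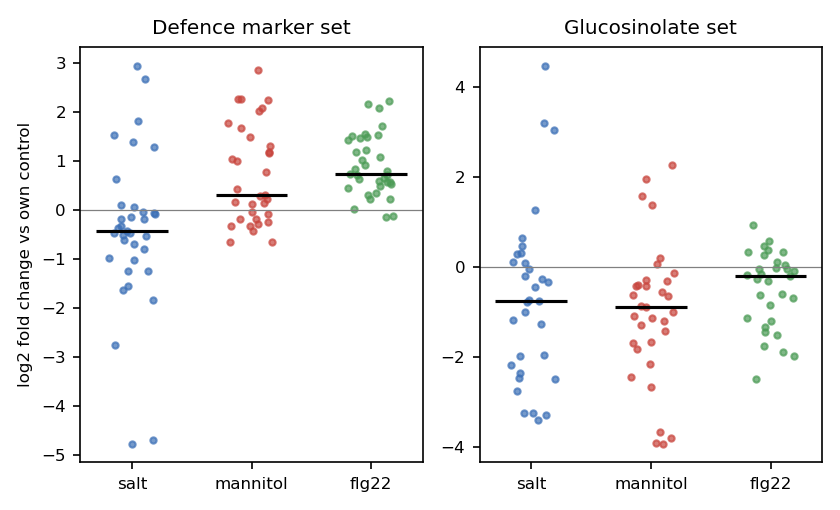
Log2 fold change of each gene of the defense list (left) and the glucosinolate list (right) in salt, mannitol and flg22 against its own control, with the median as a bar. In flg22 the medians are 0.74 and -0.20.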

The same treatments at a 3-hour time point were used to visualize the response of the 32 SUMO component reporters. Seedlings were scanned on the confocal microscope to visualize both mTurquoise and mVenus patterns. The abundance of every SUMO component was quantified in multiple cell types, including epidermis, cortex, endodermis, and stele, and within two root zones, meristem and EZ. The changes induced by each stress within these cell types were visualized as expression (Figs. 3 to 5A) and protein abundance (Figs. 3 to 5B) heatmaps to reveal common and contrasting spatial and quantitative regulatory effects on each SUMO component.

**Fig. 3.**
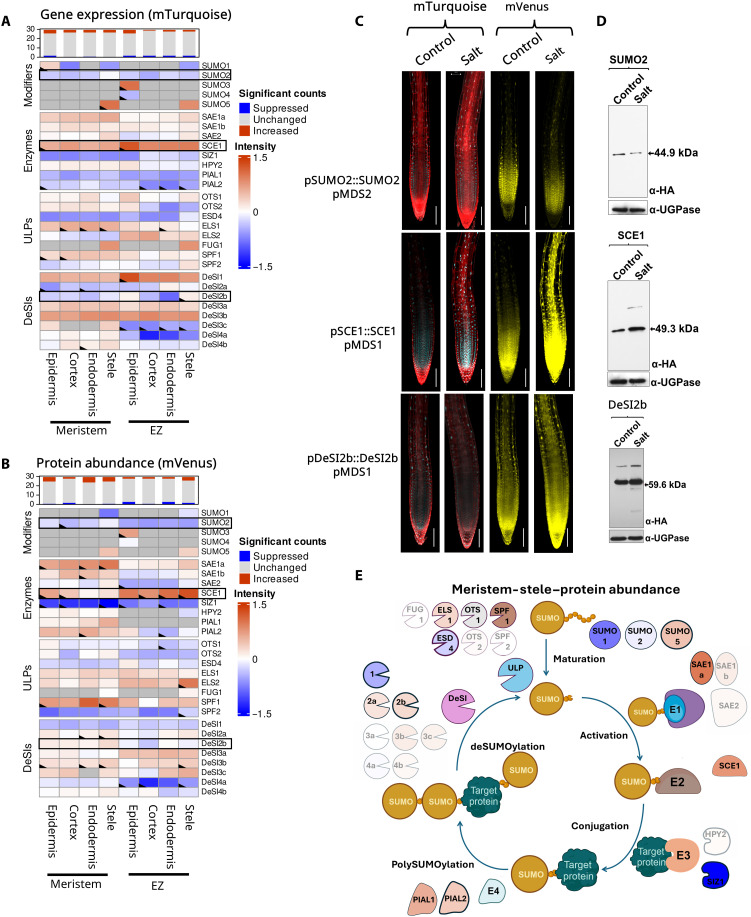
Salt stress modulates the SUMO system in a tissue-specific manner. (**A**) Heatmap representing the log_2_ fold changes in gene expression within the SUMO components 3 hours after 150 mM salt stress in several root tissues and zones (*n* = 4). The top bar graph displays the number of SUMO genes per tissue type in a specific zone that change in a statistically significant manner (*P* ≤ 0.05). Dark gray boxes indicate combinations that were not analyzed, as no expression or protein was observed in this tissue. (**B**) Similar heatmap as in (A) representing the log_2_ fold changes in protein abundance within the SUMO components 3 hours after 150 mM salt stress in several root tissues and zones. (**C**) Confocal microscopy images showing changes in expression (mTurquoise: cyan) and protein abundance (mVenus: yellow) of three major changers during salt stress. Scale bars, 100 μm. (**D**) Western blot of three major SUMO changers during salt stress, confirming the trend as seen in image analysis. UTP--glucose-1-phosphate uridylyltransferase (UGPase) was used as a loading control. (**E**) Schematic representation of the SUMO cycle and its components. The cycle represents the changes in protein abundance in the meristematic stele. Components with modest changes (fold change < 0.5) are shown as transparent, while those with the largest changes (log change > 0.5) are shown in solid color based on the scale of the heatmap in (B). Components with statistically significant changes are also outlined.

**Fig. 4.**
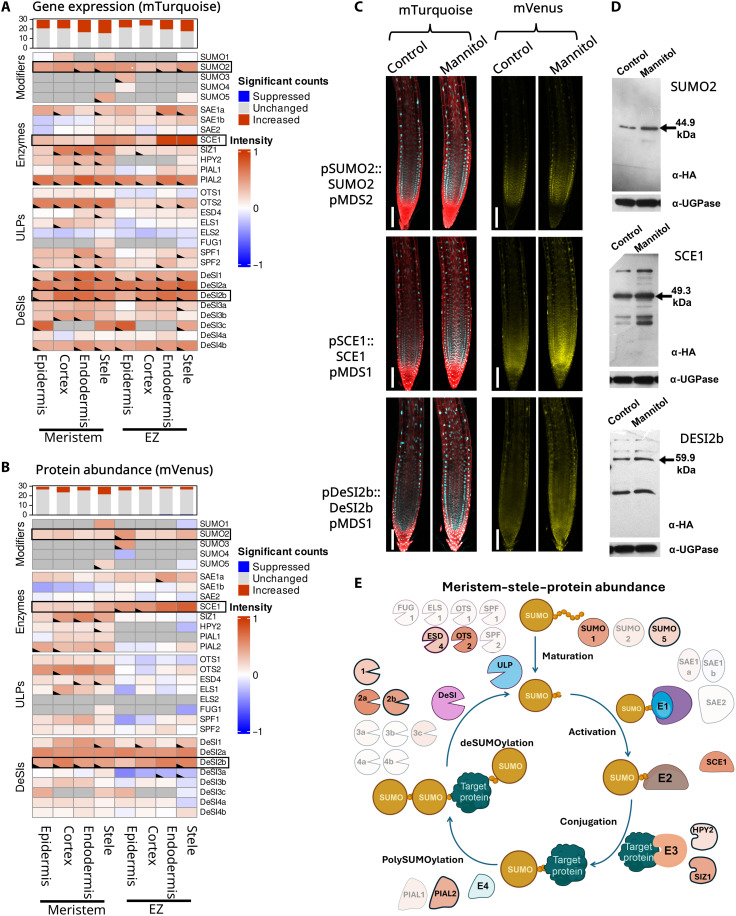
Osmotic stress regulates a distinct set of genes compared to salt stress. (**A**) Heatmap representing the log_2_ fold changes in gene expression within the SUMO components 3 hours after 300 mM mannitol stress in several root tissues and zones (*n* = 4). The top bar graph displays the number of SUMO genes per tissue type in a specific zone that change in a statistically significant manner (*P* ≤ 0.05). Dark gray boxes indicate combinations that were not analyzed, as no expression or protein was observed in this tissue. Boxes with a marked corner indicate significant changes. (**B**) Similar heatmap as in (A) representing the log_2_ fold changes in protein abundance within the SUMO components 3 hours after 300 mM mannitol stress in several root tissues and zones. (**C**) Confocal microscopy images showing changes in expression (mTurquoise: cyan) and protein abundance (mVenus: yellow) of three major changers during salt stress. Scale bars, 100 μm. (**D**) Western blot of three major SUMO changers during salt stress, confirming the trend as seen in image analysis. UGPase was used as a loading control. (**E**) Schematic representation of the SUMO cycle and its components. The cycle represents the changes in protein abundance in the meristematic stele. Components with modest changes (fold change < 0.5) are shown as transparent, while those with the largest changes (log change > 0.5) are shown in solid color based on the scale of the heatmap in (B). Components with statistically significant changes are also outlined.

**Fig. 5.**
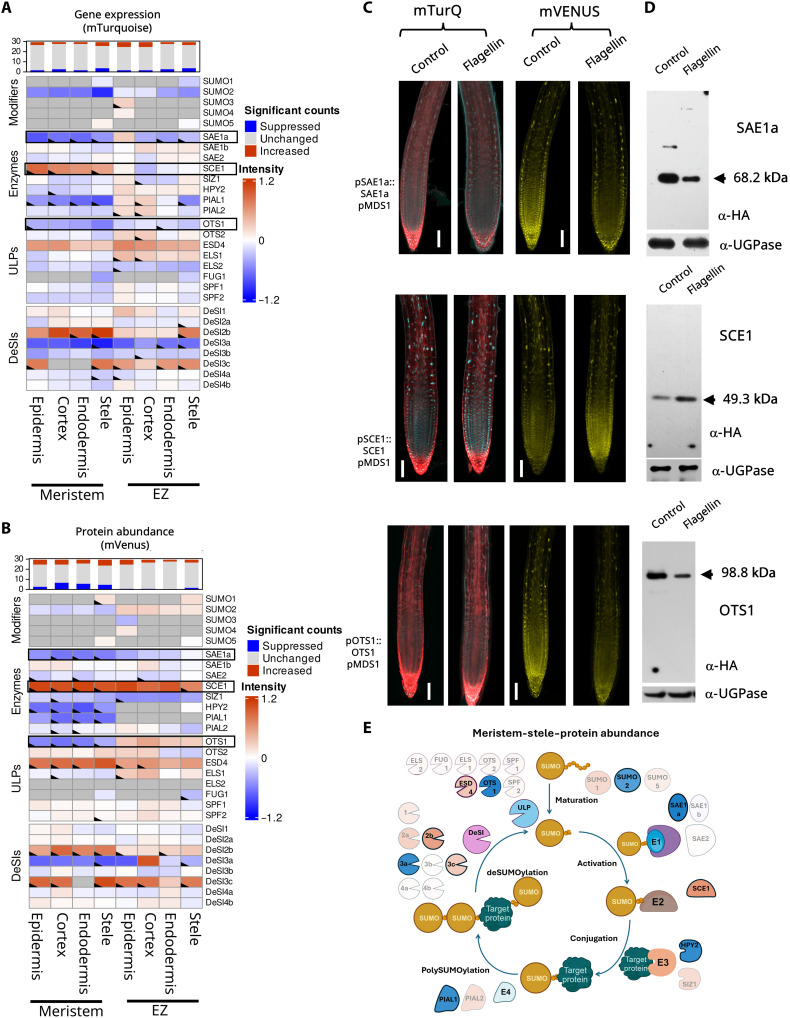
Biotic stress targets a distinct subset of SUMO system genes compared to abiotic stress. (**A**) Heatmap representing the log_2_ fold changes in gene expression within the SUMO components 3 hours after 1 μM flagellin treatment in several root tissues and zones (*n* = 4). The top bar graph displays the number of SUMO genes per tissue type in a specific zone that change in a statistically significant manner (*P* ≤ 0.05). Dark gray boxes indicate combinations that were not analyzed, as no expression or protein was observed in this tissue. Boxes with a marked corner indicate significant changes. (**B**) Similar heatmap as in (A) representing the log_2_ fold changes in protein abundance within the SUMO components 3 hours after 1 μM flagellin treatment in several root tissues and zones. (**C**) Confocal microscopy images showing changes in expression (mTurquoise: cyan) and protein abundance (mVenus: yellow) of three major changers during 1 μM flagellin treatment. Scale bars, 100 μm. (**D**) Western blot of three major SUMO changers during 1 μM flagellin treatment, confirming the trend as seen in image analysis. UGPase was used as a loading control. (**E**) Schematic representation of the SUMO cycle and its components. The cycle represents the changes in protein abundance in the meristematic stele. Components with modest changes (fold change < 0.5) are shown as transparent, while those with the largest changes (log change > 0.5) are shown in solid color based on the scale of the heatmap in (B). Components with statistically significant changes are also outlined.

### SUMO in epidermal cells is most responsive during salt stress

Salt stress profoundly affects root growth and development (*24*, *25*). It is well documented that salt stress induces SUMO conjugation to substrate proteins in roots (fig. S13) (*26*, *27*). However, it remains unclear how the SUMO system responds to salt stress. SUMO Cell Atlas resources revealed that after 3 hours of salt stress, SUMO1 and SUMO2 were down-regulated (both gene expression and protein abundance), while SUMO3 and SUMO5 showed slight up-regulation (Fig. 3). The SUMO1 protein was strongly inhibited in the stele of the meristem, while SUMO2 was reduced across all cell types in the EZ (Fig. 3, A and B). This spatial specificity in down-regulation suggests specific developmental roles for these two highly similar SUMO isoforms in salt response. The observation that SUMO3 and SUMO5 protein levels increase following both osmotic and salt stress suggests that these two SUMOs might be involved in specific stress response pathways other than targets of SUMO1 and SUMO2.

Among the SUMO conjugation enzymes, the E2 enzyme, SCE1, showed the greatest induction after salt stress (Fig. 3, C and D). We observed significantly increased levels of SCE1 protein in the EZ compared to the meristem, with the highest expression in the epidermis and protein abundance in the stele. The epidermis is where salt is first perceived in the roots, so SCE1 induction in this tissue suggests a direct role for salt perception by the SUMO system. The E3 ligase SIZ1 was strongly down-regulated across all cell types and zones, while HPY2 levels remain stable. These results suggest that during salt stress, SUMOylation relies more on increased levels of E2. *PIAL1* and *PIAL2* showed decreased expression but increased protein abundance. These proteins are likely stabilized during salt stress, leading to increased poly-SUMO formation.

Among the SUMO proteases, OTS1 and OTS2 showed a clear reduction in protein levels consistent with earlier studies on this subset of proteases, indicating that they are degraded after salt stress (*26*). ELS1 and SUMO PROTEASE RELATED TO FERTILITY1 (SPF1) showed increased gene expression and protein abundance. As *SPF1* gene expression is not strongly induced, this increase in protein abundance is likely regulated through increased protein stability under these conditions. SPF1 was strongly induced specifically in the endodermis and stele tissues. This implies a possible role for this ULP protease in regulating salt responses in inner root tissues. Among the DeSI-type proteases, the highly expressed DeSI1 transcripts were up-regulated in both meristem and EZ, primarily in the epidermal layer, although their protein levels decreased under salt stress. Likewise, DeSI4a protein also showed a strong reduction in cortex and endodermis. This suggests that ULP and DeSI proteases play specialized roles in different cell types under salt stress to shape their SUMOylated proteomes (Fig. 3E).

### Osmotic stress modulates SUMOylation primarily in inner root tissues

Osmotic stress treatment up-regulated both SUMO peptide and SUMO ligase components (Fig. 4, A and B), consistent with previous work demonstrating increased SUMOylation in response to abiotic stresses (*28*–*30*). Both salt and osmotic stresses induce expression of *SAE1a*, *SCE1*, *SPF1*, *and DeSI1*. The increase in SCE1 protein abundance stands out in both datasets. During osmotic stress, SUMO2 modifier abundance is increased (Fig. 4, C and D). This trend could be the basis for the increase in SUMO conjugation seen upon osmotic stress treatment (fig. S13). In *SUMO2* and *SCE1*, the greatest changes in expression occur in inner tissues (endodermis and stele) of the EZ, suggesting a local function responding to osmotic changes within these root tissues.

Strong increases in the expression and protein abundance of DeSI proteases 2a and 2b were also observed (Fig. 4, A and B). Whereas DeSI2a displays an increase in all tissues and zones, DeSI2b increases mostly in endodermis and stele cell types, similar to SUMO2 and SCE1. This result reveals potential roles for SUMO2 and SCE1 during osmotic stress by up-regulating the SUMOylation of a wide group of targets, while DeSI2a and DeSI2b deSUMOylate specific targets to modulate stress response pathways.

Transcript and protein heatmaps reveal interesting zone-specific responses to osmotic stress for selected SUMO components (Fig. 4, A and B). For example, protein abundance of many ULP and DeSI proteases in the meristem is stable or increased after 3 hours of osmotic stress. However, in the EZ, a drop is visible for proteases such as OTS1, FUG1, SPF1, and DeSI3a (Fig. 4B). In the case of OTS1 and FUG1, this can be directly ascribed to a decrease in gene expression (Fig. 4A). This contrasting behavior suggests active breakdown of the protein in the EZ specifically during osmotic stress. In both SPF1 and OTS1, this trend is clearest in epidermal cells, which would perceive the stress first. The notable differences between root meristem and EZ highlight the importance of these two proteases in rapid osmotic stress responses.

Following osmotic stress treatment, most SUMO component expression changes are found in inner root tissues. Around 50% of the SUMO-machinery genes showed significantly increased expression levels in the endodermis and stele of the root meristem versus ~40% in the EZ. Significant changes in protein abundance were rarer, with the highest level of change in the meristem stele cells where 26% (7 of 26) of proteins increased versus two proteins increased (DeSI1 and DeSI2b) and one (DeSI3a) was suppressed in the EZ. The meristem, therefore, appears to be the most reactive tissue when focusing on SUMO components. Focusing specifically on which proteins change within the stele, we observe changes in almost all E3 and E4 ligases (HPY2, SIZ1, and PIAL2) and changes in SUMO1, SUMO5, and SCE1. These changes are likely to cause an increased level of SUMO conjugation within stele cells. In contrast, levels of many ULP and DeSI proteases remain unchanged (Fig. 4E). Only DeSI1, DeSI2b, and ESD4 show significant increases. The elevation of SUMOylation versus deSUMOylation components likely explains the increased levels of SUMOylation observed after dehydration and osmotic stress. However, deSUMOylation of specific targets mediated by the increased abundance of DeSI components could play a vital role in activating specific stress pathways.

### Biotic stress predominantly affects SUMO components in the meristem

In parallel with our abiotic stress treatments, we observed that the biotic stress elicitor flagellin 22 (flg22) triggers dynamic changes of specific SUMO components primarily in the meristematic zone in a cell-type–specific manner (Fig. 5, A and B). Unlike abiotic stress treatments, changes in SUMO cycle machinery after flg22 application involved a smaller set of classes of components. The expression and protein abundance levels of all the SUMO modifiers remain unchanged, except for SUMO2, whose expression and protein abundance levels decreased in the meristematic zone (Fig. 5, C and D). Flagellin treatment decreased both transcription and protein abundance levels of SAE1a, particularly in the meristematic zone. In contrast, the expression and protein abundance levels of SAE1b and SAE2 largely remained unchanged. However, we observed an increase in the levels of the SUMO E2-conjugating enzyme, SCE1, in the cell in the meristem more prominently than the EZ (Fig. 5, A and B). Moreover, the protein abundance levels of the E3 ligase, HPY2, and the E4 ligase PIAL1 showed a slight but significant reduction in the meristematic zone.

Among the ULP proteases, there was a significant decrease in the protein abundance of OTS1 particularly in the meristematic zone, while ESD4 was up-regulated both at the transcriptional and translational levels (Fig. 5E). Among the components constituting the DeSI SUMO proteases, there was strong up-regulation at the transcriptional and translational levels for DeSI2b across all the examined tissue types in the meristematic zone. DeSI3c also constituted a candidate DeSI protease component that exhibited strong up-regulation, particularly at the protein abundance level upon flagellin treatment across all examined tissue types in the meristematic and EZ except the endodermis. Consistent with previous reports (*21*), flagellin treatment caused a strong decrease in the protein levels of DeSI3a. The response status of DeSI3a upon flagellin treatment served as an internal positive reference control for our study, confirming the efficiency of our experimental setup to elicit a biochemical and immune response in treated plants.

To explore expression patterns between the different SUMO components, we made gene and protein expression clusters based on imaging data on a tissue-specific level. Closely related genes such as *PIAL1* and *PIAL2*, *DeSI3a* and *DeSI3b* show strong clustering, thus suggesting a highly conserved gene expression response to the three stresses (fig. S15A). However, these same genes are not clustered tightly at the protein abundance level, indicating that the control of gene expression has diverged from the regulation of protein abundance during stress (fig. S15C). We next compared expression levels of all SUMO components both at the gene and protein expression levels against each other to identify clusters of genes that may be either positively or negatively correlated. One of the strongest clusters to come out of this analysis is one including *PIAL1*, *PIAL2*, *OTS2*, *DeSI4b*, *SPF2*, and *SUMO2*, which are all positively correlated on the basis of gene expression (fig. S15B). This might underlie a conserved functional link for these genes during a stress response. Protein cluster analysis demonstrated that SCE1, whose protein levels increased in all three stresses, negatively correlates with SAE1a, PIAL1, HPY2, and PIAL2 (fig. S15D). This suggests that SCE1-dependent SUMO conjugation to targets might be favored over polySUMOylation and HPY2-specific targets during stress responses.

### Different stresses trigger unique changes in the SCE1 interactome

The *Arabidopsis* genome contains a single SUMO E2 conjugation enzyme termed SCE1 (fig. S1). Our Cell Atlas data revealed SCE1 to be the only component of the SUMO system that is significantly increased under all three stresses (Figs. 3 to 5). Hence, we hypothesize that this E2 is the main driver modulating stress-dependent increases in SUMO conjugation (fig. S13).

We designed immunoprecipitation–mass spectrometry (IP-MS) experiments to identify SCE1 interacting partners under the three stresses to determine whether each treatment resulted in a distinct SUMOylated proteome. We performed these assays using root cultures expressing genomic SCE1 using the pMDS1 vector system (Fig. 1). The interactome pull-down assays were facilitated by the SCE1 protein being tagged at its C terminus with both 3xHA and mVenus tags. After treatment of the roots with NaCl (150 mM), mannitol (300 mM), or flg22 (1 μM) for 3 hours, IP was performed on extracted proteins using magnetic anti–green fluorescent protein (GFP) beads, and then the interactomes were analyzed using liquid chromatography–tandem MS (LC-MS/MS) analysis (Fig. 6A and fig. S16).

**Fig. 6.**
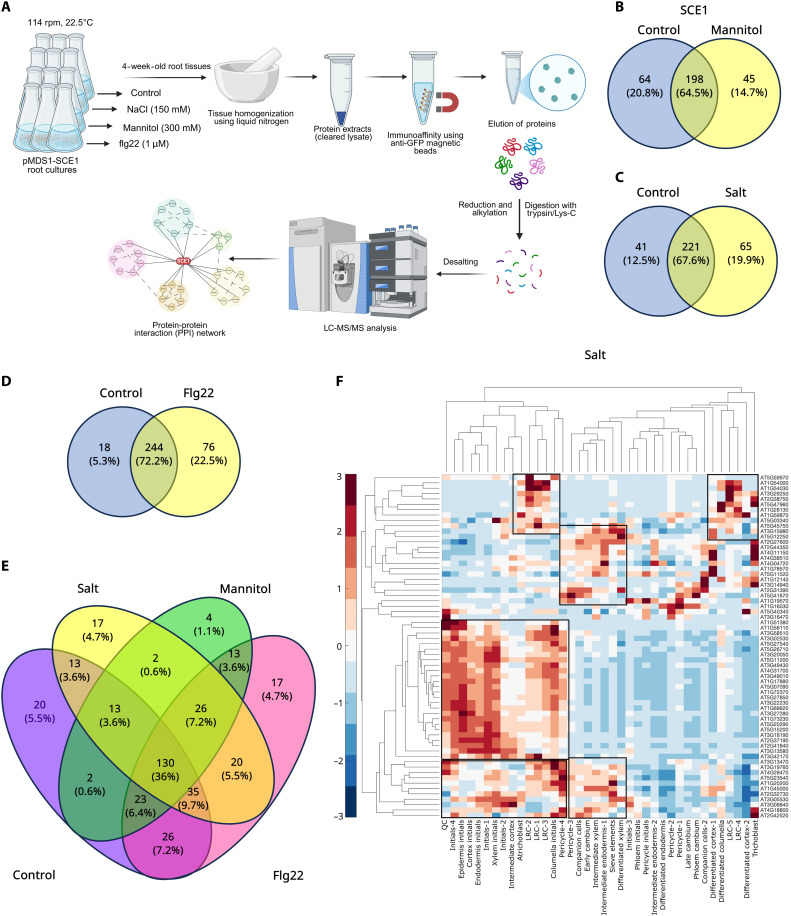
Stress-specific SCE1 interactome characterized by IP-MS analysis. (**A**) Schematic representation of the experimental design and proteomics workflow used for SCE1–IP-MS analysis under distinct stress conditions. (**B** to **D**) Venn diagrams illustrating overlapping and stress-specific SCE1 interactors identified under mannitol, salt, and flg22 treatments, respectively. (**E**) Venn diagram summarizing the overlap of SCE1 interactors across all tested stress conditions relative to the control. (**F**) Expression analysis of SCE1 interactors identified from the salt stress experiment across root tissues and their pseudotime trajectories. The heatmap displays the proportion *z*-score (−3 to 3) of standardized gene expression profiles across tissue types and zones. The red-blue colormap represents relative expression levels, with red indicating up-regulation (+1 to +3 SDs above the mean) and blue indicating down-regulation (−1 to −3 SDs below the mean), with the mean represented as 0. Black boxes highlight qualitative cluster groups, and dendrograms depict hierarchical clustering of genes (rows) and zones (columns) based on expression similarity.

LC-MS analysis identified 262, 286, 243, and 320 putative interactors of SCE1-GFP-HA under control, salt, mannitol, and flg22 treatments, respectively (Fig. 6, B to D). Deeper analysis of the stress-specific interactors indicated that 65 were unique to salt, 45 to mannitol, and 76 to flg22 treatments compared to unstressed controls (Fig. 6, B to D, and data S1). Protein-protein interaction network analysis revealed that these stress-induced interacting targets are involved in various biological processes, highlighting their potential roles in response to distinct stress conditions (fig. S17). Of the stress-induced targets identified, 26 targets (26.3%) were common across different stress conditions, indicating that SCE1 interacts with these proteins regardless of the type of stress. In contrast, 17, 4, and 17 interactors were unique to salt, mannitol, and flg22 treatments, respectively (Fig. 6E), suggesting these proteins might shape stress-specific SUMOylated proteomes. A total of 70 of 361 interacting partners were identified as known targets of SUMO1 based on previous SUMOylome datasets (*7*, *31*, *32*). The remaining interactors identified under these conditions are less likely to be the SUMOylated targets themselves, as the pulldowns were performed under nondenaturing conditions, and hence, they may represent interacting partners of the SUMOylated targets. However, the interactors of SCE1 may shape how the SUMO E2 is regulated to drive the formation of SUMOylated protein. Given that SCE1 protein abundance changes in different cell types during these stresses, we ascertained where the interactors of SCE1 are predominantly expressed within the root cell types by cross-analysis of SCE1 imaging data against publicly available scRNA-seq data (*33*). This analysis reveals that under salt and mannitol stress, SCE1 interacts more with proteins expressed in epidermis and atrichoblast cells, while under flg22 treatment, it interacts predominantly with proteins expressed in the endodermis and xylem tissue (Fig. 6F and fig. S18). These data suggest that during abiotic stresses, the plant root SUMOylome is mainly derived from epidermis, while during flg22 treatment, the SUMOylome is generated within endodermis and xylem cells, suggesting that these inner tissues are the primary targets of the SUMO system for generating adaptive responses during biotic stress.

## DISCUSSION

### Cell Atlas reveals wide spatial variation in SUMO components

PTMs act at the core of biological processes by creating new proteoforms to transduce environmental cues into molecular responses. In this regard, they amplify the genomic potential of organisms by creating multiple functionally different variants from a single gene product. SUMO is an essential PTM in eukaryotes (*9*). Despite its importance in cell function, it has not been possible to visualize the activity of an entire SUMO system in multicellular organisms in response to external cues until now. Here, we describe the construction of a Cell Atlas for the entire *Arabidopsis* SUMO machinery, to our knowledge, the first of its kind in any eukaryote. To achieve this, we tagged all 32 components of the SUMO cycle involved in activating, conjugating, and removing the SUMO peptide. In doing so, we provide a resource for all researchers working on plant SUMOylation, which is located on the ePlant server (see Data and materials availability statement). This web application visualizes the expression and localization of all SUMO components in unstressed and stressed plants demonstrated as a heatmap. Seeds of all transgenic lines have been deposited in the Nottingham Arabidopsis Stock Centre. In addition, through the pMDS1 and pMDS2 vectors, we provide tools where others can simultaneously visualize gene expression and protein localization of their gene of interest. These resources will provide molecular, spatiotemporal, and regulatory information about the plant SUMO machinery that will allow researchers across different fields to explore the role of SUMOylation in a broad array of developmental programs and stresses and will be beneficial for a variety of abiotic and biotic stresses and those working in different tissues and different developmental stages.

Understanding how a PTM system is spatially resolved will provide fundamental information about how multicellular eukaryotes utilize proteoforms for cell signaling to produce an integrated response to changing environments. To our knowledge, this study represents the first time a whole PTM has been spatially resolved in any eukaryote, and this has provided unique insights into how the SUMO system is organized and what drives its specificity. In *Arabidopsis*, the E1 to E4 SUMO enzymes show broad expression across multiple cell types in the root tip. However, the E3 HPY2 and E4 enzymes PIAL1 and PIAL2 are enriched in the meristematic zone. On the basis of these proteins’ spatial specificity, a model is likely where SUMO is broadly conjugated to its targets across multiple cell types. Although most E1 to E4 enzymes of the conjugation system are predominantly nuclear localized, there is clear evidence that the E1 (SAE complex) and E2 (SCE1) are present in significant levels in the cytoplasm, suggesting that protein SUMOylation outside the nuclear compartment is mainly driven by SCE1.

The SUMO peptides show considerable variation in their cell-type–specific patterns. The *Arabidopsis* genome contains eight SUMO paralogs (*34*, *35*). Five of these showed expression in the root tip, specifically *SUMO1*, *SUMO2*, *SUMO3*, *SUMO4*, and *SUMO5*, while no expression was found in *SUMO6*, *SUMO7*, and *SUMO8*. SUMO1 and SUMO2 are thought to be the main drivers of SUMOylation in plants, as they demonstrate the highest levels of expression (*36*), and the *sumo1-1 sumo2-1* double knockout is embryo lethal (*18*). SUMO1 and SUMO2 share an 83% amino acid sequence similarity, whereas SUMO1 and SUMO3, SUMO4, and SUMO5 share considerably less (46, 36, and 37%, respectively). In the processed mature forms, SUMO1 and SUMO2 are so similar that MS-based analysis for SUMO-conjugated targets may not be able to distinguish between these isoforms, causing researchers to assume that both genes were broadly expressed and function in a similar manner. Here, we demonstrate a clear distinction in spatial expression domains. SUMO2 displays a broad zone of expression and protein abundance within root tip tissues, while SUMO1 is expressed in phloem pole companion cells starting from the root EZ. The contrasting expression pattern of *SUMO1* and *SUMO2* would enable conjugation to be controlled in a cell-type–specific manner under inductive conditions. However, *sumo1-1* and *sumo2-1* single mutants display no obvious phenotypic defects in unstressed conditions (*18*, *37*), suggesting that they normally act redundantly. Hence, the phenotypes of these single-mutant lines await characterization under a range of stress conditions to reveal SUMO1- and SUMO2-specific roles.

Other SUMOs expressed in roots (3, 4, and 5) likely play more specialized roles in specific tissues. Of these three, only *sumo3-1* mutants have been studied to date, revealing a small delay in flowering time and a role in plant defense response downstream of salicylic acid (*37*). Unlike SUMO1/2, SUMO3 cannot form poly-SUMO chains and likely has unique target substrates (*38*). Expression of SUMO3 primarily in the epidermis is in accordance with its role in plant defense during root growth in soil. SUMO4 was previously thought not to be expressed in root tissue (*34*). Still, our study reveals weak expression in the late elongation and maturation zone tissues, while SUMO5 localizes strongly to the stele and meristematic epidermal cells. To our knowledge, this is the first observation of SUMO5 tissue and cell-specific expression in plants. The high level of spatial variation in expression between the SUMOs suggests that SUMO2 drives the main developmental SUMO system, as it is widely expressed. In contrast, cell-type–specific expression of *SUMO1*, *SUMO3*, *SUMO4*, and *SUMO5* allows for fine-tuning of SUMO-mediated responses in a tissue or cell-type–specific manner.

Our SUMO Cell Atlas also revealed that DeSI proteases exhibit variable subcellular localization and cell-type specificity. This class of SUMO protease was first identified in mammalian cells as an evolutionarily distinct group from ULP proteases (*39*, *40*). DeSIs have isopeptidase activity, deconjugating SUMO from substrates, but cannot process SUMO, whereas the ULP class of proteases catalyzes both processes. ULP proteases are widely expressed in different cell types and localize largely to the nucleus, potentially explained by their critical role in SUMO maturation. In plants, the only non–nuclear-localized SUMO protease to be described to date was DeSI3a, which localizes to the plasma membrane (*21*). This localization is key to its role in deSUMOylation of the membrane-bound FLS receptor. Our current study reveals that the DeSI family exhibits great variability in subcellular localization, ranging across the cytoplasm, plasma membrane, and vacuolar membranes. DeSI3a, DeSI3b, and DeSI3c are all membrane localized; however, the mVenus signal in DeSI3a displays speckles on the membrane, suggesting highly specific binding to a select group of membrane proteins. This indicates the DeSIs control deSUMOylation of a small subset of substrates locally involved in fine-tuning stress responses. In contrast, ULP proteases appear to play a more general role in SUMO maturation and nuclear processes across multiple root tissues. Collectively, these data show subfunctionalization of the SUMO signaling machinery often at a subcellular scale, providing a basis for individual stress responses to modulate bespoke downstream processes.

### Stress-specific modulation of the SUMO system

SUMOylation represents a vital PTM to modify cellular targets in response to changing environmental signals and stresses. In this study, we tested how the SUMO system in *Arabidopsis* root tissues reacted to three model environmental stresses: salt, osmotic, and biotic signals. Each model stress triggers a distinct response in terms of the SUMO components being regulated and which root tissues respond. For example, each of the stresses regulates SUMO modifiers. Osmotic stress causes levels of SUMO2 and SUMO3 to increase, and under salt stress, SUMO2 levels go down, while after flagellin treatment, only SUMO3 levels increase in epidermal cells. Our results also reveal that biotic stress targets much fewer components of the SUMO system compared to salt and osmotic stresses, which induce marked changes in the transcriptional and translational status of most of the SUMO system components. Nevertheless, our observations reveal that the SUMOylated proteome in response to different stresses is shaped mostly by SUMO2 and SUMO3. The SUMO system distinguishes between different abiotic stresses at the tissue-specific level and cell-specific level to generate spatially resolved SUMOylated proteomes. This evidence hints at the possibility of these root tissues being key for enacting adaptive responses mediated by SUMO. Isolating tissue-specific SUMOylomes promises to unlock the molecular pathways that integrate root growth and development with its changing environment.

It had previously been documented that SUMO conjugates accumulate upon different stresses in eukaryotes. Our Cell Atlas has allowed us to demonstrate that, in plant roots, this increase in SUMO conjugation is primarily driven by an increase in protein abundance of SCE1, the E2-conjugating enzyme, rather than E3s. The SCE1 interactome supports this observation, as distinct interacting partners were observed for each stress applied. We postulate that specific tissues respond by increasing SCE1 levels and its interactome to shape the SUMOylated proteome upon stress perception. A tissue-specific change in the SUMOylated proteome landscape enacts the adaptive responses we observe, such as hydropatterning in roots (*30*). The Cell Atlas provides researchers with resources to extend this observation beyond the root to ascertain whether SCE1 is also the principal driver of increased SUMO conjugation in other plant organs, developmental processes, and stress responses.

SUMO modification status reflects the balance between the activity of the E1 to E4 conjugation system and deconjugation controlled by ULP and DeSI classes of SUMO proteases. Gene families of these SUMO proteases have expanded, as plants evolved to adapt to diverse environmental conditions on land, while the numbers of genes encoding the E1 to E4 conjugation system remained unexpanded (*9*). Our Cell Atlas revealed unique combinations of SUMO protease expression changes in response to each of the three stresses. For example, following flg22 elicitor treatment, OTS1 and DeSI3a were specifically turned over, while ESD4, DeSI2b, and DeSI3C increased in abundance. This observation suggests that the flg22-dependent SUMOylome is shaped by the increase in SCE1-dependent conjugation and ESD4, DeSI2b, and DeSI3c deconjugation, followed by a decrease in OTS1 and DeSI3a deconjugation. In contrast, salt stress reduced OTS1 and OTS2, DeSI1, and DeSI4a abundance, while SPF1 and ELS1 increased in a tissue-specific manner. This insight into the tissue/cell-specific SUMO “coding” system opens up avenues for identifying stress-specific SUMOylated targets. For example, osmotic stress–dependent SUMOylation of the transcription factor AUXIN RESPONSE FACTOR7 (ARF7) negatively regulates its DNA binding activity through recruitment of the Aux/IAA (indole-3-acetic acid) repressor protein IAA3 (*34*), and this, in turn, represses lateral root development during osmotic stress. The atlas revealed that the main driver of ARF7 SUMOylation is likely to be a combinational outcome of enhanced SCE1 expression and repression of the SUMO protease OTS1 that has previously been reported to target ARF7 for deSUMOylation. However, the expression of SUMO proteases FUG1, SPF1, and DeSI3a is also repressed during osmotic stress, but their role in lateral root development has not been established, and opens up avenues for further research.

There is correlative evidence for the neofunctionalization and gene expansion of SUMO proteases, through fusion of conserved catalytic domains with divergent sequences with the emergence of adaptive traits in the plant lineage (*9*). Our data indicate that a major driver of specificity within the SUMO system in plants emanates from the spatial regulation of the SUMO proteases.

## MATERIALS AND METHODS

### Generating transgenic material

The generation of polycistronic vectors (pMDS1 and pMDS2) that enables simultaneous monitoring of both the transcription and translation of a gene via confocal imaging and Western blot involved several cloning steps. For the pMDS1 (C-terminal fusion), first, the Venus fluorescence coding sequence was PCR amplified (primers 863/864 and template DR5:Venus:N7) and inserted into a pGWB13 vector containing a 3xHA tag and Xba/PacI sites using Hot Fusion cloning (table S1). From this vector, the VENUS:3xHA sequence was amplified by PCR with the addition of a long glycine-serine linker sequence on the 5′ end. This PCR product was cloned into the HindIII site of pMCY2, a vector containing mCherry for seed selection and a cell imaging marker. Next, the 2A:mTurquoise (primers 868/79) and N7 (primers 869/870 and template DR5:Venus:N7) coding sequences were separately amplified by PCR and simultaneously cloned into the pMCY2 vector containing the GSlinker:Venus:3xHA sequence using Hot Fusion into the Bsu36I site. The mTurquoise was reeducated to remove a SapI restriction site of its sequence (primers 874, 875, 876, and 877) and reinserted into the vector using HindIII digestion and Hot Fusion reaction. The final plasmid containing GSlinker:Venus:3xHA:2A:mTurquoise:N7 was named pMDS1.

For generation of the pMDS2 (N-terminal fusion), we amplified 3xHA from pMDS1 using primers 893 and 867, followed by insertion via Hot Fusion of the gel-purified fragment into a HindIII-digested pMCY2 (table S1). The resulting vector was then linearized at a BSU36I site (introduced by primer 867) to enable insertion of the GSG-Linker:mVenus fragment, which was amplified from pMDS1 using primers 880 and 881. Subsequently, this construct was linearized at the BSU36I site (introduced by 881) to allow insertion of the 2A peptide–mTurquoise fragment, which was amplified from pMDS1 using primers 886, 888, and 870. The final pMDS2 plasmid contains a single BSU36I site that can be used to generate an N-terminal 3xHA:GSG:Venus fusion protein.

### Making of the pMDS1and pMDS2 DNA constructs

Gene-specific primers were designed to clone the promoter (~2 kb or up to the previous open reading frame in cis) and genomic region of the 32 SUMO components into the pMDS1 or pMDS2 vector using the Hot Fusion approach (table S2) (*41*), at SapI sites for pMDS1 and SapI and Bsu36I sites for pMDS2. For the ELS1 construct, a shorter promoter was used (500 base pairs), as the 2-kb promoter did not express. The final plasmid was transformed into *Agrobacterium tumefaciens GV3101* strain containing the pSOUP helper plasmid by electroporation and then transformed into *A. thaliana* ecotype Col-0 by the floral dip method for generating Cell Atlas transgenics. For complementation lines, the following mutant backgrounds were used: *sum3-1* (SALK_123673C) and *siz1-3* (SALK_034008). The seedlings were grown at 21°C. The growth conditions for individual experiments are listed in the “Plant materials and growth conditions” section below.

### Plant materials and growth conditions

Seeds were surface sterilized for 4 min in 30% (v/v) bleach containing 0.005% Triton X-100, followed by five washes with sterile water and then stratified at 4°C for 48 hours in the dark. Seeds were germinated on a medium containing half-strength (^1^/_2_) Murashige and Skoog medium (Sigma-Aldrich), 0.4% sucrose, and 1% Bacto-agar at pH 5.7. Seedlings were grown vertically for 5 to 6 days under a day temperature of 23°C and a night temperature of 18°C with a 16-hour photoperiod (150 μmol m^−2^ s^−1^). All transgenic material and constructs are listed in table S3.

### Confocal settings for SUMO Cell Atlas

T3 plants of the different SUMO components were imaged using a Leica SP8 confocal microscope (Leica Microsystems) with a 20× objective and sequential scanning using Tile Scan with automated merging (Fig. 2). The mTurquoise signal was excited at 422 nm with a 422-nm diode and light captured between 452 and 505 nm using a hybrid GaAsp/APD (HyD). For the mVenus signal, we used an Argon laser at 516 nm and light captured between 520 and 570 nm using a HyD. The mCherry signal was excited with a 561-nm diode-pumped solid-state (DPSS) laser, and light between 590 and 731 nm was collected using two photomultiplier tube detectors. To understand the relative expression of these variably expressed components, three laser powers for both the 422-nm diode and the argon laser were used: 2, 14, and 26%, while the gain stayed the same (150 V).

To create the split images, Tile Scan images were used, and roots were straightened with Fiji’s straighten function. This allowed us to make clear splits through the longitudinal middle of each root. One-half of the root was then chosen, in which the nuclei line up in the different cell types in the mTurquoise channel. This half was then split into three channels, and afterward, mTurquoise and mCherry were fused back together. One-half would then be flipped horizontally to mirror the other half.

For the subcellular SUMO Cell Atlas, we used a ×63 water immersion objective and, otherwise, the same laser settings. The laser powers were adjusted on the basis of the fluorescence level of the reporter line.

### SUMO Cell Atlas analysis

Fiji software was used for image analysis. As three different settings were used to capture the extent of the variety of fluorescence signals, we divided the relative level of fluorescence into six different bins (table S4).

### Confocal settings for stress atlas

For imaging the SUMO stress atlas, the same confocal settings as for Fig. 2 were used, but instead of imaging in three different laser powers, only the optimum was chosen per gene, and this was not changed during the experiment and repeats (Figs. 3 to 5). Experiments were repeated twice with eight roots per treatment. The median experiment of three and the four median roots within that experiment were chosen for detailed tissue-specific analysis. This was based on whole-image fluorescence of both the mTurquoise and mVenus channels.

### Mannitol stress

Six-day-old *Arabidopsis* seedlings were transferred from ^1^/_2_ MS plates to plates either containing 300 mM mannitol or mock plates. After 3 hours, seedlings were mounted on a slide and scanned on the confocal microscope.

### Salt stress

Five-day-old *Arabidopsis* seedlings grown on ^1^/_2_ MS medium were transferred to a setup containing liquid ^1^/_2_ MS supplemented with 150 mM NaCl, ensuring that only the roots were exposed to the salt treatment while the aerial parts remained untreated. After 3 hours of salt exposure, the seedlings were mounted on slides and imaged using a confocal microscope. A parallel experimental setup containing only liquid ^1^/_2_ MS was used as a reference control.

### Flagellin stress

Five-day-old *Arabidopsis* seedlings grown on ^1^/_2_ MS medium were transferred to a setup containing liquid ^1^/_2_ MS supplemented with 1 μM fgl22, ensuring that only the roots were exposed to the salt treatment while the aerial parts remained untreated. After 3 hours of salt exposure, the seedlings were mounted on slides and imaged using a confocal microscope. A parallel experimental setup containing only liquid ^1^/_2_ MS was used as a reference control.

### Stress atlas and tissue-specific analysis

Fiji software was used for the tissue-specific data analysis. A box was drawn around the four tissue types measured: epidermis, cortex, endodermis, and stele. Raw fluorescence was measured and divided by the area of measurement to account for differences in area size. Fluorescence in two zones was measured—meristem and EZ. The meristem zone was defined by the point where the cortex cell becomes twice the width in length. The EZ is measured from the end of the meristem to the start of root hair bulging. The measured fluorescence under stress versus control conditions was compared for significance using a paired *t* test with the Bonferroni method to adjust the *P* values. For each tissue type, the number of sumo system genes that show significantly different levels in their transcript or protein abundance was counted on the basis of their *P* value and the log_2_ fold change under stress versus control, i.e., up-regulated when log_2_ fold change > 0 and *P* < 0.05, down-regulated when log_2_ fold change < 0 and *P* < 0.05, and unchanged for *P* ≥ 0.05.

### RNA isolation and qRT-PCR

For the quantification of the expression level of endogenous and exogenous genes in the reporter lines, roots of 6-day-old seedlings (~100 roots per sample) were harvested. Total RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN). Total level of RNA was then measured using the NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific) and normalized before cDNA synthesis. cDNA was synthesized using the Invitrogen SuperScript II Reverse Transcriptase. Forward primers for qRT-PCR of endogenous gene expression were designed, when possible, to span an exon junction so as to avoid amplification of contaminated genomic DNA. The reverse primer was designed using the 3′ untranslated region, as this was not included in the construct design. Exogenous gene expression primers used the Venus-N7 region as an indication of transgene expression level. A full list of primers is shown in table S5. qRT-PCR was performed using the Analytik Jena qTower^3^ 84 G Real-Time PCR System (Nottingham) and the QIAGEN Rotor-Gene Q system (Durham). Actin2 (AT3G18780) was used as a housekeeping gene in case of high expression. Low gene expression used protein phosphatase 2A as a housekeeping gene. Three biological replicates and three technical replicates were used in this experiment. The difference (ΔCt) in the expression of the transgene or the endogenous gene was calculated with reference to the housekeeping gene and is plotted as 2^–(ΔCt)^. The significance between the expression of trans- and endogenous genes was calculated using a Student’s *t* test; *P* < 0.05.

### RNA isolation (for bulk RNA-seq)

For the RNA-seq stress dataset, roots of 6-day-old seedlings (~120 roots per sample and three samples per treatment) were harvested 3 hours after stress treatment. Total RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN). Extracted RNA was sent to Novogene Europe where a polyadenylated nonstranded library prep was done, followed by Illumina PE150 sequencing to a 3-gigabase depth conducted on the NovaSeq 6000 S4 platform.

### Western blotting

*A. thaliana* seedlings of the appropriate reporter line were treated with salt, mannitol, or flagellin for 3 hours, after which 50 roots were harvested and flash frozen in liquid nitrogen. Total protein was extracted using Laemmli buffer containing 50 mM tris-HCl (pH 6.8), 2% SDS, 10% glycerol, 147 mM B-mercaptoethanol, 12.5 mM EDTA, and 2 mg bromophenol blue made up in deionized water. After protein extraction, the samples were separated by SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and blotted onto a polyvinylidene difluoride (PVDF) membrane. The PVDF membrane was then blocked with 5% (w/v) skimmed milk in 1× tris-buffered saline with 0.1% Tween 20. The membrane was then either probed with an anti-HA antibody (3F10, Roche) or anti-UGPase (Agrisera) antibody, followed by anti-Rat horseradish peroxidase (HRP; Abcam) or anti-Rabbit HRP (Abcam). The membranes were treated with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific), and the luminescence was detected using an x-ray cassette and a fixer and developer. UGPase levels in untreated and treated samples were used as loading reference controls.

### IP assay for assessing effective 2A peptide skipping

To assess the level of efficiency in mediating ribosomal skipping by the 2A peptide in the pMDS1/pMDS2 vector system, we performed IP assays using anti-GFP magnetic beads (Miltenyi Biotech). *A. thaliana* seedlings were grown in Gamborg B5 medium with added B5 vitamin and sucrose. Roots were harvested, and total protein was extracted using the following extraction buffer (EB): 50 mM tris-HCl (pH 8.5), 150 mM NaCl, 1 mM EDTA, 0.1% (v/v) SDS, 0.5% (w/v) sodium deoxycholate, 1.0% (v/v) IGEPAL CA-630 (Nonidet P-40), 50 mM KCl, 50 mM *N*-ethylmaleimide, and a protease inhibitor cocktail (one tablet per 10 ml of buffer). Total protein extract was incubated with anti-GFP beads (Miltenyi Biotech) on a rotator at 4°C at a speed of 20 to 25 rpm for 30 min. Afterward, the extract was loaded into a micro column (Miltenyi Biotech) in a magnetic stand. Beads were then washed four times with ice-cold IP EB. Eight microliters of preheated (98°C) Laemmli buffer was used to elute the protein. The eluted immunoprecipitated fraction was lastly probed with anti-GFP antibody (Abcam, ab6556) to detect the various forms of the target fusion protein and the transcriptional reporter mTurquoise. Efficient ribosomal skipping induced by the 2A peptide will result in two polypeptides that include POI-GFP-3XHA and N7-mTurquoise, where POI stands for protein of interest.

### IP for SCE1 interactors

Proteins were extracted from the root tissues of pMDS1-SCE1 plants using three biological replicates for IP experiments. As a negative control, root tissues from pMDS1-VAM3 and pMDS1-SHR were used to account for nonspecific binding to GFP, as well as to exclude interactions with SUMO pathway–unrelated proteins, such as VAM3 and SHR. The protein EB contained 50 mM tris-Cl (pH 7.5), 125 mM NaCl, 1.5 mM MgCl2, 1 mM EDTA, 5% (v/v) glycerol, 0.1% (v/v) Tween 20, 0.2% (v/v) IGEPAL CA-630, and 0.5% (w/v) digitonin, supplemented with freshly added protease inhibitors (cOmplete Mini EDTA-free, Roche; 1 tablet per 10 ml of solution). Root tissues (3 g) were ground to a fine powder under liquid nitrogen using a mortar and pestle. The powdered tissue was mixed with 6 ml of EB, and the lysate was clarified by centrifugation at 14,000*g* for 10 min.

The supernatants were incubated with 50 μl of anti-GFP magnetic beads (Miltenyi Biotec, catalog no. 130-091-125) on an end-to-end rotator at 4°C for 2 hours. Bead-bound lysates were passed through microcolumns (Miltenyi Biotec, catalog no. 130-042-701) mounted on the μMACS Separator. The beads were washed three times with chilled IP wash buffer (EB without digitonin), and the immunocomplexes were eluted using 50 μl of preheated (95°C) 1× SDS-loading buffer. Eluted proteins were resolved on 4 to 15% gradient SDS-PAGE gels and analyzed by immunoblotting with an anti-GFP antibody (Abcam, ab6556) to confirm SCE1 enrichment.

The immunoprecipitated eluates were further resolved on a 12% SDS-PAGE gel, electrophoresed for 20 min to allow protein entry into the resolving gel, and stained with colloidal Coomassie brilliant blue. Destaining was performed with a solution containing 50% water, 45% methanol, and 5% glacial acetic acid for 30 min. Protein bands were excised into ~1-mm^3^ pieces using a sterile blade, transferred to 1.5-ml tubes, and washed three times with a solution of 50% acetonitrile (ACN) and 50 mM ammonium bicarbonate (ABC) to remove the stain. The gel pieces were dehydrated in 100% ACN for 10 min. Disulfide bonds were reduced with 10 mM dithiothreitol in 50 mM ABC at 37°C for 1 hour, followed by alkylation with 55 mM iodoacetamide in 50 mM ABC at room temperature in the dark for 45 min. The gel pieces were again dehydrated with 100% ACN for 10 min.

After removing residual ACN, the gel pieces underwent in-gel digestion with trypsin/Lys-C mix (Promega, V5071) at a protease-to-protein ratio of 1:25 (w/w) at 37°C for 16 hours. Peptides were extracted in 0.1% formic acid (FA), dried in SpeedVac, and desalted using Pierce Peptide Desalting Spin Columns (Thermo Fisher Scientific, catalog no. 89851) following the manufacturer’s protocol. Desalted peptides were dissolved in 0.1% FA for analysis using a Q Exactive Orbitrap Mass Spectrometer.

### LC-MS/MS analysis

All LC-MS/MS experiments were performed using a Dionex UltiMate 3000 RSLCnano UPLC (Thermo Fisher Scientific, Waltham, MA, USA) system and a Q Exactive Orbitrap Mass Spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Separation of peptides was performed by reverse-phase chromatography at a flow rate of 300 nl/min and a Thermo Fisher Scientific reverse-phase nano EASY-Spray column (PepMap C18, Thermo Fisher Scientific; 2-μm particle size, 100-Å pore size, 75-μm inner diameter × 50-cm length). Five hundred nanograms of peptides was loaded onto a precolumn (PepMap 100 C18, Thermo Fisher Scientific; 5-μm particle size, 100-Å pore size, 300-μm inner diameter × 5-mm length) from the UltiMate 3000 autosampler with 0.1% FA for 3 min at a flow rate of 15 μl/min. After this period, the column valve was switched to allow elution of peptides from the precolumn onto the analytical column. Solvent A was water + 0.1% FA, and solvent B was 80% ACN and 20% water + 0.1% FA. The linear gradient used was 2 to 40% B in 90 min. Further wash and equilibration steps gave a total run time of 120 min.

The LC eluant was sprayed into the mass spectrometer by means of an EASY-Spray source (Thermo Fisher Scientific). All mass/charge ratio (*m/z*) values of eluting ions were measured in an Orbitrap mass analyzer, set at a resolution of 35,000, and were scanned between *m/z* of 380 and 1500. Data-dependent scans (top 20) were used to automatically isolate and generate fragment ions by higher-energy collisional dissociation (HCD; normalized collision energy (NCE): 26%) in the HCD collision cell, and measurement of the resulting fragment ions was performed in the Orbitrap analyzer, set at a resolution of 17,500. Singly charged ions and ions with unassigned charge states were excluded from being selected for MS/MS, and a dynamic exclusion window of 20 s was used.

The acquired MS/MS spectra were analyzed using Mascot against the *Arabidopsis* protein database (uniprotkb_proteome_UP000006548_2024_10_18.fasta) to identify potential SCE1 interactors. The Venn diagrams were generated using the Venny 2.1 online tool (https://bioinfogp.cnb.csic.es/tools/venny/). Protein-protein interaction networks were constructed using the STRING database (https://string-db.org), and GO analysis of stress-specific SCE1 interactors was performed using the ShinyGO 0.81 online tool (http://bioinformatics.sdstate.edu/go/). *A. thaliana* root scRNA-seq data (*42*) were used to extract the expression values of SCE interactors identified from mannitol, salt, and flagellin treatments across different cell clusters. The cell cluster (cell lineages or cell types) and their pseudotime trajectory nomenclature were followed as specified in Plant sc-Atlas (https://bioit3.irc.ugent.be/plant-sc-atlas/), with each expression value being the average expression value of that gene within the specified cell cluster. The data matrix for each treatment was organized, with rows representing individual genes and columns representing cell clusters (see cell cluster names in Fig. 6F). The dataset was standardized across rows to center the data and ensure uniform scaling, thereby enabling comparison between different cell clusters (see scale bar in Fig. 6F). MATLAB’s built-in clustergram function was used to perform hierarchical clustering on both rows and columns, using the default distance metric and linkage method. The resulting clustergram was visualized as a heatmap with dendrograms to depict the hierarchical relationships.

### Bulk RNA-seq analysis and statistics

For bulk RNA-seq analysis, the pipeline was adapted from Sriden and Charoensawan (*43*). The FASTQ files were quality control checked by FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/), and the adaptors and low-quality reads were removed by Trimmomatic (*44*). High-quality reads were then mapped to Araport11 (*45*), the duplicated reads were discarded by Picard (https://broadinstitute.github.io/picard/), and the read abundances were quantified by HTSeq (*46*). DEGs were analyzed by DESeq2 (*47*). The transcripts that were expressed at *P* < 0.05 and fold change ≥ 1 and ≤ −1 were considered significantly up- and down-regulated DEGs.

### Single-cell sequencing analysis

scRNA-seq datasets of wild-type *Arabidopsis* root samples under control conditions were used from the following studies: (GSE123013) (*48*), (GSE123818) (*49*), and (GSE152766) (*50*). A total of 15 samples (except sc_9 and sc_10 from GSE152766) were chosen for further analysis. Individual biological samples from Denyer *et al.* (*49*) and Shahan *et al.* (*50*) were integrated into the respective Seurat objects (https://doi.org/10.1016/j.cell.2021.04.048) (*51*). Scaled values from the respective Seurat objects for each SUMO gene were used for comparisons.

# Supplementary material for: Elucidating tissue and subcellular specificity of the entire SUMO network reveals how stress responses are fine-tuned in a eukaryote
**Source:** Sci Adv. 2025 Aug 27;11(35):eadw9153. doi: 10.1126/sciadv.adw9153
**Supplement:** Supplementary file 1 — Figs. S1 to S18 Tables S1 to S5 Legend for data S1

Supplementary Materials for  
**Elucidating tissue and subcellular specificity of the entire SUMO network  
reveals how stress responses are fine-tuned in a eukaryote**

Jason Banda *et al.*

Anthony Bishopp, ; Miguel De Lucas, ;  
Shraboni Ghosh, ; Jason Banda, ;  

*Sci. Adv.* **11**, eadw9153 (2025)  
DOI: 10.1126/sciadv.adw9153

**The PDF file includes:**

Figs. S1 to S18  
Tables S1 to S5  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

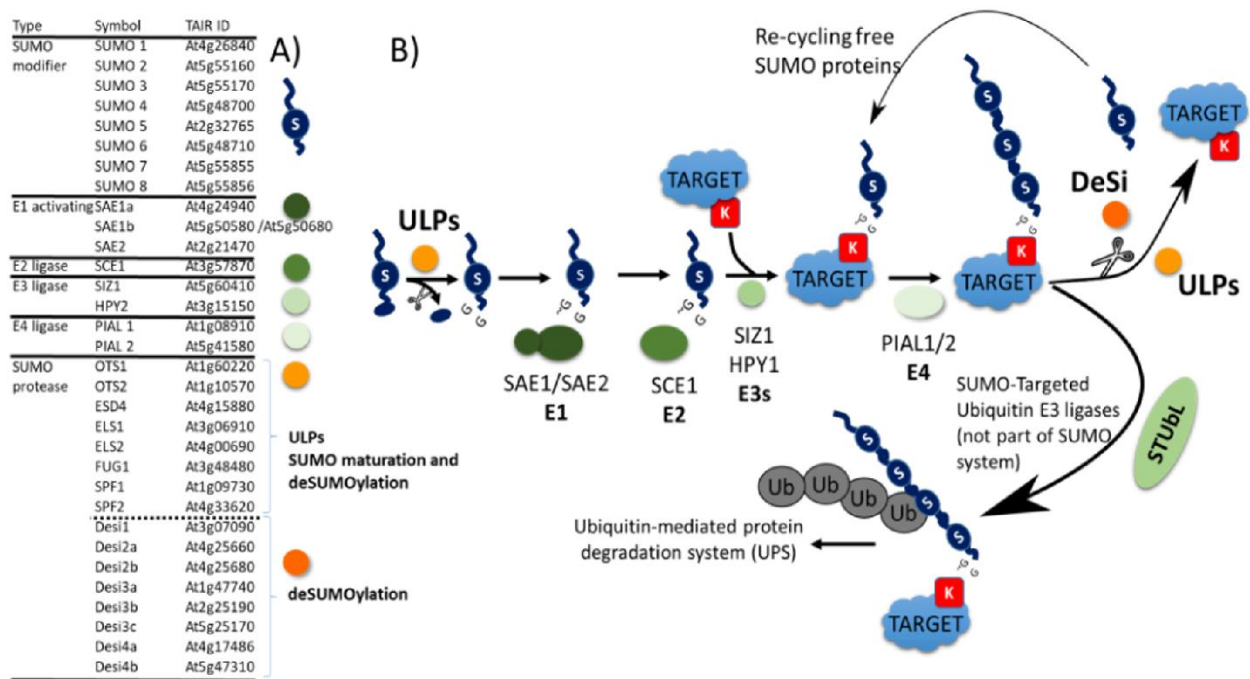

**Fig. S1. The SUMOylation cycle and all known genes in *Arabidopsis thaliana*.**

(A) Table of known SUMO machinery genes in *Arabidopsis thaliana*; (B) Schematic of SUMO System composition and functions in *Arabidopsis thaliana*. The ULP class of SUMO proteases process the precursor SUMO modifier at the C-terminus to expose the diglycine C-terminal end (-GG). The E1 (2 subunits; SAE1/SAE2) initiates the enzymatic conjugation cascade of the SUMO modifier, resulting in the conjugation of the SUMO modifier to the lysine (K) residues on substrates. ULP and DeSi class of SUMO proteases cleave SUMO off-targets. ULP= UBL-specific proteases, (UBL= Ubiquitin-like family protein modifiers); DeSI = DeSumoylating Isopeptidase; STUbl =SUMO-targeted ubiquitin ligases; Ub=Ubiquitin.

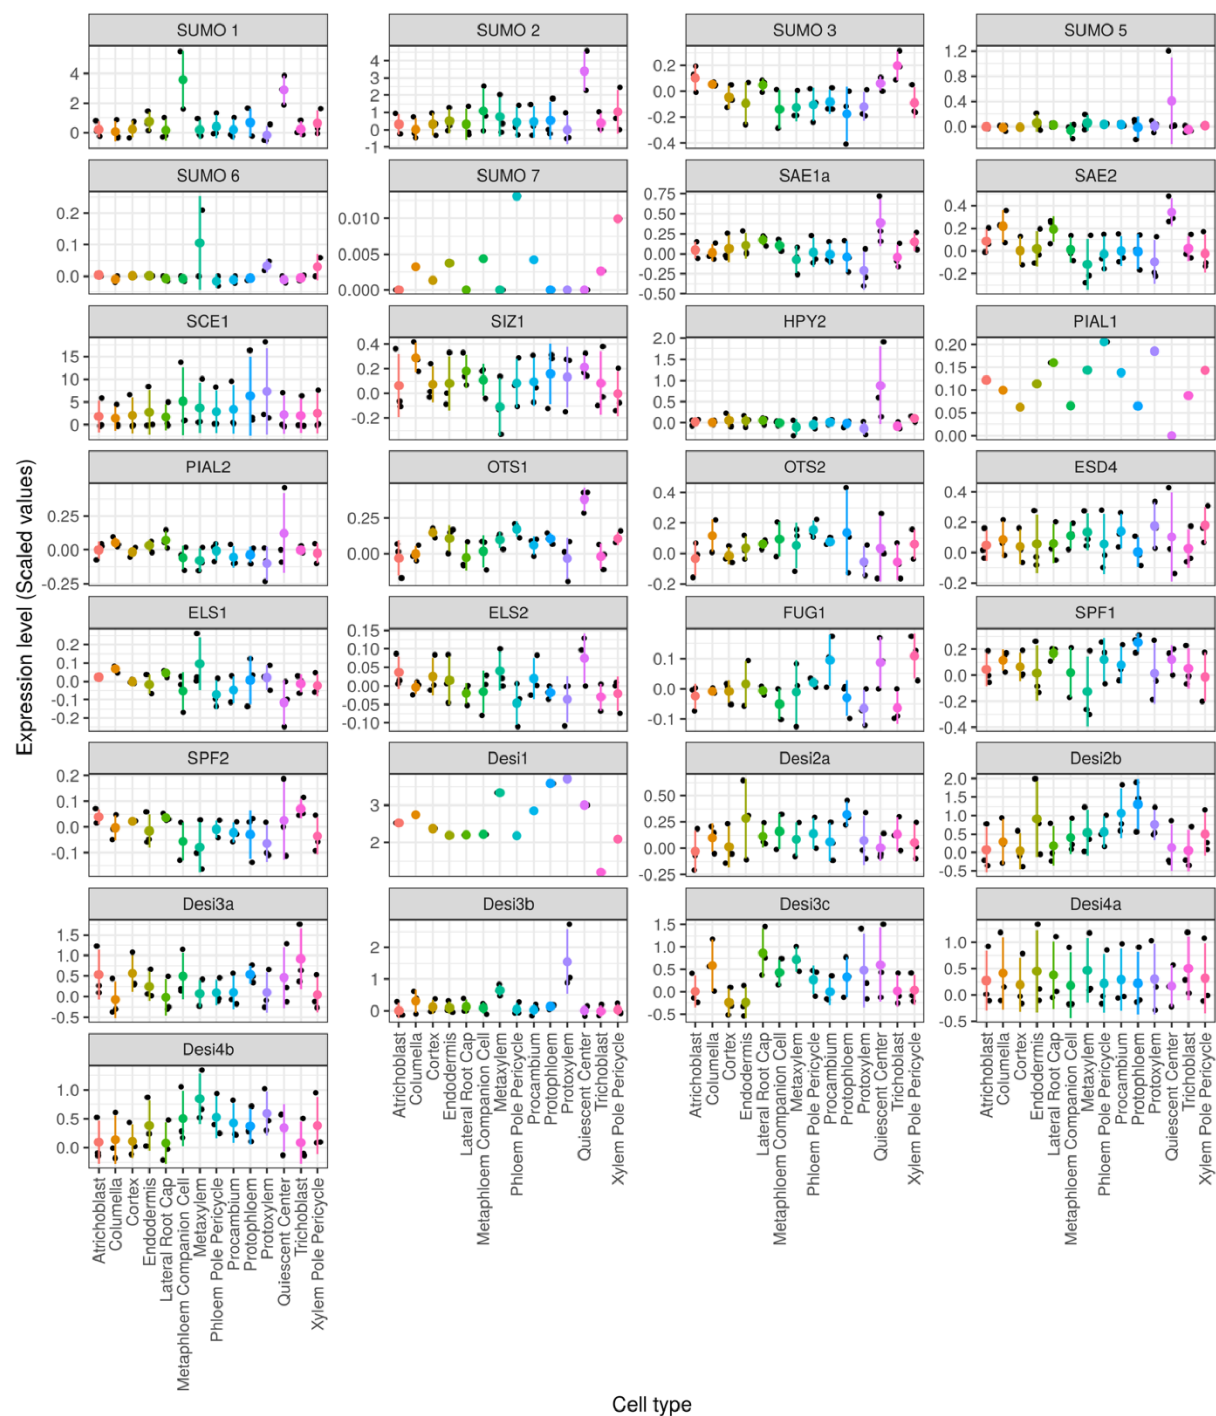

**Fig. S2. Expression levels of candidate genes representing the Arabidopsis SUMO machinery across various root cell types.**

The figure shows the expression levels of SUMO system genes from scRNAseq experiments across multiple cell types of the Arabidopsis roots. Each plot's coloured bold dot and line represent the mean and standard deviation. Black dots for each cell type are the scaled and transformed expression values from 3 scRNAseq datasets.

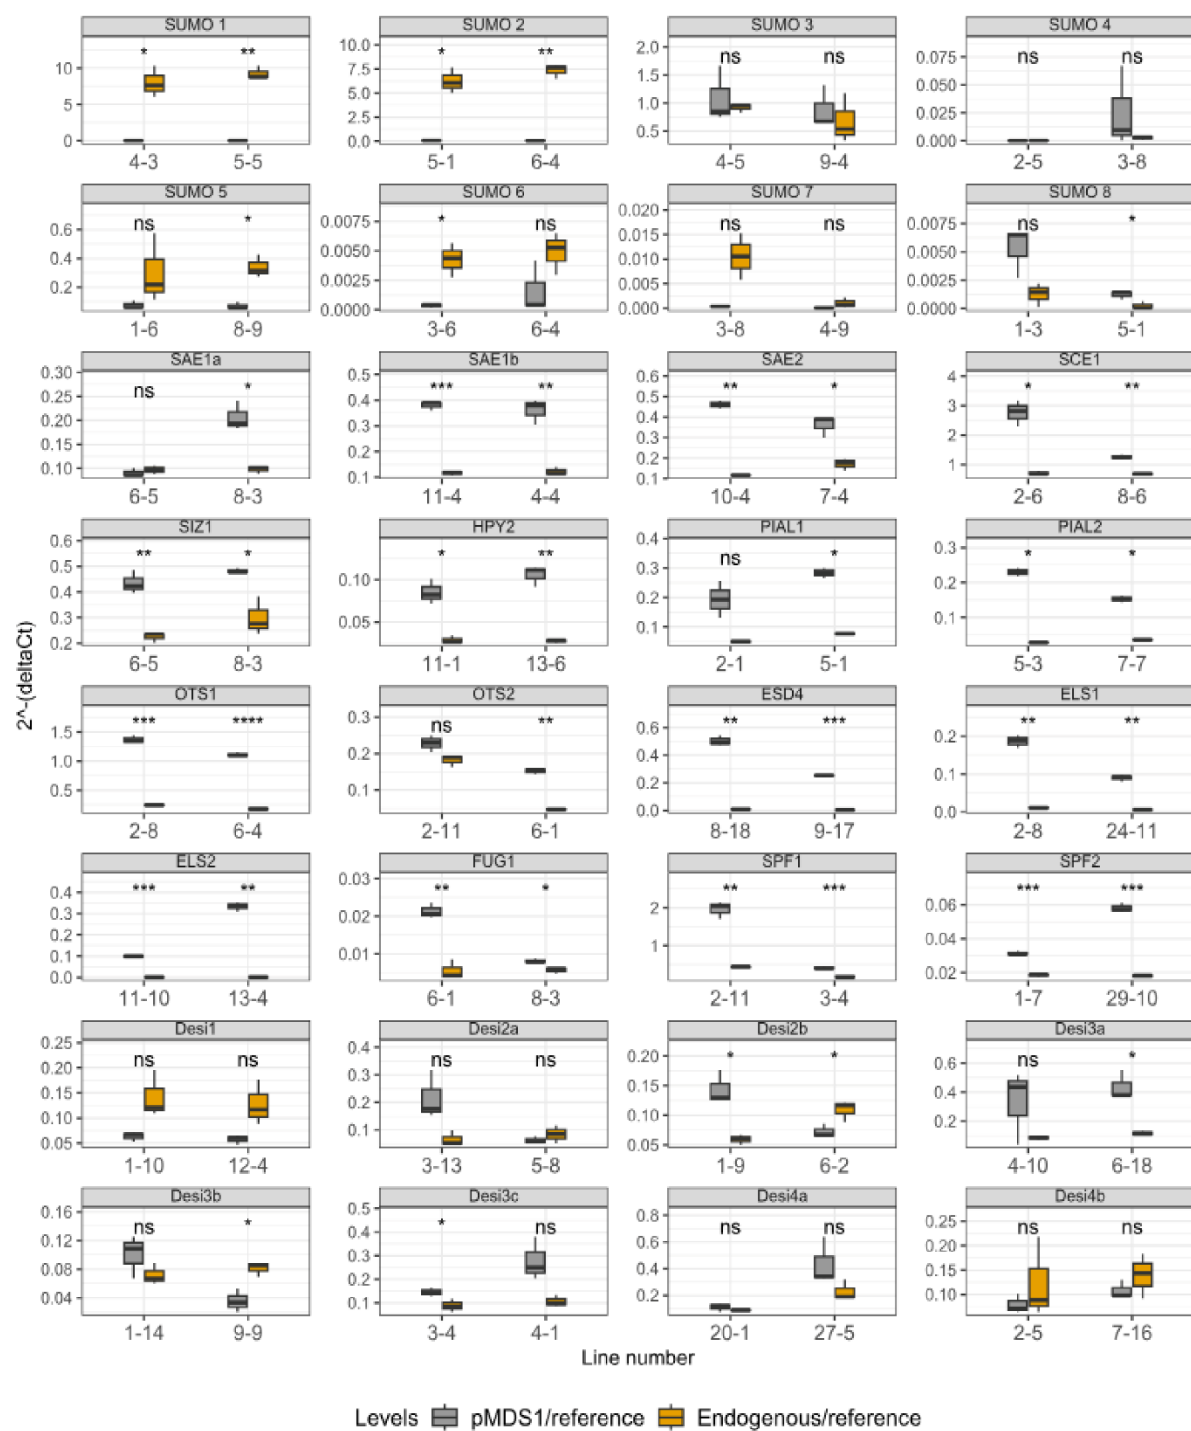

**Fig. S3.** Expression levels of candidate genes representing the Arabidopsis SUMO machinery across independent transgenic lines developed for this study.

Quantitative real-time PCR analysis was performed to assess the gene expression levels of the transgene (incorporated in the pMDS vector) in comparison to its endogenous counterpart in the transgenic lines of All 32 SUMO components. Three biological replicates and three technical replicates were used in this experiment. The plotted values show the  $2^{-(\Delta Ct)}$  values for the endogenous gene vs pMDS1-fusion gene expression against the respective reference genes. The statistical significance of the difference between pMDS1 and endogenous gene as indicated by Student's t-test is shown by the asterisk (\*). '\*\*\*\*', '\*\*\*', '\*\*', '\*', and 'ns' represent a p-value cut-off of value  $< 0.0001$ ,  $< 0.001$ ,  $< 0.01$ ,  $< 0.05$ ,  $> 0.05$ , respectively.

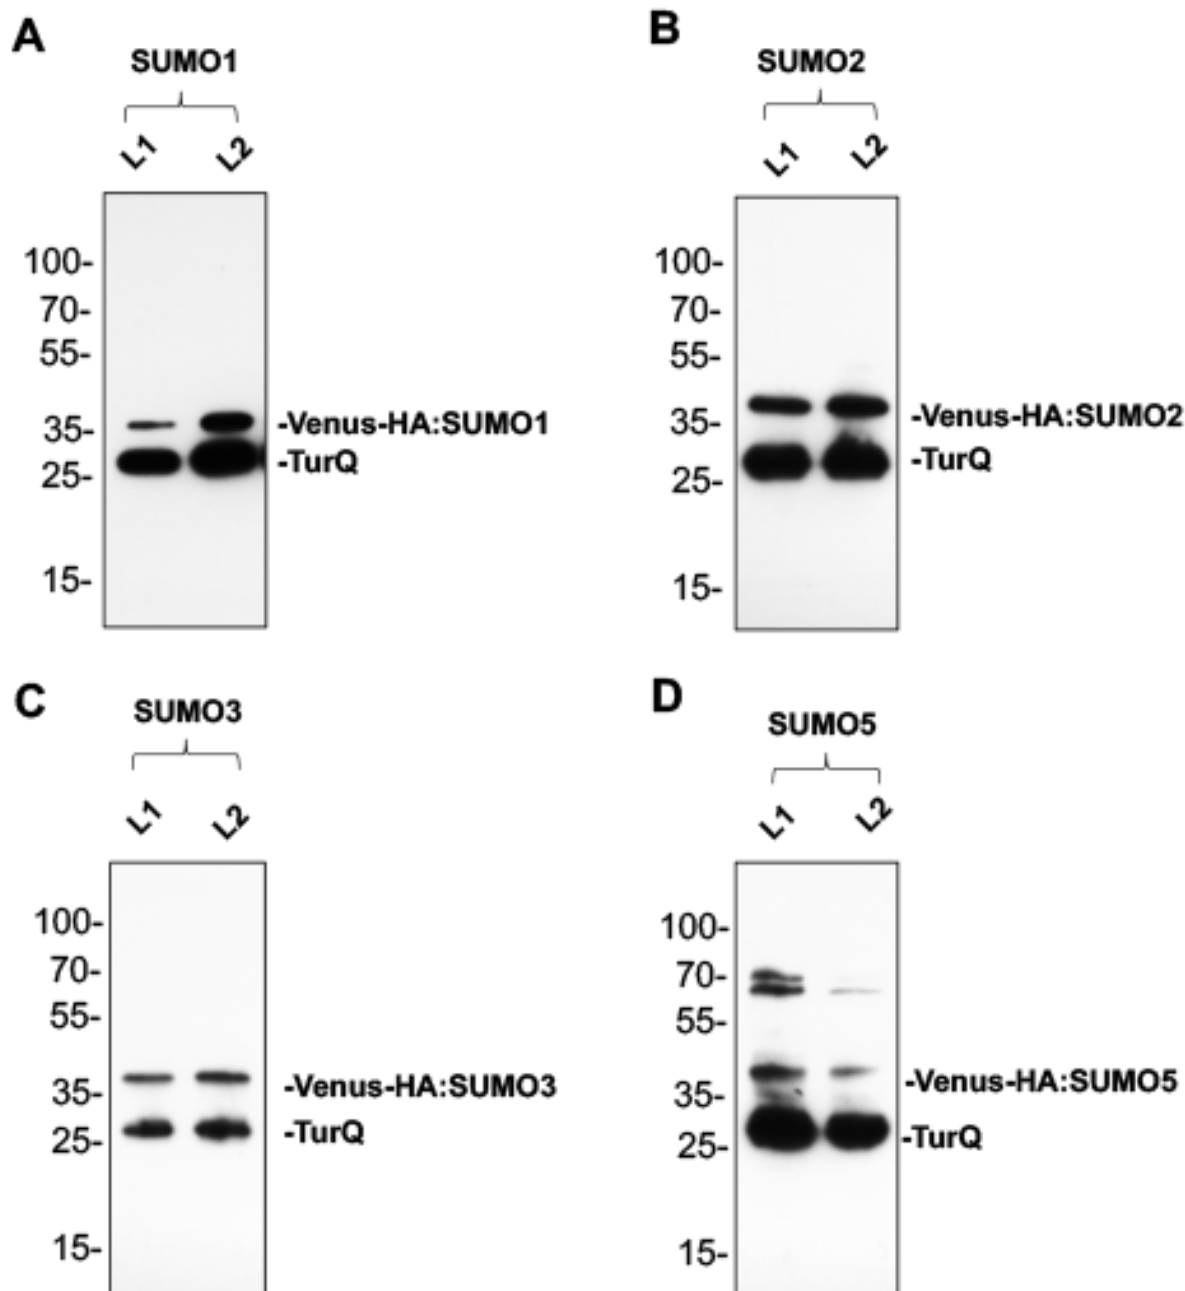

**Fig. S4.** Immunoblots of the SUMO modifier expressing pMDS2 lines indicating efficient ribosomal skipping induced by the 2A peptides.

(A) SUMO1, (B) SUMO2, (C) SUMO3 and (D) SUMO5. Bands corresponding to mTurquoise are labelled as mTurq.

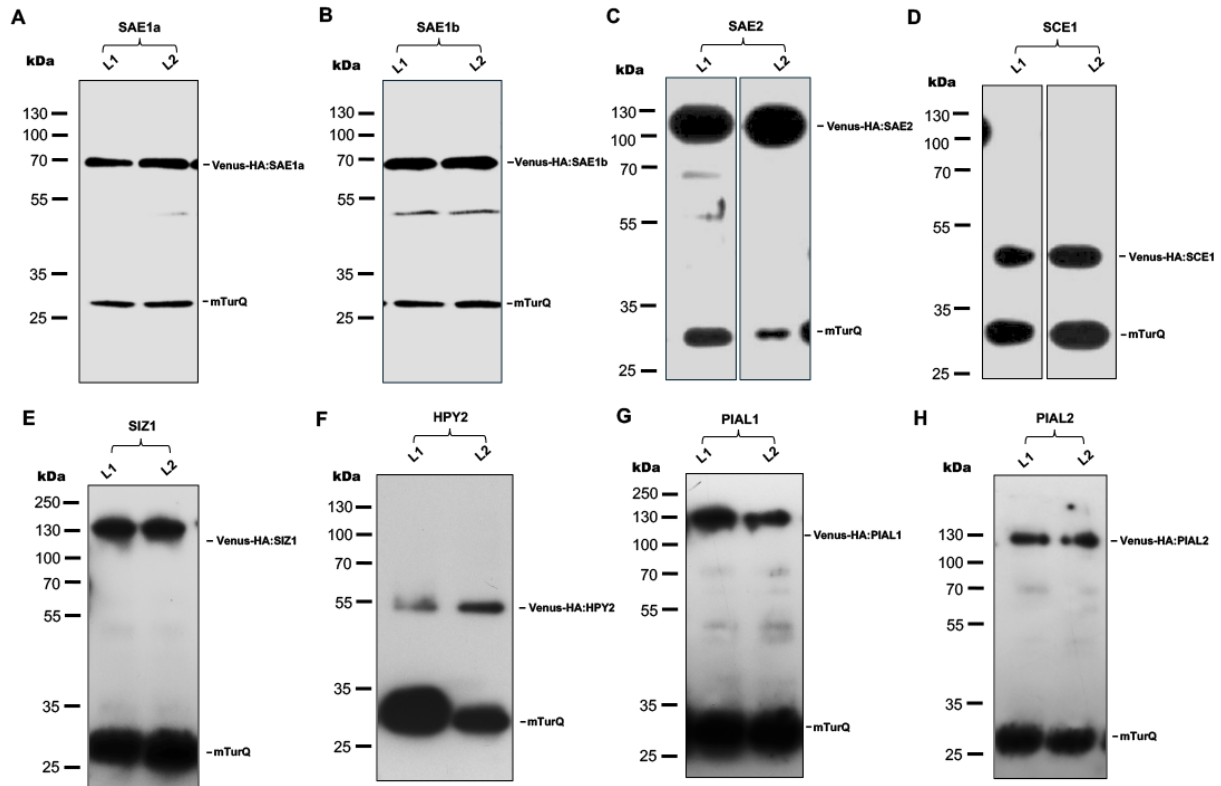

**Fig. S5.** Immunoblots of the E1-E4 enzyme expressing pMDS1 lines indicating efficient ribosomal skipping induced by the 2A peptides.

(A) SAE1a, (B) SAE1b, (C) SAE2, (D) SCE1, (E) SIZ1, (F) HPY2, (G) PIAL1 and (H) PIAL2. Bands corresponding to mTurquoise are labelled as mTurq.

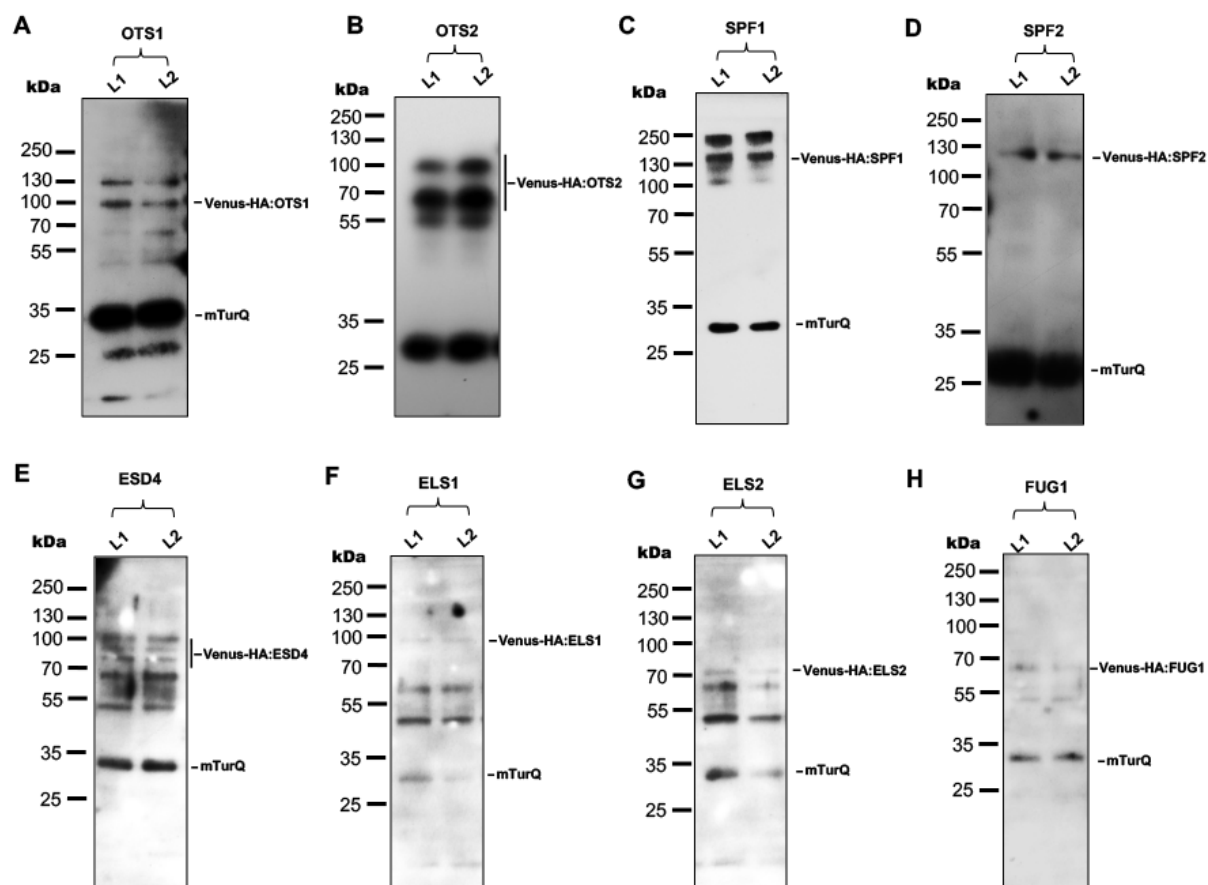

**Fig. S6. Immunoblots of the ULP SUMO protease expressing pMDS1 lines indicating efficient ribosomal skipping induced by the 2A peptides.**

(A) OTS1, (B) OTS2, (C) SPF1, (D) SPF2, (E) ESD4, (F) ELS1, (G) ELS2, (H) FUG1. Bands corresponding to mTurquoise are labelled as mTurq.

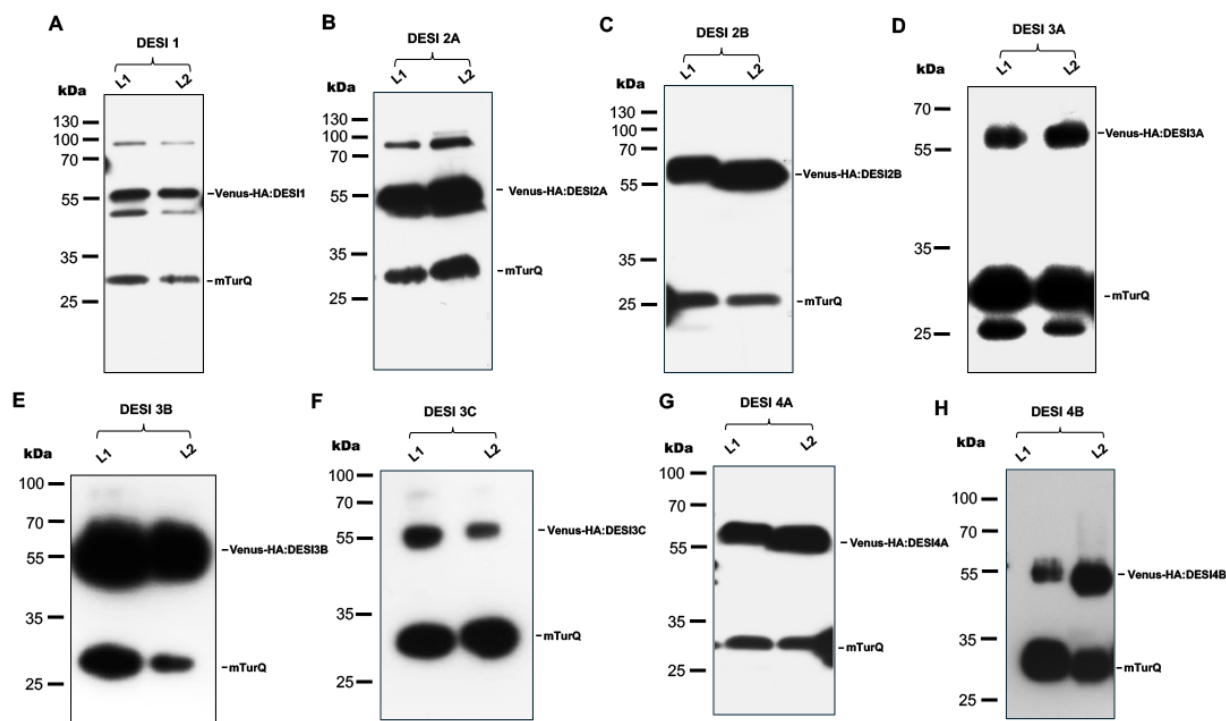

**Fig. S7. Immunoblots of the DeSI SUMO protease expressing pMDS1 lines indicating efficient ribosomal skipping induced by the 2A peptides.**

(A) DeSI1, (B) DeSI 2a, (C) DeSI 2b, (D) DeSI 3a, (E) DeSI 3b, (F) DeSI 3c, (G) DeSI 4a and (H) DeSI 4b. Bands corresponding to mTurquoise are labelled as mTurq.

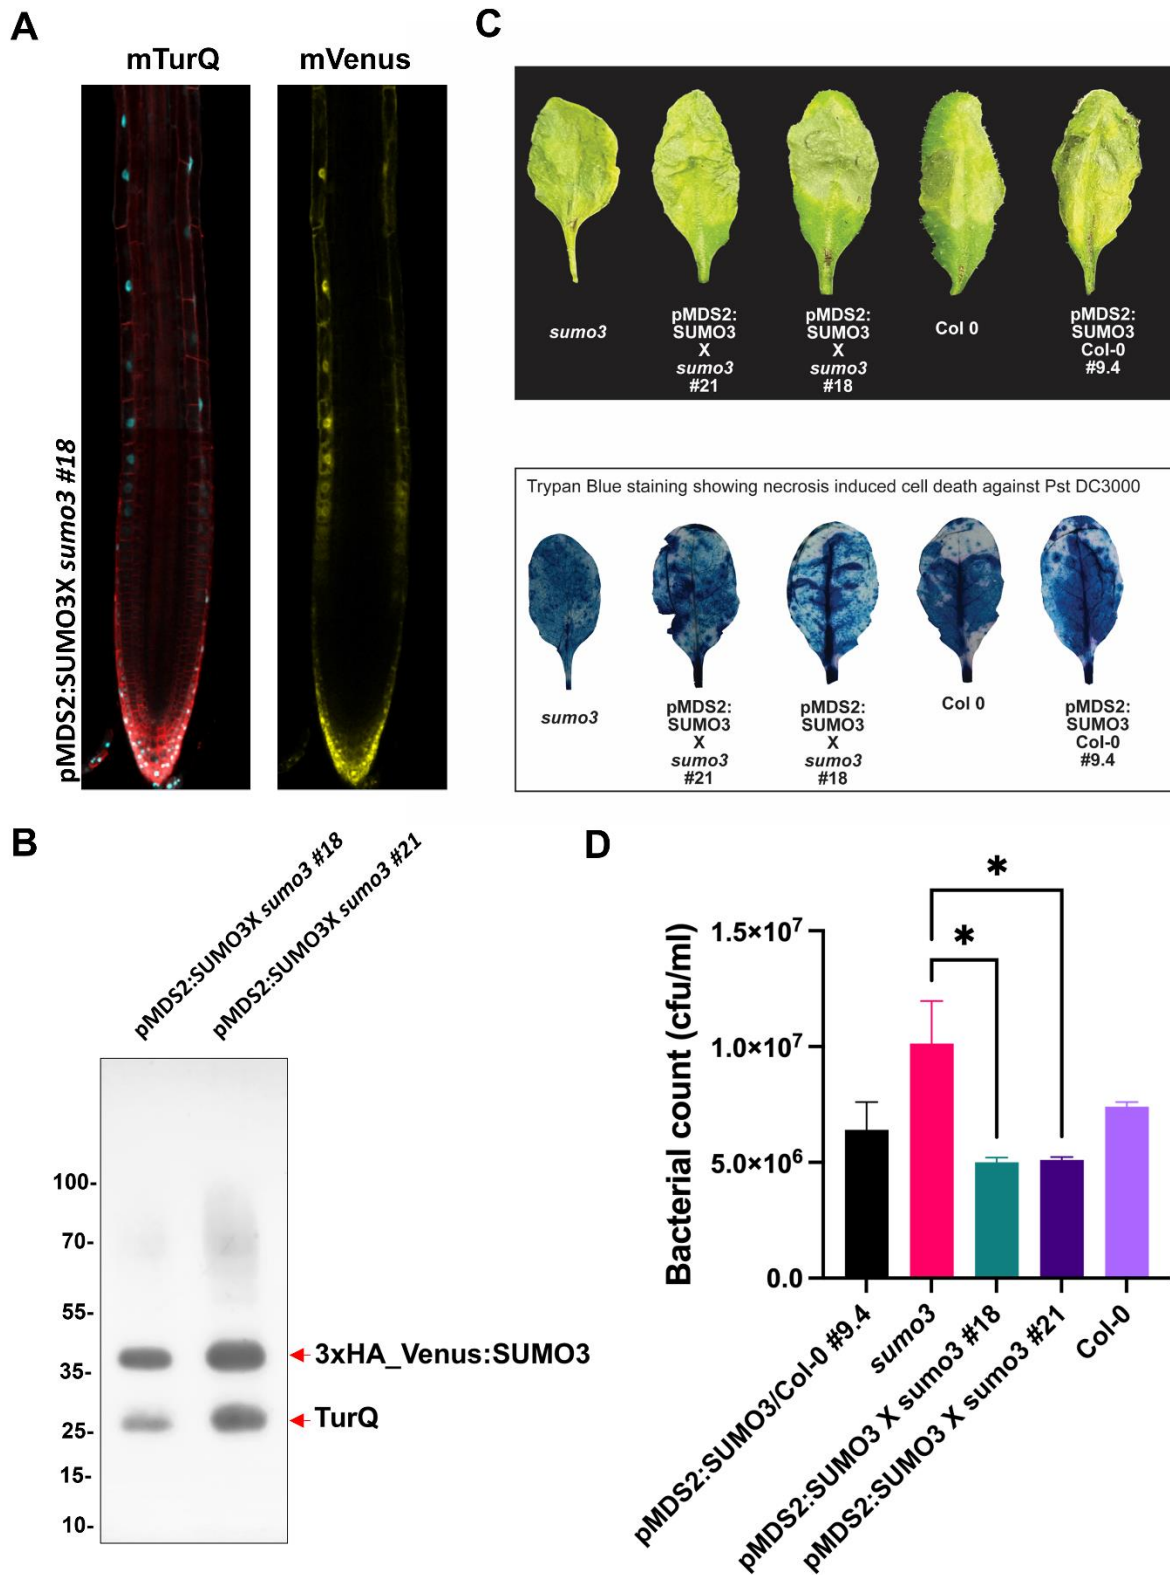

Fig. S8. Complementation assay of *sumo3-1* mutant using pMDS2:SUMO3.

(A) Confocal image of pMDS2:SUMO3 x *sumo3-1* showing gene expression (mTurQ) and protein level (mVenus) in epidermis. (B) Western blot analysis showing confirmation of complementation in pMDS2:SUMO3 x *sumo3-1* (Line 18 and 21). The blots were probed with  $\alpha$ -GFP (C) Disease symptoms in leaf tissues infected with *Pseudomonas syringae* pv. *tomato* DC3000 (upper panel), and trypan blue staining showing cell death against *Pst.* DC3000 (lower panel). (D) Bacterial count from 4-week-old Arabidopsis plants infected with virulent *Pst.* DC3000 at 3dpi. Error bars show standard error of three biological replicates. The asterisk indicates significant difference at p-value  $\leq 0.05$ .

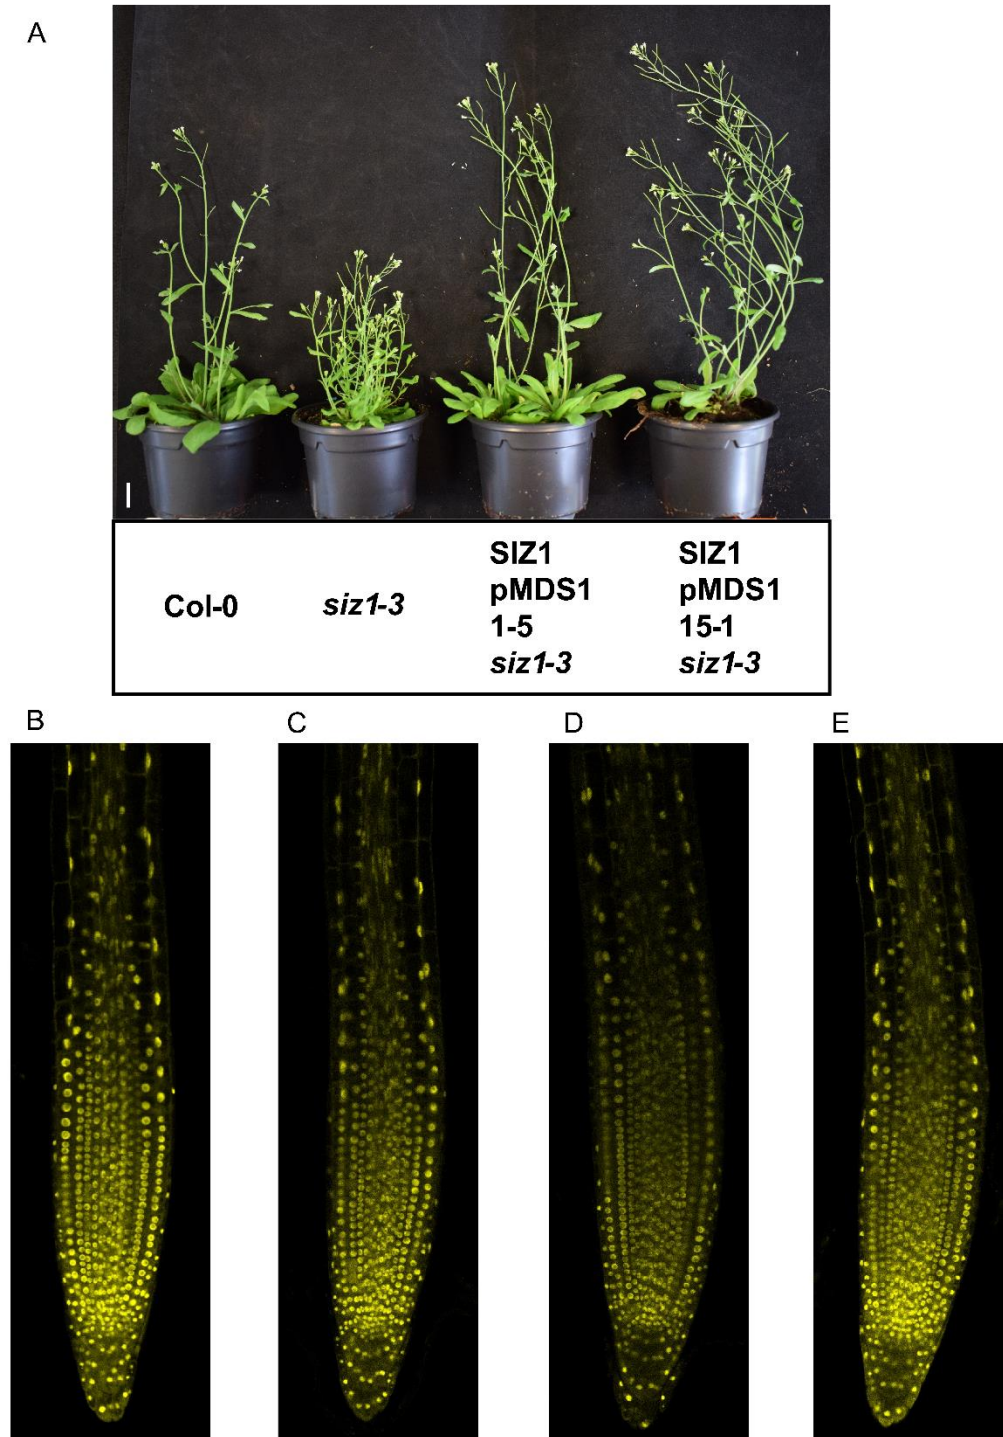

**Fig. S9. Complementation assay of *siz1-3* mutant using pMDS1:SIZ1.**

(A) Complementation of *siz1-3* mutant using the SIZ1 pMDS1 construct restores shoot growth. (B and C) mVenus signal of SIZ1 pMDS1 in Col-0. (D and E) mVenus signal of SIZ1 pMDS1 in *siz1-3*. Scale bars represent 1cm (A) and 100μm (B-E).

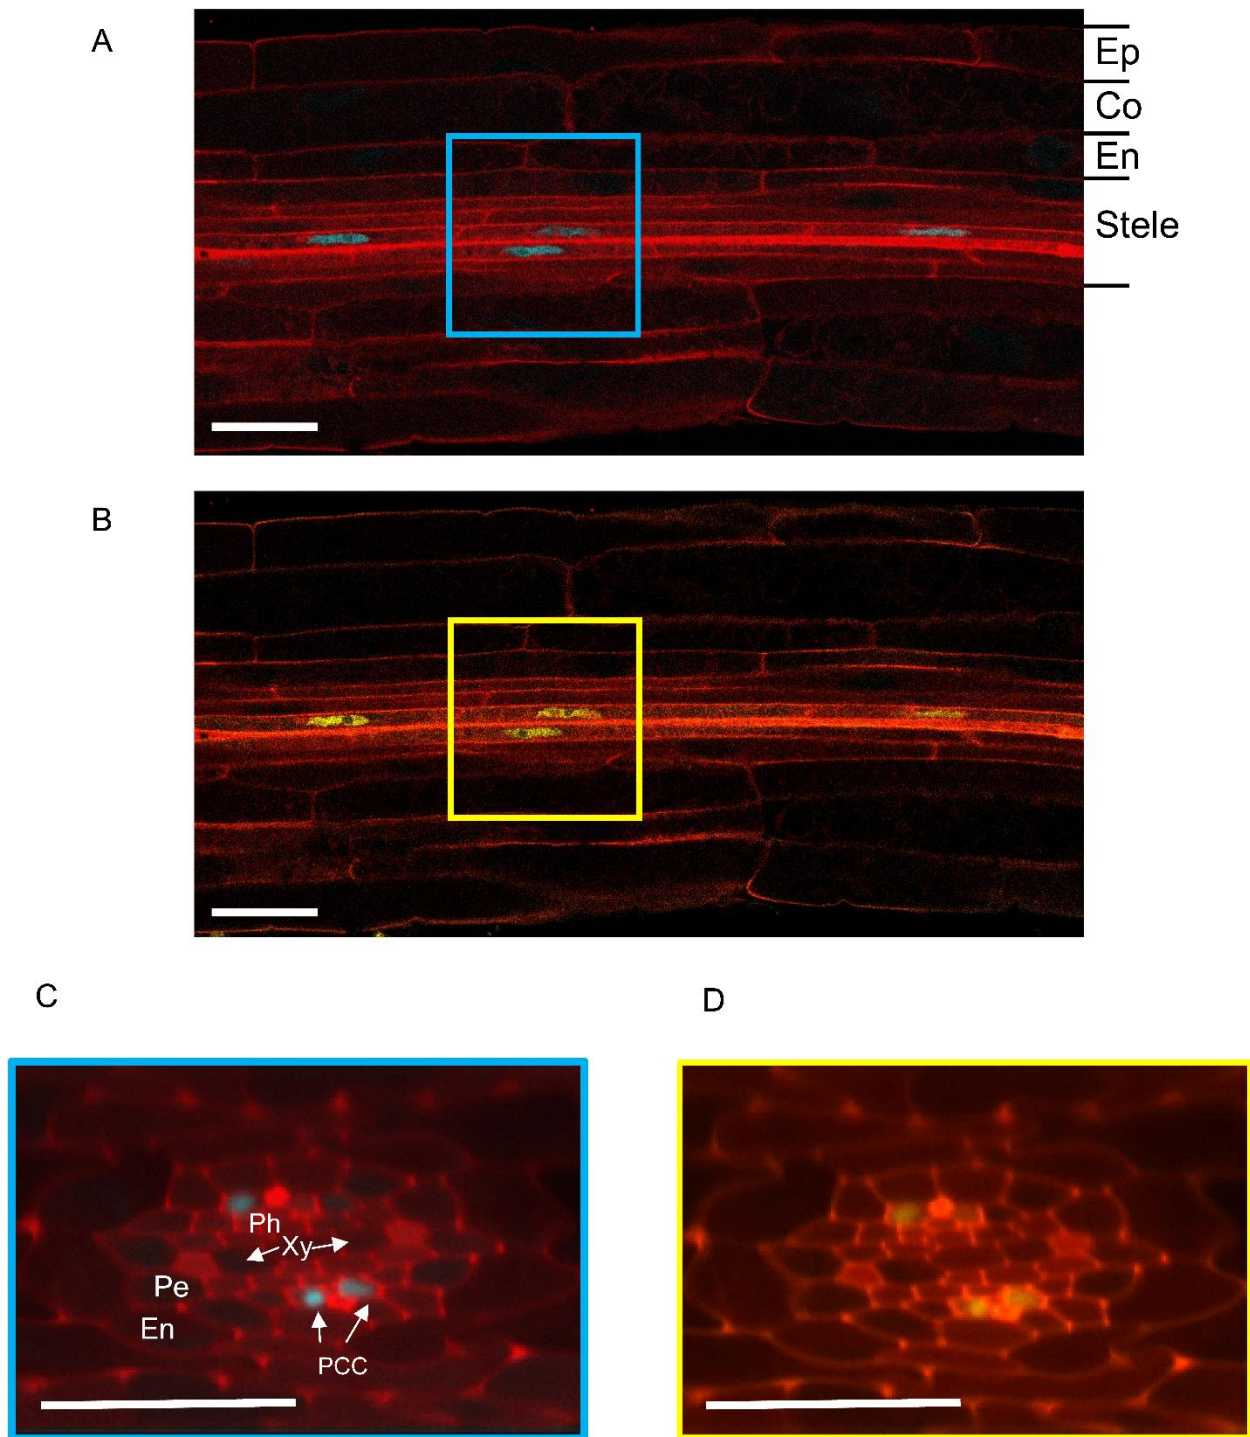

**Fig. S10. SUMO1 root cross sections indicated expression and localisation in the phloem pole companion cells.**

(A and B) Longitudinal sections of the localization of SUMO1 expression (A) and protein localization (B) in the root tip stele. Note the indication of the root cell type radial layout including, Epidermis (Ep), Cortex (Co), Endodermis (En) and Stele. (C and D) cross sections of localisation of SUMO1 expression (C) and protein localization (B) in the phloem pole

companion cells. Note the indication of the Endodermis (En), Pericycle (Pe), Xylem (Xy), Phloem (Ph) and Phloem Pole Companion cells (PCC). Scale bar represent 25µm.

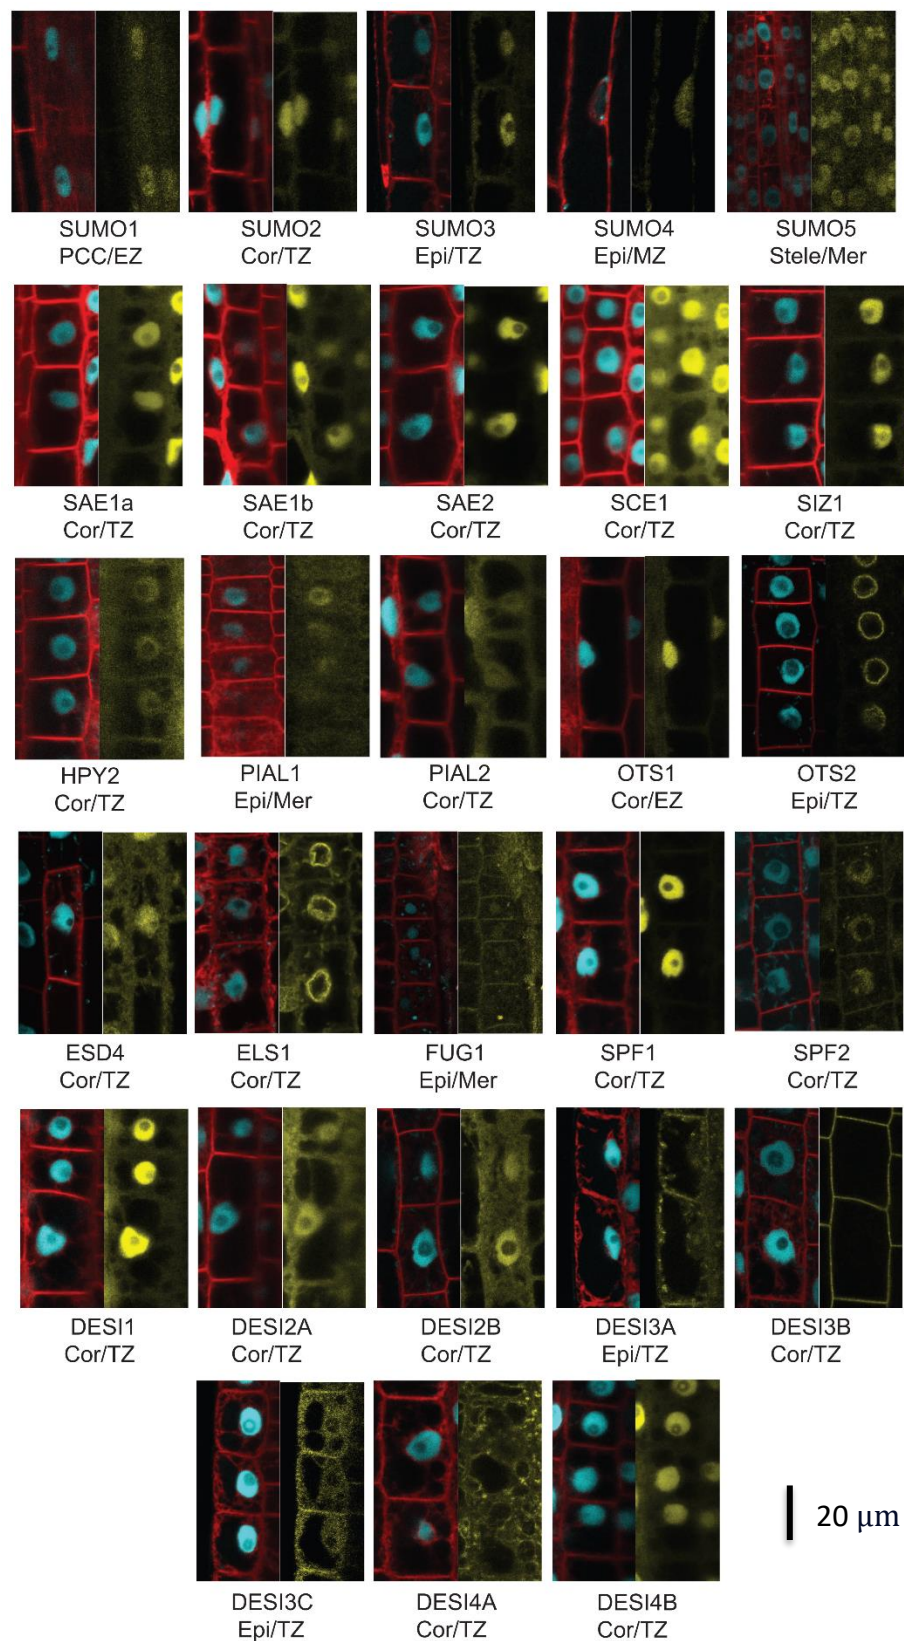

**Fig. S11. Subcellular location of all SUMO components in the root tip of *A. thaliana*.**

Left half of image represents mTurquoise (nuclear) and mCherry (membrane), while right side depicts protein localization (mVenus). Images were taken from cortex (Cor) cells in transition zone (TZ) when expressed there, in other cases the cell type/zone with the highest expression was taken. Images were taken using the Leica SP8 63x objective. Cell type abbreviations: Cor = Cortex; Epi = Epidermis; PCC = Phloem Pole Companion cells. Root zone abbreviations: Mer = Meristematic zone; TZ = Transition Zone; EZ = Elongation Zone and MZ = Maturation Zone.

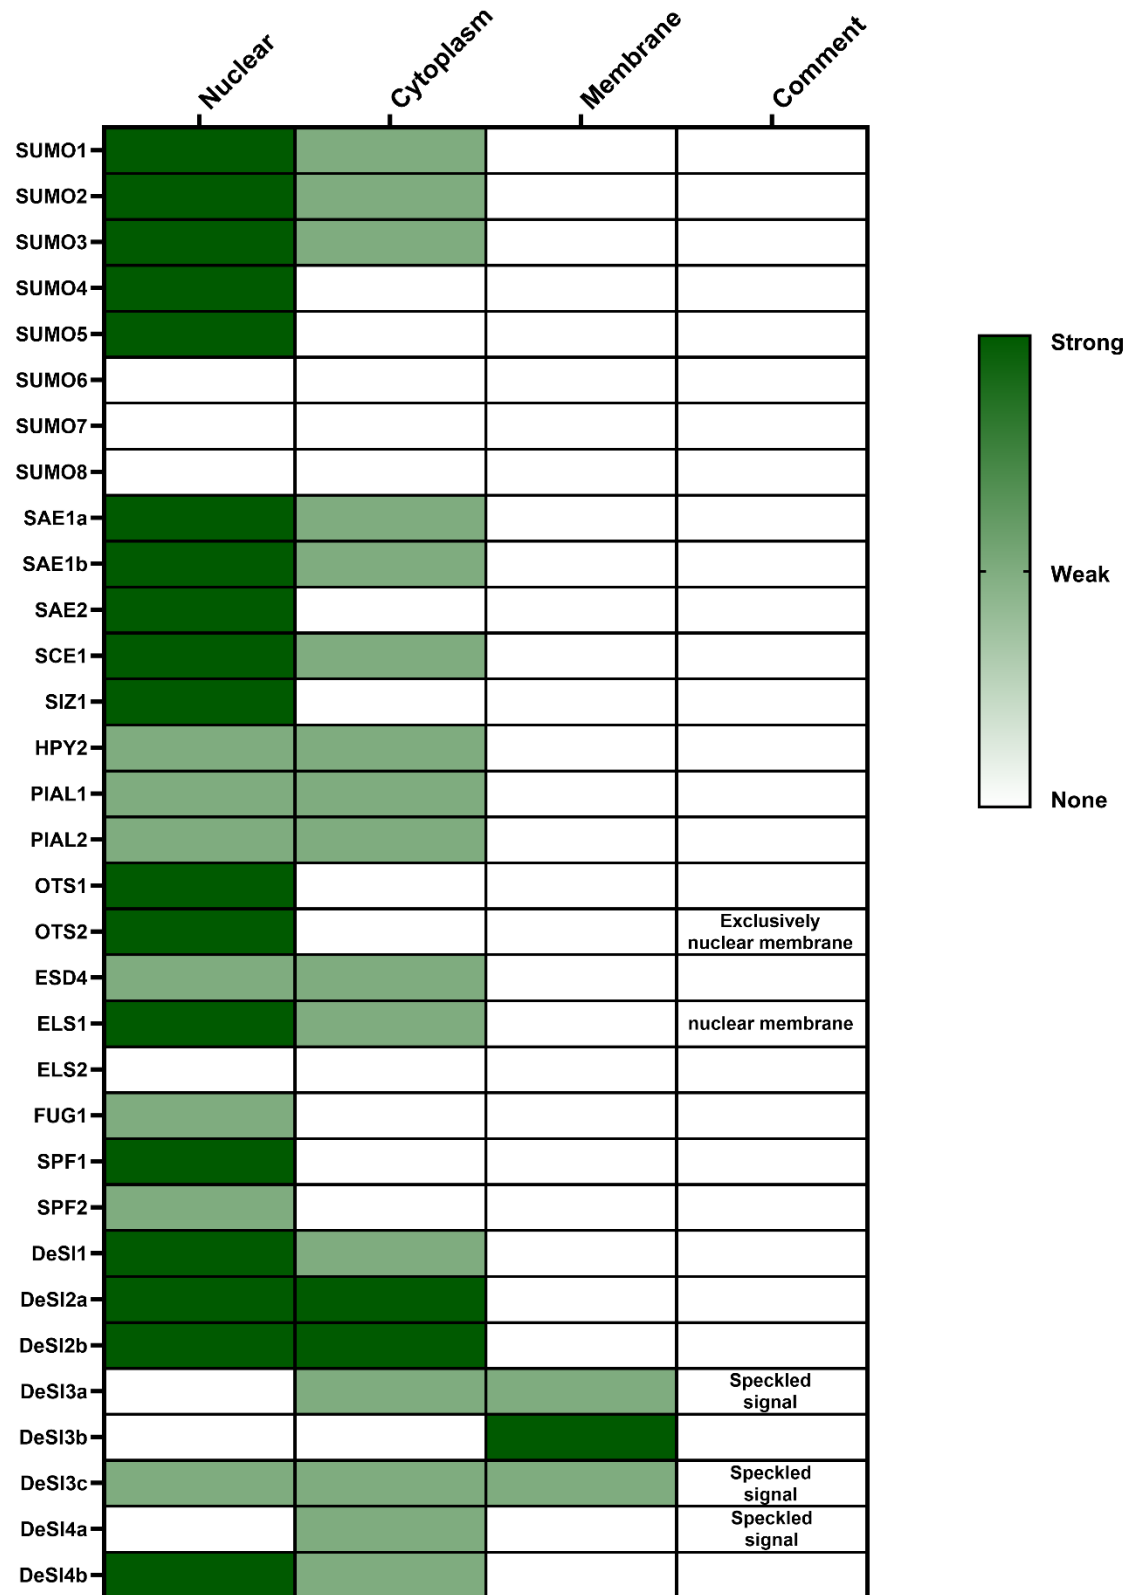

**Fig. S12.** Heatmap displaying subcellular location of all SUMO components in *A. thaliana* based on imaging data in the root tip.

The columns in the heatmap describe different subcellular locations including nuclear, cytoplasmic and membrane. The last column is used in case protein location is more specific than the previous defined groups. The colours define the strength of localisation in a certain organelle, where white defines no protein, pale green is weakly localised to this organelle and dark green is strong localisation in this organelle. For example, SUMO1 is strongly localized in the nuclear with only some expression in the cytoplasm.

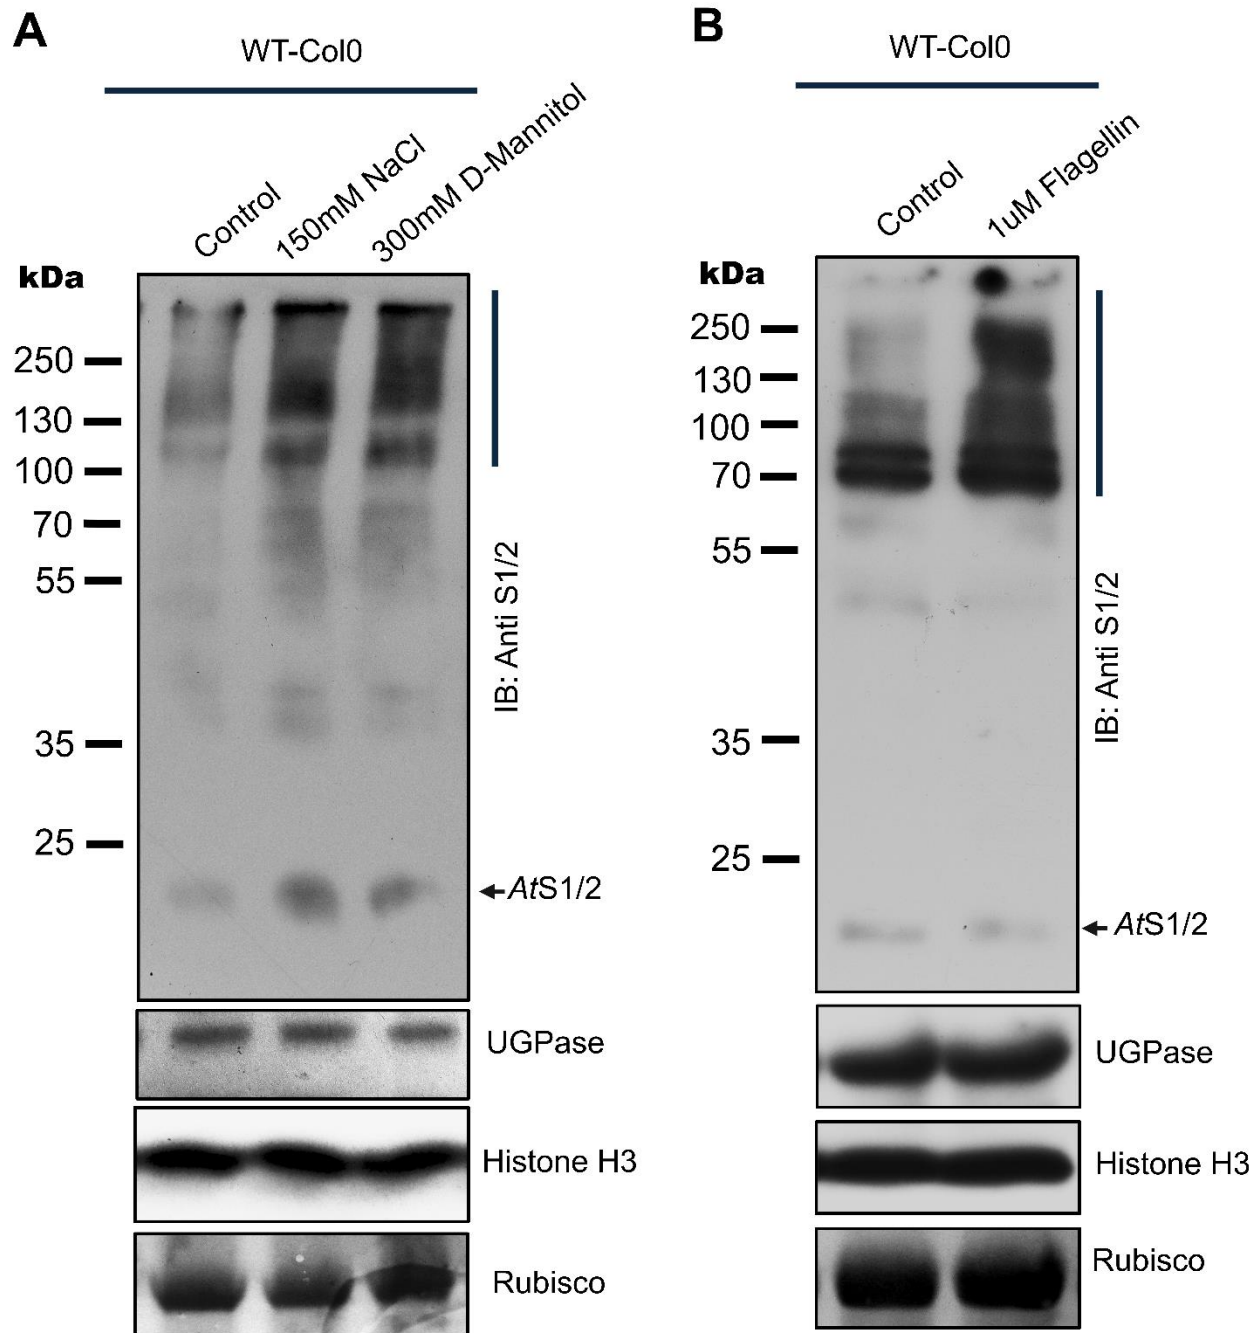

**Fig. S13. SUMO1/2 conjugates accumulate with osmotic stress.**

Immunoblot (IB) analysis of total protein (20 µg loaded for each lane) derived from wild-type Col-0 Arabidopsis seedlings grown for 6 days under long-day conditions and then subjected to the indicated stresses for 3 hours. Filters were probed with anti-SUMO1/2 (anti At S1/2) antibodies (J46). The vertical bar shows the laddering effect produced by the increased accumulation of SUMO1/2 conjugates. The arrowhead indicates free (nonconjugated) SUMO1/2. The bottom panels show immunostaining of UGPase and Ponceau staining of ribulose-1,5-bis-phosphate carboxylase/oxygenase (Rubisco) small subunit (RbcsS), which served as loading controls. The experiment was repeated three times with similar results. (A)

Comparison of the levels of SUMO conjugate accumulation between salt and mannitol treated and control samples. (B) Comparison of the levels of SUMO conjugate accumulation between flagellin treated and control samples.

**Fig. S14. Transcriptomic profiles of the SUMOylation machinery under salt, flagellin and mannitol treatments.**

(A) Summary of the DEGs in response to the stresses. The number of the up/down-regulated DEGs are shown in the sidebars. The number of common DEGs between the treatments (connecting dots) is shown in the black bars. 

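Overlaps were counted over the genes tested in both comparisons of a pair. Over 18228 genes tested in salt and in mannitol, 1717 were DEGs in both, where 472.1 would be expected if the lists were unrelated. Of these, 1645 changed in the same direction (1017 up, 628 down) and 72 in opposite directions. Counting without a fold threshold gave 5045 genes in the same direction, the largest shift of any alternative. Over 18019 genes tested in salt and in flg22, 81 were DEGs in both (expected 24, one-sided Fisher's exact test across genes, p = 6.13e-27), 33 in the same direction and 48 in opposite directions. Both comparisons use the same mock libraries, so noise in mock moves them the same way. Over 17905 genes tested in mannitol and in flg22, 80 were DEGs in both (expected 19, p = 7.76e-35 in the same exact test), 64 in the same direction (63 up, 1 down) and 16 in opposite directions. All 3 treatments changed 23 DEGs in the same direction. Across genes, which are not independent replicates, the log2 fold changes of salt and mannitol correlated with Pearson's r = 0.71 and Spearman's rho = 0.629. The values were r = 0.008 and rho = 0.119 for salt and flg22, and r = 0.181 and rho = 0.196 for mannitol and flg22.

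**Figure D4:**
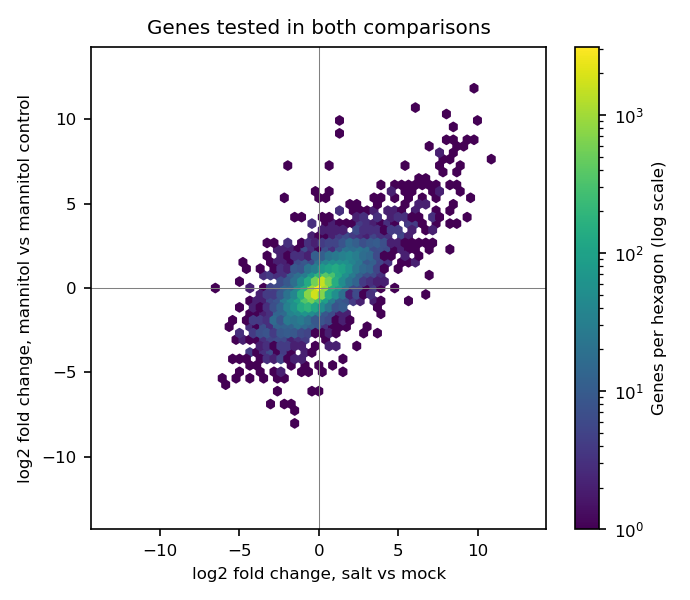
Log2 fold change of the 18228 genes tested in both comparisons, salt against mock on the horizontal axis and mannitol against its control on the vertical axis, with the number of genes per hexagon as color (log scale). Most genes lie along the rising diagonal (Pearson's r = 0.71).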

(B) Top 10 GO terms of the DEGs. 

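The 32 SUMO components were followed by the 33 gene identifiers of table S3, because SAE1b has 2. SUMO4 was not analysed here, and SUMO5, SUMO6, SUMO7 and SUMO8 were removed by the count filter. In salt, 7 of 28 tested identifiers changed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, adjusted p-value under 0.05 without a fold threshold). With the fold threshold of at least 1, the alternative that lowered this number most, 2 changed. DeSI2b (AT4G25680, chromosome 4, 13087973 to 13090161) rose from 41.3 ± 0.146 to 108 ± 14.6 CPM (SD, n = 3), a log2 fold change of 1.39 (standard error 0.11, adjusted p = 1.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DeSI1 (AT3G07090, chromosome 3, 2242998 to 2244828), 10.5% of whose exon bases overlap the neighboring gene AT3G07080, rose from 40.9 ± 4.7 to 97.4 ± 8.22 CPM (SD, n = 3), a log2 fold change of 1.25 (standard error 0.11, adjusted p = 2.01e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SAE2 (AT2G21470) rose by 0.32 on the log2 scale. DeSI3a (AT1G47740, chromosome 1, 17566511 to 17569297) fell from 67.9 ± 2.69 to 43.6 ± 7.6 CPM (SD, n = 3), a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.00292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SUMO2 (AT5G55160) and PIAL1 (AT1G08910) had log2 fold changes of -0.35 and -0.41. SAE2, SUMO2 and PIAL1 no longer passed in 4, 2 and 5 of 14 alternatives, while DeSI1, DeSI2b and DeSI3a passed in each. SCE1 (AT3G57870, chromosome 3, 21428496 to 21430398) was at 92.8 ± 8.6 CPM in mock and 89.8 ± 5.79 CPM in salt (SD, n = 3), a difference within the spread of replicates (log2 fold change -0.05, adjusted p = 0.722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 identifiers of SAE1b share 96.9% and 100% of their 100-base windows, so each is uncertain alone. Their summed counts had a log2 fold change of -0.10 in salt.

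**Figure D5:**
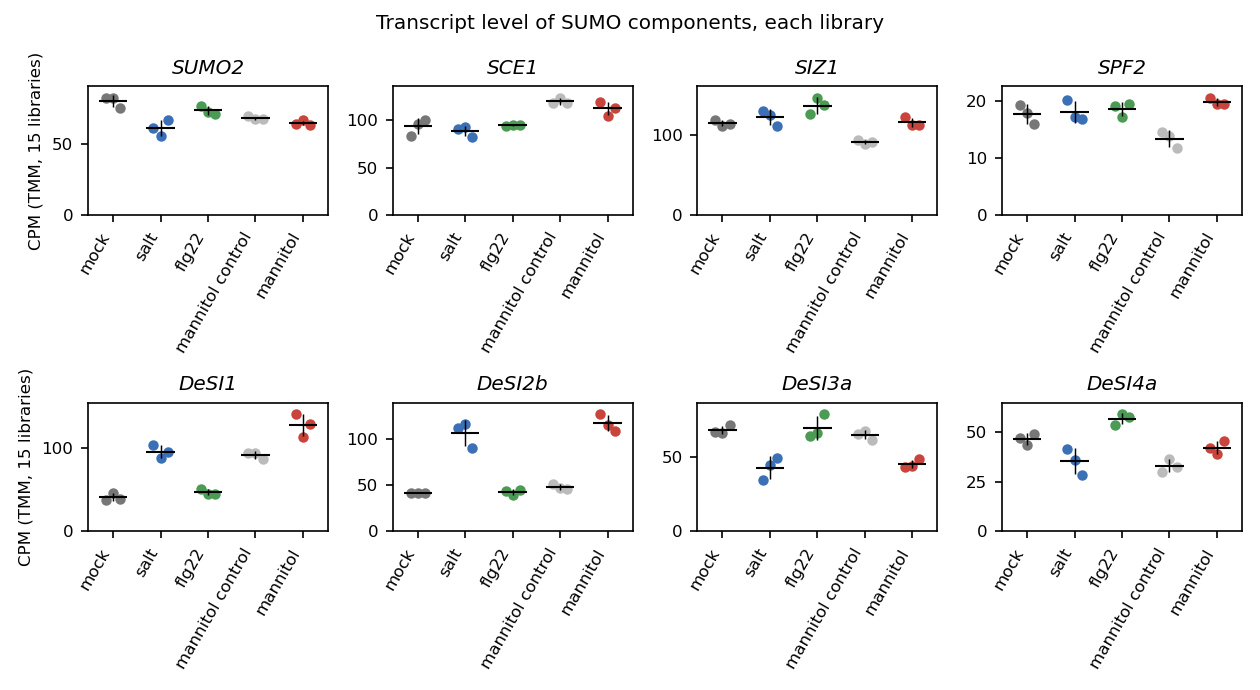
CPM (TMM over all 15 libraries) of 8 SUMO components in each library (points), with the mean as a horizontal line and the SD as a vertical line. DeSI2b is higher in salt and mannitol than in the respective controls, and SCE1 overlaps between salt, flg22 and mock.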

The GO terms are arranged by most significant p-value (C) Transcripts expression of SUMOylation genes. The Y-axis is Log2-fold change values. 

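In mannitol, 14 of 27 tested SUMO identifiers changed (adjusted p-value under 0.05 over all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 6 of them up and 8 down. This balance depended on the scaling, with 7 up and 6 down with DESeq2 size factors and 5 up and 10 down with upper-quartile normalization. DeSI2b rose from 47.8 ± 3.22 to 117 ± 7.97 CPM (SD, n = 3), a log2 fold change of 1.29 (standard error 0.08, adjusted p = 1.91e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPF2 (AT4G33620, chromosome 4, 16147594 to 16152956) had a log2 fold change of 0.56 (standard error 0.12), DeSI1 0.48 (standard error 0.08) and SIZ1 (AT5G60410, chromosome 5, 24294704 to 24301157) 0.34 (standard error 0.07), with adjusted p-values of 0.00121, 0.000309 and 0.00116 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PIAL2 (AT5G41580) and DeSI4a (AT4G17486, chromosome 4, 9749578 to 9751804) both rose by 0.35 on the log2 scale. DeSI3a fell from 65.3 ± 2.96 to 45.3 ± 3.1 CPM (SD, n = 3), a log2 fold change of -0.53 (standard error 0.08, adjusted p = 9.72e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other decreases were -0.96 in FUG1 (AT3G48480), -0.73 in ELS2 (AT4G00690), -0.67 in SUMO3 (AT5G55170), -0.45 in DeSI3c (AT5G25170), -0.26 in PIAL1 and -0.21 in OTS1 (AT1G60220). Of the exon bases of ELS2 and DeSI3c, 12.2% and 23.3% overlap another gene. PIAL1 no longer passed in 10 of 14 alternatives, OTS1 in 7, ELS2 in 5, SUMO3 and PIAL2 in 3 each, FUG1 in 2 and DeSI4a in 1. SCE1 was at 120 ± 3 CPM in the mannitol control and 112 ± 6.41 CPM in mannitol (SD, n = 3; log2 fold change -0.10, adjusted p = 0.28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A test of the difference between the salt and the mannitol response found 2 of 28 identifiers, DeSI1 with a log2 difference of 0.77 and DeSI4a with -0.72 (adjusted p = 0.00169 and 0.00902 over the components, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With adjustment over all genes SUMO3 also passed, with a log2 difference of 0.99.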

Colours represent the treatments; salt (blue), flagellin (green), and mannitol (red). 

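In flg22, 0 of 28 tested SUMO identifiers had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), and 3 did at the unadjusted p-value. Among them were SIZ1 and DeSI4a, with log2 fold changes of 0.23 and 0.26. SCE1 was at 96.6 ± 8.87 CPM in mock and 96.2 ± 0.407 CPM in flg22 (SD, n = 3; log2 fold change -0.01, adjusted p = 0.973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DeSI2b had a log2 fold change of 0.01 and DeSI3c one of 0.13. With the replicate block, the flg22 number was also 0. The legend does not say whether its p-value was adjusted. At an unadjusted p-value under 0.05, 10 identifiers changed in salt and 16 in mannitol. With the adjustment made over the SUMO identifiers alone, the numbers were 7 in salt, 15 in mannitol and 0 in flg22.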

Solid colours are the DEG significant at p-value < 0.05.

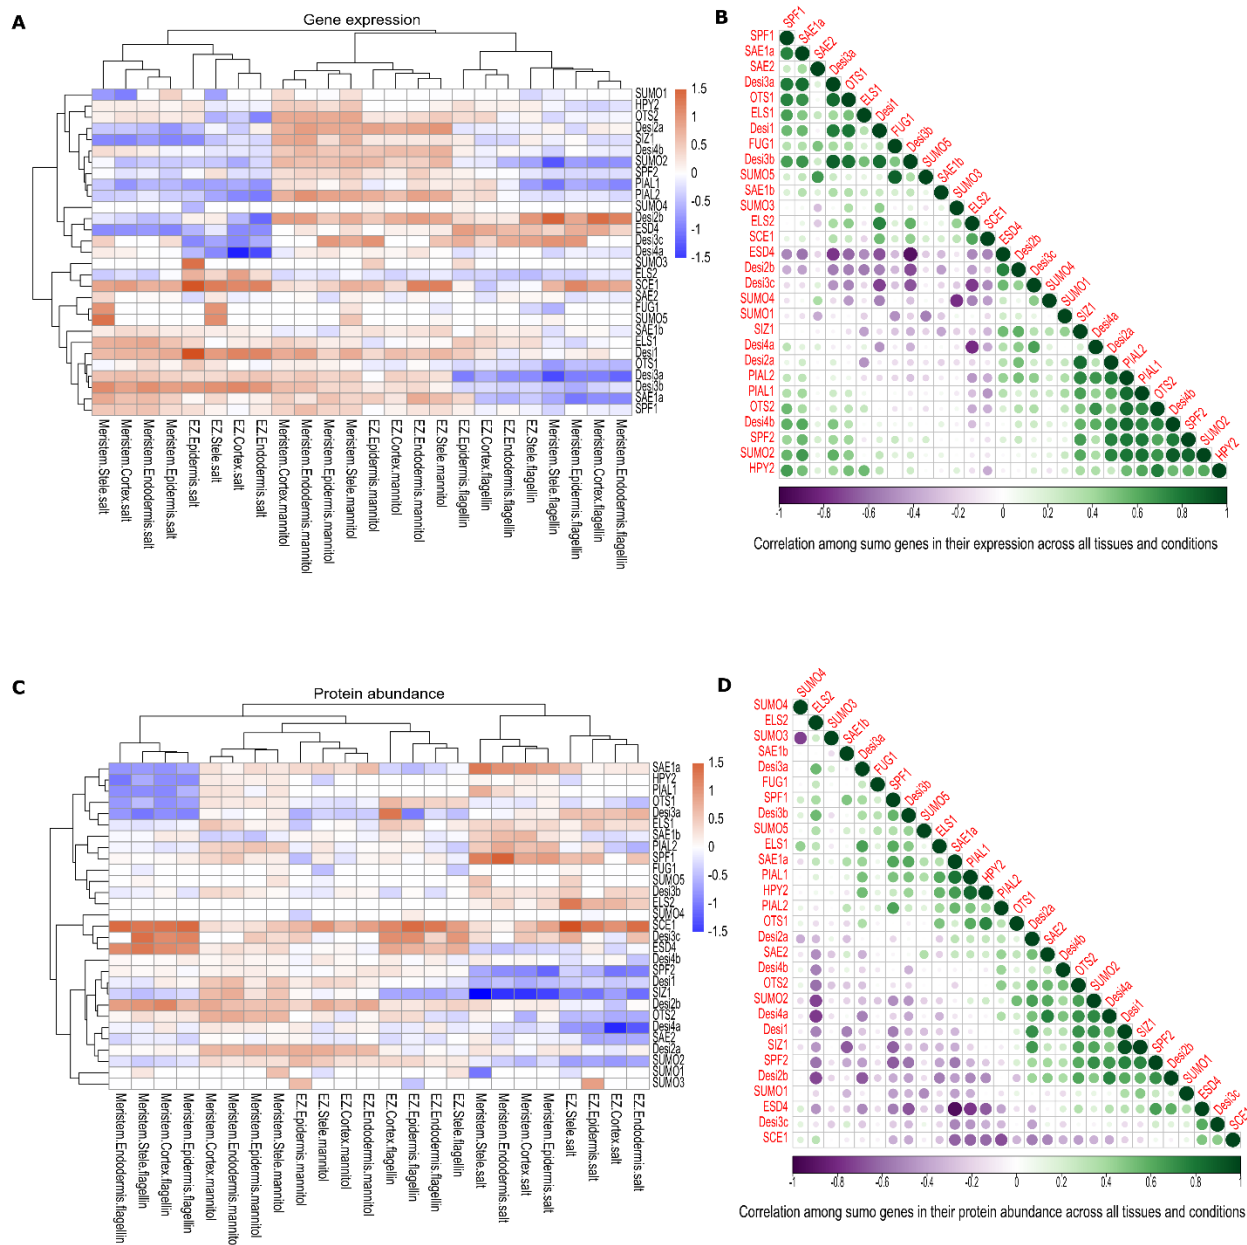

**Fig. S15. Correlation analysis on the patterns of expression and protein abundance of the SUMO system genes in all 3 stresses, and across tissue types.**

(A, C) The heatmaps show log2 fold change values under stress for each tissue type. The genes were clustered based on Pearson's correlation grouping those that may have similar (A) gene expression or (C) protein abundance. (B, D) The plots show correlation among sumo system genes in their (B) gene expression and (D) protein abundance, respectively. The colour and size of each dot shows the correlation value between a pair of sumo system genes when compared for all tissues and conditions at a time. The ordering of the correlation matrix was done using the angular order of the eigenvectors(AOE) parameter in corrpilot R package.

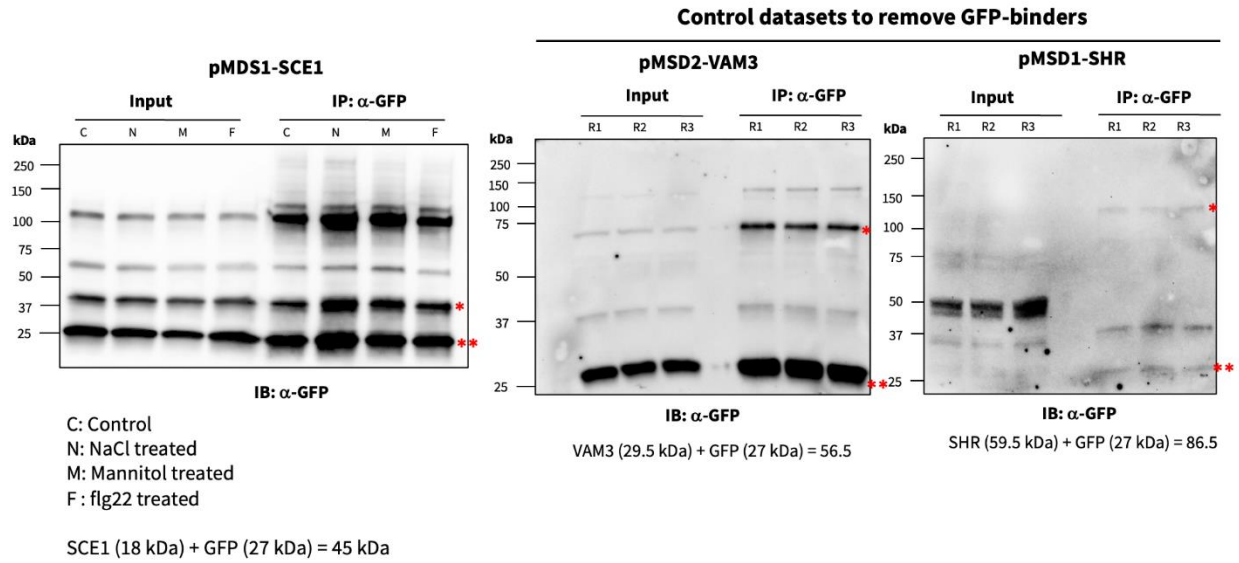

**Fig. S16. Immunoblot analysis of SCE1, VAM3, and SHR following immunoaffinity enrichment using anti-GFP magnetic beads.**

Single red asterisk indicates the Venus -3X HA fusion of the protein of interest (SCE1, VAM3 and SHR); while double red asterisk indicates mTurquoise band.

| <b>ID Number</b> | <b>Name</b>             | <b>Primer</b>                                               |
|------------------|-------------------------|-------------------------------------------------------------|
| 863              | pMDS1_Venus_F           | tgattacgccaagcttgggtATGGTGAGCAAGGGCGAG                      |
| 864              | pMDS1_Venus_R           | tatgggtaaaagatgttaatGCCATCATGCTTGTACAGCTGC                  |
| 868              | GSG-2a-mTurq_VenusH A F | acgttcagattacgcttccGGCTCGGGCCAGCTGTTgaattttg                |
| 79               | GFP_R                   | CTTCTCGTTGGGGTCTTTGC                                        |
| 869              | GFP_F_2                 | GCAAAGACCCCAACGAGAAG                                        |
| 870              | N7_NLS_R                | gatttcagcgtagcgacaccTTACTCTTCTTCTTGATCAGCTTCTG TGTCGTC      |
| 874              | Turq_F                  | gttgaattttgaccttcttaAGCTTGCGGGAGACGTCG                      |
| 875              | Sap_Educ_F              | caagcgtgaGgagcaagcaagga                                     |
| 876              | Sap_Educ_R              | tccttgcttgctcCtcacgcttg                                     |
| 877              | Turq_R                  | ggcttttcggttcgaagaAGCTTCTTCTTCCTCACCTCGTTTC                 |
| 893              | 3XHA_in_pMC Y2_F        | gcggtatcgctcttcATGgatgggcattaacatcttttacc                   |
| 867              | 3XHA_in_pMC Y2_R        | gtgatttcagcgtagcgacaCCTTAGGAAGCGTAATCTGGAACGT CATATG        |
| 880              | G4S4_Venus_F            | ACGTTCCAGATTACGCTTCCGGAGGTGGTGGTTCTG                        |
| 881              | G4S4_Venus_R            | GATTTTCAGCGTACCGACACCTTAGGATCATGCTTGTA CAGCTCG              |
| 886              | GS_2A_mTurq_F           | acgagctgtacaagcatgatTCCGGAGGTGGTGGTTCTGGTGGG GGTGGCTCctcagg |
| 888              | GS_2A_mTurq_R           | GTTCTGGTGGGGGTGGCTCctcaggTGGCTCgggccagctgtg aatttt          |
| 870              | N7_pMCY2_R              | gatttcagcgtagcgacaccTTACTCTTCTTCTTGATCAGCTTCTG TGTCGTC      |

**Table S1. Primer list for generation of pMDS1 and PMDS2 vectors**

| Gene                    | Construct | Forward primer                                     | Reverse primer                                     |
|-------------------------|-----------|----------------------------------------------------|----------------------------------------------------|
| <i>SUMO1</i> Promoter   | pMDS2     | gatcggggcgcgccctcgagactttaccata<br>atcttcagttaaag  | gtaaaagatgttaatgccatCGTGAAA<br>GGTTCTCCGTC         |
| <i>SUMO1</i> Gene       | pMDS2     | gttctggtgggggtggctccATGTCTG<br>CAAACCAGGAGGAAG     | aacagctggccccgagccaccGGCCGT<br>AGCACCACCACCGCTG    |
| <i>SUMO1</i> terminator | pMDS2     | agaagagtaacacttcgtccaggttag                        | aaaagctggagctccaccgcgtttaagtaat<br>atttgttttagtgac |
| <i>SUMO2</i> Promoter   | pMDS2     | gatcggggcgcgccctcgagggaataatt<br>ggctggctttgtg     | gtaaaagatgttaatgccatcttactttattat<br>cagattatac    |
| <i>SUMO2</i> Gene       | pMDS2     | gttctggtgggggtggctccATGTCTG<br>CTACTCCGGAAGAAG     | aacagctggccccgagccaccAAAGC<br>AGAAGAGCTTCAGGCCA    |
| <i>SUMO3</i> Promoter   | pMDS2     | gatcggggcgcgccctcgagtggggccat<br>gtgtcattcat       | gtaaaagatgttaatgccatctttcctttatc<br>agattttatg     |
| <i>SUMO3</i> Gene       | pMDS2     | gttctggtgggggtggctccATGTCTA<br>ACCCTCAAGATGACAAG   | aacagctggccccgagccaccAAGCC<br>CATTATGATCGAAAAGC    |
| <i>SUMO4</i> Promoter   | pMDS2     | gatcggggcgcgccctcgaggcagcacga<br>gactcaacttt       | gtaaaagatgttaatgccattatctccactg<br>gttggatcag      |
| <i>SUMO4</i> Gene       | pMDS2     | gttctggtgggggtggctccATGTCAA<br>CGAAGAGCAGTAGTAT    | aacagctggccccgagccaccAACTCT<br>AAATACTGTAGAAGGACC  |
| <i>SUMO5</i> Gene       | pMDS2     | gttctggtgggggtggctccATGGTGA<br>GTTCCACAGACACAATC   | aacagctggccccgagccaccAGGAG<br>TGTAAGGACCGCCACCAC   |
| <i>SUMO6</i> Promoter   | pMDS2     | gatcggggcgcgccctcgagtgtccaata<br>attagtgtaggct     | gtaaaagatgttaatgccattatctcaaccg<br>gtctgaacag      |
| <i>SUMO6</i> Gene       | pMDS2     | gttctggtgggggtggctccATGTCAA<br>CAACGAGCAGAGTTGG    | aacagctggccccgagccaccAACTCT<br>AAATTTTATAGAAGATG   |
| <i>SUMO7</i> Promoter   | pMDS2     | gatcggggcgcgccctcgagCGgtgcgtt<br>taaattcctc        | gtaaaagatgttaatgccatcgtagcgagc<br>tcaacgtccctc     |
| <i>SUMO7</i> Gene       | pMDS2     | gttctggtgggggtggctccATGATGC<br>AAGCATATTCCGACA     | aacagctggccccgagccaccATGGC<br>GATGGCTGAACCCTGCTA   |
| <i>SUMO8</i> Promoter   | pMDS2     | gatcggggcgcgccctcgagGTTTGT<br>TCGCATGGAAGTTGC      | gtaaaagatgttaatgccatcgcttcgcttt<br>ctattatg        |
| <i>SUMO8</i> Gene       | pMDS2     | gttctggtgggggtggctccATGTCGT<br>CGTCTGACAAGAAAC     | aacagctggccccgagccaccATGGC<br>GATGAAAGAAGCTGAACC   |
| <i>SAE1a</i>            | pMDS1     | gatcggggcgcgccctcgagCACAAA<br>GGTAACCTTAGTGCC      | cagaaccaccacctccggatGAGGTA<br>AAAGAGTCGGAATGTCT    |
| <i>SAE1b</i>            | pMDS1     | gatcggggcgcgccctcgagGATTGT<br>GCTTTTTTTTCTTCTCTCAC | cagaaccaccacctccggatAGCTTG<br>TGGGATAGGTCCTC       |

|               |       |                                                                  |                                                          |
|---------------|-------|------------------------------------------------------------------|----------------------------------------------------------|
|               |       | T                                                                |                                                          |
| <i>SAE2</i>   | pMDS1 | gatcggggcgcgccctcgagGGCATT<br>TGTTGGGTTGGAAATTAG                 | cagaaccaccacctccggatTCAACT<br>CTTATCTTCTTTTGCTCAC        |
| <i>SCE1</i>   | pMDS1 | gatcggggcgcgccctcgagTGAGAA<br>GATTGGAGGAGCAAAAG                  | cagaaccaccacctccggatACAAGA<br>GCAGGATACTGCTTGG           |
| <i>SIZ1</i>   | pMDS1 | gatcggggcgcgccctcgagTGAAAC<br>TGCTCCGTAGAGGAC                    | cagaaccaccacctccggatACTCCG<br>GTGTCTTGTCTGATG            |
| <i>HPY2</i>   | pMDS1 | gatcggggcgcgccctcgagGGCTGA<br>GAGAATAAAGTCCAAGC                  | cagaaccaccacctccggatCCATCT<br>TCATCCACATCTTCTGTGA<br>AGT |
| <i>PIAL1</i>  | pMDS1 | gatcggggcgcgccctcgagCTAAAG<br>GAAGCTGCTGAAATCAGA                 | cagaaccaccacctccggatCCCCAT<br>GTCTCAGGAGGCATTG           |
| <i>PIAL2</i>  | pMDS1 | gatcggggcgcgccctcgagTTCATA<br>ACGACGTCTAGAATCTC                  | cagaaccaccacctccggatGATGTC<br>GGTCCAGTAGGC               |
| <i>OTS1</i>   | pMDS1 | gatcggggcgcgccctcgagAGAATG<br>GTTGTGGATTGAAG                     | cagaaccaccacctccggatTCTGTC<br>TGGTCACTGACAC              |
| <i>OTS2</i>   | pMDS1 | gatcggggcgcgccctcgagCATTAT<br>ACTTGGACGGATC                      | cagaaccaccacctccggatCCATCT<br>GTTTGGTTACCC               |
| <i>ESD4</i>   | pMDS1 | gatcggggcgcgccctcgagGGCTTT<br>AGTCTCTCAATCTCTTG                  | cagaaccaccacctccggatCCATCA<br>GCTCGTAGCCTC               |
| <i>ELS1</i>   | pMDS1 | gatcggggcgcgccctcgagTTGTGT<br>CCATCTTCTTTTCTACC                  | cagaaccaccacctccggatTCGGCT<br>TTCAGTTGCAGAATC            |
| <i>ELS2</i>   | pMDS1 | gatcggggcgcgccctcgagATATGA<br>GTTACCTCTTTGGATCGGA<br>ATATTTG     | cagaaccaccacctccggatCCGTCA<br>GCTCGCAGTCTC               |
| <i>FUG1</i>   | pMDS1 | gatcggggcgcgccctcgagTTATTA<br>TAAACCAAAAAAATTTTT<br>ATATAAAATAAC | cagaaccaccacctccggatCCATGA<br>ATAGTTCCCAAAG              |
| <i>SPF1</i>   | pMDS1 | gatcggggcgcgccctcgagGAGGCT<br>TGATTGATCGGTTC                     | cagaaccaccacctccggatTTCTCC<br>ATCTCCTCAGCTTC             |
| <i>SPF2</i>   | pMDS1 | gatcggggcgcgccctcgagGGAAG<br>AGGTTGTTGTTGG                       | cagaaccaccacctccggatGTTTTT<br>GGCTTGGCCATC               |
| <i>DeSI1</i>  | pMDS1 | gatcggggcgcgccctcgagAGATGT<br>ATAGACAAGCAGAC                     | cagaaccaccacctccggatGCGTTT<br>ACATTGAGATGTC              |
| <i>DeSI2a</i> | pMDS1 | gatcggggcgcgccctcgagTGTACT<br>TGTTAAACCATCTC                     | cagaaccaccacctccggatTGAAAT<br>AGTAGAACATCAGAG            |
| <i>DeSI2b</i> | pMDS1 | gatcggggcgcgccctcgagTGTGAT<br>CCATTATTGCTTG                      | cagaaccaccacctccggatTGAAAC<br>AGTAGAACATCAG              |
| <i>DeSI3a</i> | pMDS1 | gatcggggcgcgccctcgagCTCCAT<br>TCTTGATCTGATC                      | cagaaccaccacctccggatCTTTCTT<br>TCAAGGAGCTG               |

|               |       |                                                 |                                              |
|---------------|-------|-------------------------------------------------|----------------------------------------------|
| <i>DeSI3b</i> | pMDS1 | gatcggggcgcgccctcgagAAGAC<br>GGTCTCTGATTGTG     | cagaaccaccacctccggatGTCTTG<br>ATGCTTACGCTTG  |
| <i>DeSI3c</i> | pMDS1 | gatcggggcgcgccctcgagATCATA<br>CGTTATTTACTTGTCCC | cagaaccaccacctccggatACACTC<br>ACAGTTGGTGATG  |
| <i>DeSI4a</i> | pMDS1 | gatcggggcgcgccctcgagCTGAAA<br>TTCCATCTGAATCGAAC | cagaaccaccacctccggatGGGATC<br>TCCTCTCTGGTAAG |
| <i>DeSI4b</i> | pMDS1 | gatcggggcgcgccctcgagGCTACG<br>AGAACCAAGAAC      | cagaaccaccacctccggatGACCGC<br>TTCAACAAGTAC   |

**Table S2. List of SUMO gene specific cloning primers for pMDS1 and pMDS2.**

| <b>Gene</b>  | <b>Gene Identifier</b> | <b>Construct</b>     | <b>Backbone</b> | <b>Bacterial host</b>     | <b>Plant host</b> | <b>NASC Identifier</b> |
|--------------|------------------------|----------------------|-----------------|---------------------------|-------------------|------------------------|
| <i>SUMO1</i> | AT4G26840              | pSUMO1::mVenus-SUMO1 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112352                |
| <i>SUMO2</i> | AT5G55160              | pSUMO2::mVenus-SUMO2 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112353                |
| <i>SUMO3</i> | AT5G55170              | pSUMO3::mVenus-SUMO3 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112354                |
| <i>SUMO4</i> | AT5G48700              | pSUMO4::mVenus-SUMO4 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112355                |
| <i>SUMO5</i> | AT2G32765              | pSUMO5::mVenus-SUMO5 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112356                |
| <i>SUMO6</i> | AT5G48710              | pSUMO6::mVenus-SUMO6 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112357                |
| <i>SUMO7</i> | AT5G55855              | pSUMO7::mVenus-SUMO7 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112358                |
| <i>SUMO8</i> | AT5G55856              | pSUMO8::mVenus-SUMO8 | pMDS2           | E.coli and A. tumefaciens | Col-0             | 2112359                |
| <i>SAE1a</i> | AT4G24940              | pSAE1a::SAE1a-mVenus | pMDS1           | E.coli and A. tumefaciens | Col-0             | 2112360                |

|                  |                         |                      |       |                           |       |         |
|------------------|-------------------------|----------------------|-------|---------------------------|-------|---------|
| <i>SAE1b</i>     | AT5G50580<br>/AT5G50680 | pSAE1b::SAE1b-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112361 |
| <i>SAE2</i>      | AT2G21470               | pSAE2::SAE2-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112362 |
| <i>SCE1</i>      | AT3G57870               | pSCE1::SCE1-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112363 |
| <i>SIZ1</i>      | AT5G60410               | pSIZ1::SIZ1-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112364 |
| <i>HPY2/MS21</i> | AT3G15150               | pHPY2::HPY2-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112365 |
| <i>PIAL1</i>     | AT1G08910               | pPIAL1::PIAL1-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112366 |
| <i>PIAL2</i>     | AT5G41580               | pPIAL2::PIAL2-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112367 |
| <i>OTS1</i>      | AT1G60220               | pOTS1::OTS1-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112368 |
| <i>OTS2</i>      | AT1G10570               | pOTS2::OTS2-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112369 |
| <i>ESD4</i>      | AT4G15880               | pESD4::ESD4-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112370 |

|               |           |                        |       |                           |       |         |
|---------------|-----------|------------------------|-------|---------------------------|-------|---------|
| <i>ELS1</i>   | AT3G06910 | pELS1::ELS1-mVenus     | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112371 |
| <i>ELS2</i>   | AT4G00690 | pELS2::ELS2-mVenus     | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112372 |
| <i>SPF1</i>   | AT1G09730 | pSPF1::SPF1-mVenus     | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112373 |
| <i>SPF2</i>   | AT4G33620 | pSPF2::SPF2-mVenus     | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112374 |
| <i>FUG1</i>   | AT3G48480 | pFUG1::FUG1-mVenus     | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112375 |
| <i>DeSI1</i>  | AT3G07090 | pDeSI1::DeSI1-mVenus   | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112376 |
| <i>DeSI2a</i> | AT4G25660 | pDeSI2a::DeSI2a-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112377 |
| <i>DeSI2b</i> | AT4G25680 | pDeSI2b::DeSI2b-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112378 |
| <i>DeSI3a</i> | AT1G47740 | pDeSI3a::DeSI3a-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112379 |
| <i>DeSI3b</i> | AT2G25190 | pDeSI3b::DeSI3b-mVenus | pMDS1 | E.coli and A. tumefaciens | Col-0 | 2112380 |

|               |           |                            |       |                              |       |         |
|---------------|-----------|----------------------------|-------|------------------------------|-------|---------|
| <i>DeSI3c</i> | AT5G25170 | pDeSI3c::DeSI3<br>c-mVenus | pMDS1 | E.coli and A.<br>tumefaciens | Col-0 | 2112381 |
| <i>DeSI4a</i> | AT4G17486 | pDeSI4a::DeSI4<br>a-mVenus | pMDS1 | E.coli and A.<br>tumefaciens | Col-0 | 2112382 |
| <i>DeSI4b</i> | AT5G47310 | pDeSI4b::DeSI4<br>b-mVenus | pMDS1 | E.coli and A.<br>tumefaciens | Col-0 | 2112383 |

**Table S3. List of all constructs and plant lines made in this paper with NASC code.**

| <b>Relative Level</b> | <b>Level of fluorescence</b>                                               |
|-----------------------|----------------------------------------------------------------------------|
| Not detectable        | Below detection threshold                                                  |
| Very low              | Barely visible at 26% laser, pixel values (pv) below 50                    |
| Low                   | Visible at 26% laser, but barely visible at 14L (pv < 50)                  |
| Medium                | Visible but not overexposed at 14% laser (pv between 50 and 200)           |
| High                  | Overexposed at 14% laser, normal level at 2% laser (pv between 50 and 200) |
| Very high             | Bordering on overexposure or overexposed at 2% laser (pv >200)             |

**Table S4. Relative fluorescence was scored in 6 different bins from not detectable to very high level of fluorescence.**

| Name     | Forward primer                 | Reverse primer                |
|----------|--------------------------------|-------------------------------|
| pMDS1_N7 | gaGgagcaagcaaggaaagc           | gatttcagcgtagcgacaCC          |
| PP2A     | TAACGTGGCCAAAATGATGC           | GTTCTCCACAACCGCTTGGT          |
| ACTIN2   | CCGCTCTTTCTTTCCAAGC            | CCGGTACCATTGTACACAC           |
| SUMO1    | CGTCCAGGTTTAGGGCTTGT           | AGGATCCGATACCAAACGAA<br>CA    |
| SUMO2    | GGCGGTTATTTTAATGGTTTTCCA       | CCAAAATCCATAAACAAGCC<br>CA    |
| SUMO3    | TGGCTGGCTTTGTGATATTTGA         | TGATGAGTTGTTTATTCACGG<br>TTGT |
| SUMO4    | TGAGTGTTTCTGGTGTGAATGT         | ACAAGCATAATACTCGGCCC<br>T     |
| SUMO5    | TTGTTCGCGGGATAAACAGA           | ACGCTTTCTCGATATTCCGGT         |
| SUMO6    | GGAAAGGGAAGCAACAAAAGGA         | CCTTCTTCGCCTACATGCCT          |
| SUMO7    | AGTCATTAGTGCGTTTACAAAAAG<br>A  | CAACTTCCATGCGAACAAAC<br>A     |
| SUMO8    | CGTTAGAACGACTCACCAAAAA         | CAATGCCCATCTATTCTCATA<br>TCTC |
| SAE1a    | GCACAGGAGGTGATCAAAGCAG         | aactaaatcaaggccactgggtg       |
| SAE1b    | GAGGGATTCTAGGACAGGAGGTG        | agagcagcgtttcacagcac          |
| SAE2     | GGAGGTTGAAAATCCCATGATGGT       | cctgagctcctcatcaaaggatc       |
| SCE1     | TCTGTCAGGATCCAGTTGAGTACA<br>AG | ccaaaatgaggagtttcaatcaccca    |
| SIZ1     | TGGATACTACAACAGAGACTGCGT<br>C  | ccggttcaattcttgctgca          |
| HPY2     | TTGTCCTGTAGCAGGGTGCC           | cagcgcttaaaacccggtcc          |
| PIAL1    | GGGTATTCAGGGTCGTTTTGGTCA       | atacgctacatcaagaacttagcccc    |
| PIAL2    | ACAACGGCTGCCTATAGAACCG         | CTCTGTTCATGGCGTGGGAA<br>AG    |
| OTS1     | GAAGAGGCGCCTCAAAGG             | TGAACTCTGTTAGAGCGGTG<br>A     |
| OTS2     | GGCTCCTCAAAGGCTGACAT           | GAGTGACCAAACCTTGACACT<br>GTTC |
| ESD4     | CACATGCCATACTTCCGACTCAG        | AGCCGAGTGCTTCACTGC            |
| ELS1     | ACCGGAGTGTTTACAAGGGT           | CTTGCTTGCTTCCCGAGAGT          |

|        |                                 |                              |
|--------|---------------------------------|------------------------------|
| ELS2   | AGATACTGAGACTGCGAGCTG           | CATTCTCCACAGCCCAAGC          |
| FUG1   | GAGCAGGACTGCTGACGTAT            | AGCAAGGCAAGACAAAACA<br>CTC   |
| SPF1   | CTTTGGATGCGTTGGCGTTG            | GGTGGGGCTTTTCCTCAGAT         |
| SPF2   | TGAGAGGAGCTCAGACGACA            | CGCATTAGATTGGCGATATT<br>CATC |
| DeSI1  | TAGTGCAATAACAGAGAGATG           | CTGCTCTTTTCCTCTTTTATG        |
| DeSI2a | CAACTGTACTGATCCACCC             | CTTGCTTGGTCTTTGCCAG          |
| DeSI2b | GCATTTCGGTTAGCTTATATC           | GATTTGACAGTAACAAGCGA<br>G    |
| DeSI3a | GGTCTCTCATTCGTTTCGTTAG          | CAGCGTTGATGCAATACATG<br>A    |
| DeSI3b | GACAAGAACAGAGGAACATG            | GTACATACTCATGACCTCTCT        |
| DeSI3c | CGCAATTTGATTCGGTAGTA            | GGACTTGACTTCACTTTCAC         |
| DeSI4a | CGACAATGTACTTCCTCCTGA           | TACTGCCAAAGGGTTGTCTG<br>A    |
| DeSI4b | TGGGTCCATATATTGAGTATTCTTT<br>GG | GAACTCACATTGGGAGAAGA<br>AG   |

**Table S5. Primer details used for Real Time quantitative PCR.**

**Data S1** Excel spreadsheet containing list of SCE1 interactors after 3hrs of salt, mannitol and flagellin stress and a list of SUMO1 targets among these interactors.

How the deposited data were processed for this re-analysis (not part of the article)

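The authors measured transcript levels in Arabidopsis roots by bulk RNA-seq in 5 groups of 3 libraries: mock, salt, flg22, mannitol control and mannitol. The deposited data are a table of whole-number counts of reads per gene. According to the methods, the authors checked the reads with FastQC, trimmed them with Trimmomatic, mapped them to Araport11, discarded duplicates with Picard and counted the remaining reads with HTSeq, without normalizing the counts they deposited. Tool versions and counting options are not named in the paper's text. Libraries were nonstranded, so the counts of overlapping genes can include each other's reads. The table lists 24618 genes, of which 23448 are annotated as protein-coding, and each has at least 1 count in some library. All 15 columns of the table were used, and 0 columns were left unused.

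Columns were assigned to samples by their names and sample titles. The columns of the mannitol control carry another name for an untreated group than their titles do, and were assigned because the labels describe only 2 untreated groups. The pairing of libraries comes from the replicate letters A, B and C in the sample titles, which every group shares. The text of the paper does not say that same-lettered samples were grown or processed together. Salt and flg22 were compared with mock, and mannitol with the mannitol control, because the stress treatments for imaging in the methods give mannitol on plates with mock plates, and salt and flg22 in liquid medium. The comparison of mock with the mannitol control describes how far the experiments differ and is not a treatment effect.

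Each comparison was a fit of 3 against 3 libraries in edgeR 4.0.16 (R 4.3.3), with TMM normalization, filterByExpr (minimum count 10), robust quasi-likelihood dispersions and Benjamini-Hochberg adjustment. DEGs had an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size, and a SUMO component counted as changed by the adjusted p-value alone. The difference between the salt and the mannitol response was an interaction term in a fit of 12 libraries. Gene lists were tested by a one-sided Fisher's exact test over the genes tested in the comparison, and by camera in limma 3.58.1 with its preset correlation between genes. Lists of 35 osmotic and ABA markers, 37 defense markers and 43 glucosinolate genes were written from general knowledge of the field. Of these, 35, 36 and 39 were in the table. Carbohydrate genes were the 554 whose product names in the reference annotation contain any of a set of keywords, and 464 of them were in the table. GO annotation was not used here.

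The designs, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Named genes are SUMO components, members of the lists and, for each treatment, the 3 DEGs with the largest increase and the 3 with the largest decrease among those with a mean of at least 5 CPM whose treated libraries all lie above or all below the controls. The alternatives were DESeq2 size factors, upper-quartile normalization, no count filter, at least 10 counts in every sample, DESeq2's Wald test (version 1.42.0) with adjusted or unadjusted p-values, unadjusted p-values in edgeR, no fold threshold, a linear fold of at least 1.5, the replicate letter as a block, all 15 libraries in 1 fit, libraries thinned to 6094503 counts, and each library left out in turn. After seeing the data, unadjusted p-values were added for the lists, fits without 1 library for lists, overlaps and the correlation, and alternatives for the comparison of untreated groups, the interaction and the SCE1 interactors.

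Total counts per library ranged from 6094503 to 13943645, so the smallest level of 3 counts lies between 0.215 and 0.492 CPM. Mock had the widest range, since 2 of its libraries held about as many counts together as the remaining library. CPM values were computed from the deposited counts with TMM factors. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

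The tests were tried on simulated counts with the means, library sizes and spread of the real libraries, in which 200 genes were changed by known folds. These genes were drawn without those of lowest counts, and every fold lay above the threshold. The recovered shares therefore do not cover weak changes or genes of low count. At the DEG thresholds, edgeR recovered 94% of the changed genes in the salt design (18484 genes), 99% in the mannitol design (18939 genes) and 97% in the flg22 design (18230 genes), and 1.6%, 2.9% and 4.9% of its calls were genes that had not been changed. Without a fold threshold these shares were 8.3%, 11.6% and 12.2%, above the nominal 5%. The SUMO components were called in that way, by the adjusted p-value alone. In the real data 41.9% of tested genes passed so in salt and 52.1% in mannitol, far more than the 200 simulated. The share of false calls among the SUMO components was therefore not measured and may differ from these values.

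Gene positions and product names came from the TAIR10.1 annotation, in which all 24618 identifiers were found. Shared sequence was measured as the percent of 100-base windows of a gene's transcripts that occur in another gene, and overlap as the percent of its exon bases that lie in another gene. Lists matched on expression, length or GC content were drawn 10000 times. Confocal and immunoblot measurements of the reporters, the published single-cell data and the SCE1 proteomics measurements were not analysed here, apart from the lists of SCE1 interactors in data S1. The result for a single gene is not reported here.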

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

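The counts over other labelings or splits of the libraries were planned, and the remaining tests in this part were chosen only after the result was seen.

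The responses of DeSI1 and DeSI4a differed between salt and mannitol in a test of the difference itself. DeSI1 responded more strongly in salt, with a log2 difference of 0.77 (standard error 0.14, adjusted p = 0.00169 over 28 identifiers, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DeSI4a was higher in mannitol, while its decrease in salt did not pass alone (log2 fold change -0.36, adjusted p = 0.0583 over all genes, edgeR's quasi-likelihood test). Its log2 difference between the responses was -0.72 (standard error 0.17, adjusted p = 0.00902 over the identifiers from the same edgeR test). The response of SUMO3 differed by 0.99 and depends on the adjustment. It did not pass over the components, the adjustment set for this test (adjusted p = 0.0517 from the same edgeR test), but passed over all genes, the adjustment used for the single treatments (adjusted p = 0.0334 from the same edgeR test). In 5 of 32 labelings of the libraries within replicate letters, the real one included, at least as many components passed. Of the 4 others, 3 keep the real salt labels and set the salt effect against rearranged mannitol labels, so this count does not decide whether chance gives as many. A difference in depth was tested by thinning all libraries to the smallest total, after which both differences still passed (DeSI1, log2 difference 0.71, adjusted p = 0.00405; DeSI4a, -0.67, adjusted p = 0.0261; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A difference between the experiments in the untreated level is a candidate explanation. DeSI1 was lower in mock than in the mannitol control by a log2 difference of -1.18, while salt and mannitol libraries differed by -0.41. DeSI4a was higher in mock by 0.47, while salt and mannitol libraries differed by -0.25. The treated libraries are thus nearer to each other than the untreated ones, and a response specific to salt or mannitol cannot be told apart from the untreated difference. In addition, 10.5% of the exon bases of DeSI1 overlap a neighboring gene.

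Mock and mannitol control, both untreated, differed in 2534 DEGs of 18927 tested genes (1285 higher and 1249 lower in mock), a comparison that the paper's text does not describe. The real split was the only 1 of 4 comparable splits with as many DEGs, where 3 against 3 libraries cannot give a share under 0.05 and mixed groups yield no DEGs, so chance was not tested by it. At equal depth the number was 2294, so a difference in library depth does not account for it. Across the alternatives without a left-out library it ranged from 1822 with at least 10 counts in every sample to 8050 without a fold threshold. The methods for imaging give plates and 6-day-old seedlings for mannitol, and liquid medium and 5-day-old seedlings for salt and flg22, while those for RNA-seq give 6 days throughout. The labels give no sequencing batch or date. Medium, seedling age and batch cannot be told apart, and no biological explanation was tested.

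The glucosinolate list was lower in mannitol, with a median log2 fold change of -0.90 and 27 of 33 genes lower, which the paper's text does not describe for this treatment. The GO terms in fig. S14B were not compared. Of these genes 15 were down-regulated DEGs and 4 were up-regulated (limma camera, n = 33 genes, p = 1.23e-10, and 8.16e-13 to 4.52e-10 over 13 fits). Of 10000 lists matched on gene length, GC content and expression, 0 had a median as low. At equal depth the camera p-value was 8.16e-13, so depth does not account for it. In salt the median was -0.75, with 22 of 32 genes lower, 8 down-regulated and 4 up-regulated DEGs. Of 10000 matched lists 0 had a median as low in salt either, although camera did not pass (limma camera, n = 32 genes, p = 0.291, and 0.0128 to 0.791 over 13 fits). A limma camera test of the difference between the treatments gave a median of 0.44, with 24 of 34 genes higher in salt (n = 34 genes, p = 0.000996). The list was lower in mock than in the mannitol control by a median of -1.64 and lower in salt than in mannitol by a median of -1.00. The untreated level is thus a candidate explanation, and a stronger effect of mannitol than of salt cannot be told apart from it. That mannitol lowers glucosinolate transcripts within its own experiment may be taken as a hypothesis, found and tested on the same data.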

How the results depend on the processing

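Chosen after seeing the data were the unadjusted p-values for lists, the fits without 1 library for lists, overlaps, the correlation and SCE1 interactors, and every alternative for the comparison of mock with the mannitol control and for the interaction. The cause was not tested for any of the shifts in this part unless a value shows it.

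Without a fold threshold, DEGs rose to 7746 in salt, 9862 in mannitol, 670 in flg22 and 8050 between mock and mannitol control, and DEGs shared in the same direction to 5045 (salt and mannitol), 249 (salt and flg22) and 306 (mannitol and flg22). With a linear fold of at least 1.5 the same numbers were 5254, 5737, 331, 4427, 3049, 63 and 121. These settings relax the threshold and can only raise the counts. Unadjusted p-values in edgeR gave 258 flg22 DEGs and 59 shared by salt and flg22 in the same direction. DESeq2 with unadjusted p-values gave 310 flg22 DEGs. In the same direction, 74 were shared by salt and flg22 and 120 by mannitol and flg22. The same setting, chosen for the lists after seeing the data, gave p = 6.19e-08 in Fisher's exact test of the glucosinolate list. DESeq2 with adjusted p-values gave p = 0.0134 in that exact test. Requiring at least 10 counts in every sample gave 19 DEGs shared by salt and flg22 in the same direction. The adjusted p-value with a log2 fold change of at least 1 left 2 SUMO components in salt and 1 in mannitol, and the unadjusted p-value gave 3 in flg22.

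With the replicate block (the letter as a factor), flg22 DEGs fell to 71. DEGs shared in the same direction fell to 14 for salt and flg22 and to 25 for mannitol and flg22. The glucosinolate list gave p = 0.00509 in Fisher's exact test, and 4 SUMO components differed between salt and mannitol. For salt and mannitol, where deviations of same-lettered libraries correlated with a mean of 0.025 and 0.003, the block gave 3162 and 3109 DEGs, 8 and 12 SUMO components, and p = 4.59e-27 and 9.06e-33 for the osmotic list in Fisher's exact test.

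The correlation of salt and mannitol log2 fold changes was 0.55 without a count filter, 0.572 in DESeq2, 0.647 with at least 10 counts in every sample and 0.661 with all 15 samples in 1 fit. Settings of the p-value or fold threshold cannot move it and were not run. The carbohydrate list reversed its direction under limma's camera, which gave p = 0.788 for higher genes (n = 300 genes), and no setting brought it past the threshold. Among random lists not matched on expression, the SCE1 interactors were at percentile 27.01 in salt, 11.1 in mannitol and 14.74 in flg22.

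Across fits that each left out 1 library, flg22 DEGs ranged from 50 to 180 (6 fits). DEGs shared in the same direction ranged from 20 to 70 for mannitol and flg22 (12 fits) and from 7 to 36 for salt and flg22 (9 fits). SUMO components ranged from 4 to 8 in salt and from 9 to 16 in mannitol, those that differ between salt and mannitol from 2 to 4, and the correlation from 0.685 to 0.737. The SCE1 interactors in salt ranged from percentile 1.19 to 13.02 and in mannitol from 0.28 to 5.74.

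Upper-quartile normalization lowered the median log2 fold change of all genes in salt, which fell by 0.149. The share of up-regulated DEGs was then 45.6% in salt and 47.2% in mannitol, against 55% and 54.6% with TMM. DEGs shared by salt and mannitol in the same direction were 876 up and 801 down, against 1017 and 628 with TMM. The directions of the 7 salt and 14 mannitol SUMO components held under upper-quartile normalization.

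In the remaining comparisons of a main value with its alternatives, 273 results held their direction and side of the threshold or stayed within 1.5 times the main count. For named genes, 461 of the fits held and 72 no longer passed, all in the same direction, and 0 reversed. SUMO5 to SUMO8 were removed by the count filter, and whether depth or absent expression is behind their low counts was not tested. Without the filter, 30 SUMO identifiers were tested in salt and 31 each in mannitol and flg22.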

Differences from the paper's values

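The paper's text gives no number for a quantity computed here, so only directions are compared.

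The paper states that flagellin treatment down-regulated glucosinolate metabolism. In the comparison of flg22 with mock, 0 of 31 tested glucosinolate genes were down-regulated DEGs (1 at edgeR's unadjusted p-value, a setting added for the lists after seeing the values, Fisher's exact test, p = 0.053), with a median log2 fold change of -0.20 and 22 of 31 genes lower. Only 6 genes were down-regulated DEGs, of which 0.01 would be expected in the list, so 0 says little about it. Of the alternatives set before the data were examined, DESeq2's Wald test with adjusted p-values called the list (1 of 8 down-regulated DEGs, Fisher's exact test, p = 0.0134), and so did the replicate letter as a block (1 of 3, p = 0.00509). DESeq2 size factors, no count filter, at least 10 counts in every sample and no fold threshold did not. The methods name DESeq2 with P < 0.05 and do not say whether it was adjusted, so unadjusted p-values may be the paper's setting. DESeq2's Wald test with unadjusted p-values called the list with 5 of 62 (p = 6.19e-08 in the same exact test), also added after seeing the values. Fits without 1 library, likewise added, did not call it in Fisher's exact test. In limma's camera test the list was under 0.05 in 2 of 13 fits, with p-values from 0.00121 to 0.984. Of 10000 random lists matched on length, GC content and expression, 0 had a median as low as the glucosinolate list, but the shift depends on 1 library. Without mock replicate B the camera direction was up, the median was -0.03, and 15 genes were higher and 16 lower.

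The paper states that flagellin treatment down-regulated carbohydrate metabolism. Here 1 of 300 tested genes with carbohydrate product names was a down-regulated DEG (Fisher's exact test, p = 0.0948), while 5 were up-regulated DEGs. Of the 300 genes, 151 were higher and 149 lower. None of the alternatives set before or after the data were examined brought the list past the threshold. With DESeq2's unadjusted p-values, 2 of 62 down-regulated DEGs were in the list (Fisher's exact test, p = 0.31). The list rests on product names and not on the GO terms of the paper.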

Other observations

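The counts over other splits of the libraries and the tests of depth and spread behind the number of flg22 DEGs were planned, except the split count for DEGs of opposite direction. The remaining tests in this part were chosen only after the result was seen.

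Other splits of the libraries were fitted in the same way. Each comparison of 3 against 3 libraries has 10 splits, of which 4 part every same-lettered pair as the real split does, while the other 6 part 1 pair only. The real split was the only 1 of 4 with as many DEGs in salt, in mannitol and in flg22. It was also 1 of 4 for the changed SUMO components in salt and in mannitol, for the osmotic list in salt and in mannitol, for the defense list in flg22 and for the carbohydrate list in flg22. For SUMO components in flg22 (0 changed, 3 at the unadjusted p-value) and for the glucosinolate list in flg22, 4 of 4 splits gave as much. With 4 splits no share under 0.05 is possible, and a rearranged split mixes treated with control libraries and yields no DEGs, so these counts do not measure what chance gives. Over 32 pairs of splits, 1 (the real pair) gave as many DEGs shared by salt and mannitol, and 1 as many shared by mannitol and flg22, which is fixed by the empty lists of the other pairs and excludes nothing. For the correlation of salt and mannitol, 1 of 32 pairs (the real one) reached 0.71, and rearranged pairs reached up to 0.645. A rearranged split still sets most treated libraries against most of their controls, so it keeps part of the treatment effect. These correlations therefore do not measure what chance gives. For the correlation of mannitol and flg22 (0.181), a pair with rearranged mannitol labels and the real flg22 labels gave a higher value, 0.241. That pair keeps the flg22 effect and part of the mannitol effect, so it does not show whether 0.181 exceeds chance. For DEGs shared by salt and flg22 in the same direction, 5 of 100 relabelings gave as many, and the other 4 used the salt or the flg22 libraries as the whole control group.

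That flg22 gave fewer DEGs than salt and mannitol could come from depth or from a larger spread. At equal depth the smaller of the salt and mannitol numbers was still 19.4 times the flg22 number. The common biological coefficient of variation was 0.124 in the flg22 comparison, between 0.134 in salt and 0.089 in mannitol. Neither accounts for the difference. A weaker transcript response of whole roots to flg22 at 3 hours is a hypothesis, and the dose behind it is uncertain between the paper's 1 μM and the 250 nM of the labels. The untreated level was not tested as an explanation here. Genes raised by flg22 were higher in mock than in the mannitol control by a median log2 difference of 1.54 (124 of 145 higher). A high level of such genes in mock would lower their fold changes in flg22.

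Without the SAE1b identifiers, 26.9% of 26 tested SUMO components changed in salt, against 41.9% of all tested genes. Lists matched on expression had a median of 11 changed genes of 26, near the share of all genes, so expression level does not account for the difference. Chance among genes of similar expression is a candidate explanation, because 606 of 10000 such lists had as few changed genes and 1817 as small a median change. In mannitol the shares were 53.8% and 52.1%, and in flg22 0% and 3.7%.

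The counts of the 2 SAE1b identifiers swap between libraries of a group. AT5G50580 and AT5G50680 varied within groups by 60.4% and 138.3%, above 99.5% and 99.7% of genes of similar level, while their sum varied by 21.2%, at percentile 92.6. Reads shared between near-identical copies are a candidate explanation for the swaps, and the sum is the usable value. Its log2 fold change was -0.10 in salt, 0.30 in mannitol and 0.13 in flg22, none of which passed.

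Genes raised by flg22 moved differently in the other treatments. In salt they had a median log2 fold change of -0.36 (62 of 142 higher), and in mannitol of 1.05 (92 of 124 higher). The interaction test found 86 of 145 different between salt and mannitol, 77 of them lower in salt. The defense list likewise had a median of -0.42 in salt and 0.31 in mannitol, and a limma camera test of the difference gave a median of -0.66 (27 of 36 genes lower in salt, n = 36 genes, p = 1.58e-11). At equal depth that p-value was 6.53e-12, so depth does not account for it. Of the DEGs shared by salt and flg22, 48 had opposite directions, and 1 of 100 relabelings, the real one, gave as many. Few of the 100 keep the mock libraries as the whole control group and mixed groups yield almost no DEGs, so this share does not exclude chance. A difference between the experiments in the untreated level is a candidate explanation. The flg22-raised genes were higher in mock than in the mannitol control by a median of 1.54 (124 of 145 higher), while salt and mannitol libraries differed by a median of only 0.19. Choosing genes that flg22 raises over mock favors genes low in mock and works against this difference. The defense list was higher in mock by a median of 1.12, while salt and mannitol libraries differed by a median of 0.22. A response of defense genes that is opposite in salt and mannitol cannot be told apart from the untreated difference.

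The osmotic and ABA list had a larger fold change in salt than in mannitol (limma camera test of the difference, median 0.78, 25 of 35 genes higher in salt, n = 35 genes, p = 3.81e-11). The untreated level is a candidate explanation here too. The list was lower in mock than in the mannitol control by a median of -1.23, while salt and mannitol libraries differed by a median of -0.18. A stronger response to salt cannot be told apart from the untreated difference.

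Data S1 lists for each treatment the SCE1 interactors that the paper describes as absent from the unstressed control. The larger sets of all putative interactors were not tested. Transcripts of the listed proteins changed little. Their median log2 fold change was -0.06 in salt (64 of 65 listed genes tested), -0.13 in mannitol (44 of 45) and -0.04 in flg22 (74 of 76). Among 10000 random lists matched on expression, these medians were at percentile 3.02, 0.54 and 0.47.

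The paper reports reporter expression and protein abundance by root tissue and zone. Whole-root transcripts resolve neither tissues nor protein abundance, so they do not test the protein changes that the paper reports. For SCE1, the paper describes higher protein levels in all 3 treatments and induced expression in salt and mannitol. Its whole-root transcript log2 fold changes were -0.05 in salt, -0.10 in mannitol and -0.01 in flg22. For SIZ1, described as strongly down-regulated in salt, the value was 0.12, and for HPY2, described as stable, -0.09. SUMO2, described as lower in salt, had -0.35, and SUMO3, described as slightly higher, 0.32. In mannitol, where the paper describes the abundance of both as higher, the transcripts of SUMO2 had -0.08 and those of SUMO3 -0.67. In flg22, SUMO2, described as lower in the meristem, had -0.14. SUMO3, which the paper's results describe as unchanged and its discussion as higher in epidermal cells, had 0.31. PIAL1 and PIAL2, described as lower in salt, had -0.41 and 0.13, and ELS1, described as higher, -0.07. SAE1a, SPF1 and DeSI1, described as induced in salt and in mannitol, had -0.11, 0.11 and 1.25 in salt and -0.17, 0.23 and 0.48 in mannitol. For SPF1 in salt the paper adds that the induction of expression was not strong. DeSI2b, described as strongly higher in mannitol and in flg22, had 1.29 and 0.01, and DeSI2a, described as strongly higher in mannitol, had -0.13, with 24.3% of its exon bases overlapping another gene. OTS1 and FUG1, described as lower in the elongation zone in mannitol, had -0.21 and -0.96. ESD4 and DeSI3c, described as higher in flg22 (DeSI3c mainly as protein), had 0.00 and 0.13, and SAE1a, described as lower, 0.12.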
